# Janus-Faced Nature of Light in the Cold Acclimation Processes of Maize

**DOI:** 10.3389/fpls.2018.00850

**Published:** 2018-06-19

**Authors:** Gabriella Szalai, Imre Majláth, Magda Pál, Orsoly K. Gondor, Szabolcs Rudnóy, Csilla Oláh, Radomíra Vanková, Balázs Kalapos, Tibor Janda

**Keywords:** abiotic stress, acclimation, chilling, gene expression, low temperature, photoinhibition, soluble sugars, *Zea mays* L

## Abstract

Exposure of plants to low temperature in the light may induce photoinhibitory stress symptoms, including oxidative damage. However, it is also known that light is a critical factor for the development of frost hardiness in cold tolerant plants. In the present work the effects of light during the cold acclimation period were studied in chilling-sensitive maize plants. Before exposure to chilling temperature at 5°C, plants were cold acclimated at non-lethal temperature (15°C) under different light conditions. Although exposure to relatively high light intensities during cold acclimation caused various stress symptoms, it also enhanced the effectiveness of acclimation processes to a subsequent severe cold stress. It seems that the photoinhibition induced by low temperature is a necessary evil for cold acclimation processes in plants. Greater accumulations of soluble sugars were also detected during hardening at relatively high light intensity. Certain stress responses were light-dependent not only in the leaves, but also in the roots. The comparison of the gene expression profiles based on a microarray study demonstrated that the light intensity is at least as important a factor as the temperature during the cold acclimation period. Differentially expressed genes were mainly involved in most of assimilation and metabolic pathways, namely photosynthetic light capture via the modification of chlorophyll biosynthesis and the dark reactions, carboxylic acid metabolism, cellular amino acid, porphyrin or glutathione metabolic processes, ribosome biogenesis and translation. Results revealed complex regulation mechanisms and interactions between cold and light signalling processes.

## Introduction

Low temperature is one of the most important factors limiting the spread and production of plants worldwide. This is especially true for field crops of tropical or subtropical origin. In the case of chilling-sensitive maize plants, temperatures in the 10–15°C range decrease the capacity for biomass production, while the exposure of plants to still lower temperatures for a prolonged period may lead to irreversible damage and the death of the plants (Bredenkamp and Baker, 1994; Greaves, 1996). Efficient early germination and growth at cool temperatures in the spring is a critical part of resistance to low temperature stress in young maize plants. One of the main aims of breeders is to develop cold-tolerant genotypes, which can be sown either earlier in order to extend the vegetation period, or in cooler geographical zones. Although chilling-sensitive plants are generally considered to lack the ability to develop chilling resistance when exposed to low but non-injurious temperatures, they can also be able to adapt to lower, usually non-freezing temperatures to some extent (Anderson et al., 1994; Prasad, 1996; Janda et al., 1998).

The mechanisms of cold acclimation are mainly studied in overwintering cereals, where a certain period of low, non-freezing temperature is necessary to achieve the maximum level of freezing tolerance even in the case of frost-tolerant winter varieties. This process is generally called frost hardening or cold hardening. Cold hardening is the result of various physical and biochemical processes, including the adjustment of membrane composition and the accumulation of certain protective substances, among them stabilising compounds such as polyamines, osmoprotectants or antioxidants (Winfield et al., 2010; Boldizsár et al., 2016a,b). The synthesis of these compounds and the regulation of acclimation mechanisms are mediated by a complex signal transduction network (Van Buskirk and Thomashow, 2006). However, it has long been known that light is necessary for the development of freezing tolerance as well as low temperature. Without enough light during the cold hardening period even winter cereals with a potentially high level of frost hardiness are incapable of achieving freezing tolerance (Gray et al., 1997; Apostol et al., 2006). Light has been shown to mediate the development of freezing tolerance via several biological processes. These include photosynthesis-related processes, the expression level of stress-related genes and the synthesis of various protective compounds (Janda et al., 2014).

A strong overlap has been shown between factors involved in sensing and transducing light and temperature in plants (Legris et al., 2016, 2017). Acclimation to low temperatures also respond to light and temperature signals (Catalá et al., 2011; Lee and Thomashow, 2012). In hardy plants light is a critical factor during the low temperature hardening period, but in chilling-sensitive plants light often shows another face during exposure to low temperature inducing photoinhibition, which contributes to the development of chilling symptoms in these plants (Gururani et al., 2015). Photoinhibition is a light-induced decline in photochemical activity and occurs when the light energy available exceeds the receptive capacity of the photosynthetic processes and the level that can be neutralised via different protective mechanisms (recently reviewed by Pospíšil, 2016). The mechanisms underlying the development of freezing tolerance during the hardening period of model plants, such as Arabidopsis, or cold-tolerant cereal species, such as wheat or oat, have been widely studied, but these results cannot be generalised for the very chilling-sensitive C4 plants. In recent years several cold-responsive genes have been identified in maize, but these studies were usually focused either on the comparison of genotypes with different levels of chilling tolerance (Sobkowiak et al., 2014, 2016; Li et al., 2016) or on the different phases of cold stress responses (Trzcinska-Danielewicz et al., 2009), and the role of light has not been discussed.

In the present work we hypothesised that light, in spite of its photoinhibitory effects, may also have a similar role in the cold acclimation processes in chilling sensitive plants, similarly as it was found in cold tolerant winter cereals or in *Arabidopsis*. Experiments were designed in order to characterise the contribution of light during the cold acclimation period to the development of a certain level of cold tolerance in maize plants. A detailed microarray study was also carried out, and certain physiological, biochemical and genetic factors contributing to cold tolerance were tested. Results may point out the possible involvement of low temperature-induced photoinhibition in the development of cold tolerance as a signal during the cold acclimation period in chilling sensitive plants.

## Materials and methods

### Plant material and growth conditions

In the 1st set of experiments seeds of maize plants (*Zea mays* L. hybrid Norma) were germinated between wet filterpapers for 3 days then grown in a modified Hoagland solution (Pál et al., 2005) for a week at 22/20°C at a photosynthetic photon flux density (PPFD) of 180 μmol m^−2^ s^−1^ (growth light 1; GL1) with 16/8 h light/dark periodicity (control plants). The plants were then hardened at 15/13°C for 3 days under three different light conditions: GL1; low light intensity 1 (LL1): 46 μmol m^−2^ s^−1^; and low light intensity2 (LL2): 14 μmol m^−2^ s^−1^). After this the plants were transferred to 5°C at continuous GL1 for 3 days, and then back to 22/20°C for a 1-day recovery period. Leaf and root samples were collected from treated plants after the acclimation (13 day-old-plants), chilling (16 day-old-plants) and recovery (17 day-old-plants) periods for the estimation of viability and oxidative stress, and for carbohydrate analysis.

In the second set of experiments maize plants were grown for 11 days after 3 days germination at 22/20°C at higher PPFD, (growth light 2, GL2 = 387 μmol m^−2^ s^−1^) with 16/8 h light/dark periodicity (control plants). Some of the plants were then cold acclimated at 15/13°C for 3 days either at GL2 or at moderately low light intensity 3 (LL3): 283 μmol m^−2^ s^−1^; or at moderately low light intensity 4 (LL4): 107 μmol m^−2^ s^−1^. Afterwards all the plants were transferred to 5°C at continuous growth light (GL2) for 3 days, followed by a 7-day recovery period at 22°C. Samples were collected for biochemical analysis from the control plants, and from treated plants after the acclimation (17 day-old-plants), chilling (18 and 20 day-old-plants) and recovery periods (21, 24, and 27 day-old-plants).

### Estimation of lipid peroxidation

The lipid peroxidation analysis was based on the measurement of the malondialdehyde (MDA) level according to Gondor et al. (2016a) using 0.5 g of 3rd leaves of the plants. Five replicates were measured from each treatment and at least three leaves were used for one replicate.

### Electrolyte leakage test

Two leaf discs (8 mm diameter) cut from the middle part of the 3rd leaves were used for the determination of membrane damage. The measurements were carried out according to Szalai et al. (1996). Ten replicates were measured from each treatment and one leaf was used for one replicate.

### Determination of chlorophyll content

The total chlorophyll content was measured on the 3rd leaves using a SPAD-502 chlorophyll meter (Minolta Camera Co., Ltd, Japan) as described by Pál et al. (2011). At least 30 replicates were measured from each treatment and one leaf was used for one replicate.

### Measurement of chlorophyll-a fluorescence

Chlorophyll-*a* fluorescence induction was analyzed using a PAM fluorometer with a LED-Array Illumination Unit IMAG-MAX/L (λ = 450 nm) (Imaging-PAM, Walz, Germany). After 30-min dark adaptation, quenching analysis was carried out on the leaves at laboratory temperature using 250 μmol m^−2^ s^−1^ actinic light intensity until the steady state level of photosynthesis was reached (15 min). PPFD for the saturation pulses was higher than 2,000 μmol m^−2^ s^−1^. The fluorescence induction parameters were calculated as described by Klughammer and Schreiber (2008). Ten replicates were measured from each treatment and one leaf was used for one replicate.

### Soluble sugar analysis

0.5 g of leaf and root samples were measured according to Gondor et al. (2016b). Five replicates were measured from each treatment and at least three leaves were used for one replicate.

### Microarray analysis

Three biological replicates each with three technical replicates (each consisting of seven plants) for the microarray analysis were harvested from the 3rd leaves of maize plants. Samples were collected from the control and the cold acclimated plants from the 2nd experiment. Two hundred ng of the total RNA was extracted using an RNEasy Plant Mini Kit (Qiagen, Hilden, Germany) and pooled from the three technical replicates and used for cRNA amplification. The quality of the extracted RNA was examined using the Agilent 2100 Bioanalyzer (Agilent Technologies Inc., Palo Alto, CA). The samples were labelled with Cy3 (Low Input QuickAmp, Agilent), and 1,650 ng cRNA was hybridized to the Agilent Whole Corn Gene Expression Microarray 4 × 44K chip according to the manufacturer's instructions (Agilent). The array was scanned using an Agilent Scanner, Extended Dynamic Range (100% and 10% laser intensities, 5 micron resolution). Signal intensities and normalization processes were detected with the Agilent Feature Extraction (FE 9.5) and GeneSpring (Agilent) Softwares. The fold change (FC) values of the samples were compared for Control vs. GL2, Control vs. LL3, Control vs. LL4, GL2 vs. LL3, GL2 vs. LL4 and LL3 vs. LL4 in a simple loop design. Genes with logFC > |2| and P < 0.01 were considered as differentially expressed. The functional annotation of the probe sequences was performed in the *Zea mays* taxon and using the BLASTX with the default settings (Altschul et al., 1997).

### Validation of microarray results using qRT-PCR

The microarray analysis was validated by qRT-PCR, using the same total RNA samples for microarray analysis and cDNA synthesis. cDNA was synthesized from 500 ng RNA with a RevertAid™ First Strand cDNA Synthesis Kit (Thermo Fisher Scientific, Waltham, USA). Seven genes that showed significant changes in the microarray analysis and represented different functional categories in response to cold treatment under different light conditions, namely NM214, LOC285, BT062987, BT060766, BT035304, XM587-2, and LOC531 were chosen for the validation. The gene expression changes were examined using an ABI StepOnePlus Real-Time PCR System (Thermo Fisher Scientific) with Maxima SYBR Green/ROX qPCR Master Mix (Thermo Fisher Scientific). The two internal control genes used for normalizing the variations in cDNA amounts were *actin* and the membrane protein gene *PB1A10.07c* (*MEP*). The geometric mean of the internal control data was applied for normalization. The relative changes in gene expression were compared to the control group and quantified according to the comparative CT method (2^−ΔΔCT^ method, Livak and Schmittgen, 2001). All seven genes showed similar expression patterns with quantitative real-time PCR and microarray analysis, demonstrating the reliability of the microarray results (Figure S1). Although the fold-change values determined by microarray analysis and RT-PCR were slightly different, the microarray values were generally lower than the qRT-PCR data. This might have been due to technical differences in the methods used for analysis and normalization (Liu et al., 2013).

### Venn-diagram analysis

Lists of up- and downregulated genes (Control vs. GL2, Control vs. LL3, Control vs. LL4, GL2 vs. LL3, GL2 vs. LL4 and LL3 vs. LL4) with *e*-value < 1^−4^ were compared in order to reveal the uniqueness and overlap of individual genes using the InteractiVenn toolkit (Heberle et al., 2015).

### Principal component analysis (PCA)

The similarity of the gene expression data sets for each comparison was analyzed based on the significant logFC values (*P* < 0.01) of array probes using a *var-covar* matrix to principal component analysis (Hammer et al., 2001).

### GO analysis

The EST hits of the significantly differentially expressed Agilent probes, showing *P* < 0.01, were matched to their Affymetrix IDs using the bioDBnet webtool (Mudunuri et al., 2009) which were used as input of SEA (Singular enrichment analysis) carried out using the agriGO v2.0 web-based toolkit (Tian et al., 2017). The maize locus ID v3.30 (Gramene Release 50) as a reference. Ranking scores between GO nodes, a hypergeometric statistical test was carried out on the *p*-values to correct them for multiple testing errors taking into account the false discovery rate (FDR) (Benjamini and Yekutieli, 2001). GO nodes with *q* < 0.05, where q means the multiple test adjusted *p*-value, were considered as overrepresented term.

### Metabolic pathway analysis

In order to classify and display genes into metabolic pathway groups, MapMan software (Thimm et al., 2004) was used. The maize mapping file was developed as follows. The EST hits of the significantly differentially expressed Agilent probes, showing *P* < 0.01, were matched to their Affymetrix IDs using the bioDBnet webtool (Mudunuri et al., 2009). The maize Affymetrix chromosomal locations was taken as template for mapping the Affymetrix IDs of the treatments to metabolic pathway groups.

### Statistical analysis

The experiments were repeated 3 times and representative data are shown. The results were the means of at least 5 measurements. The data were statistically evaluated using the standard deviation, ANOVA and *t*-test methods.

## Results

In order to characterise the role of light during the cold acclimation period in maize plants, 2 set of experiments were designed. One with relatively low growth and hardening light intensities, and a 2nd one with relatively higher light conditions, where the possible role of photoinhibition is more dominant.

### 1st experiment: cold hardening at relatively low light intensity

In the 1st set of experiments maize plants were grown at relatively low light intensity (GL1 = 180 μmol m^−2^ s^−1^), after which some plants were hardened at even lower light intensity (LL1 or LL2), followed by chilling stress under continuous illumination at GL1. The MDA level was measured to detect the extent of oxidative stress and was found to increase during hardening at GL1 in both leaves (Figure 1A) and roots (Figure S2), but did not change at LL1 or LL2. During chilling at GL1 the amount of MDA did not change significantly in the leaves but substantially increased in the roots. In the leaves of plants which were acclimated at low light intensity the chilling-induced increase in the MDA level was more pronounced. Interestingly, the light intensity during the hardening period also affected the chilling-induced MDA levels in the roots, where the lower the PPFD, the lower the MDA level detected (Figure S2). This means that not only the leaves, but also the roots exhibited light-dependent cold responses.

**Figure 1:**
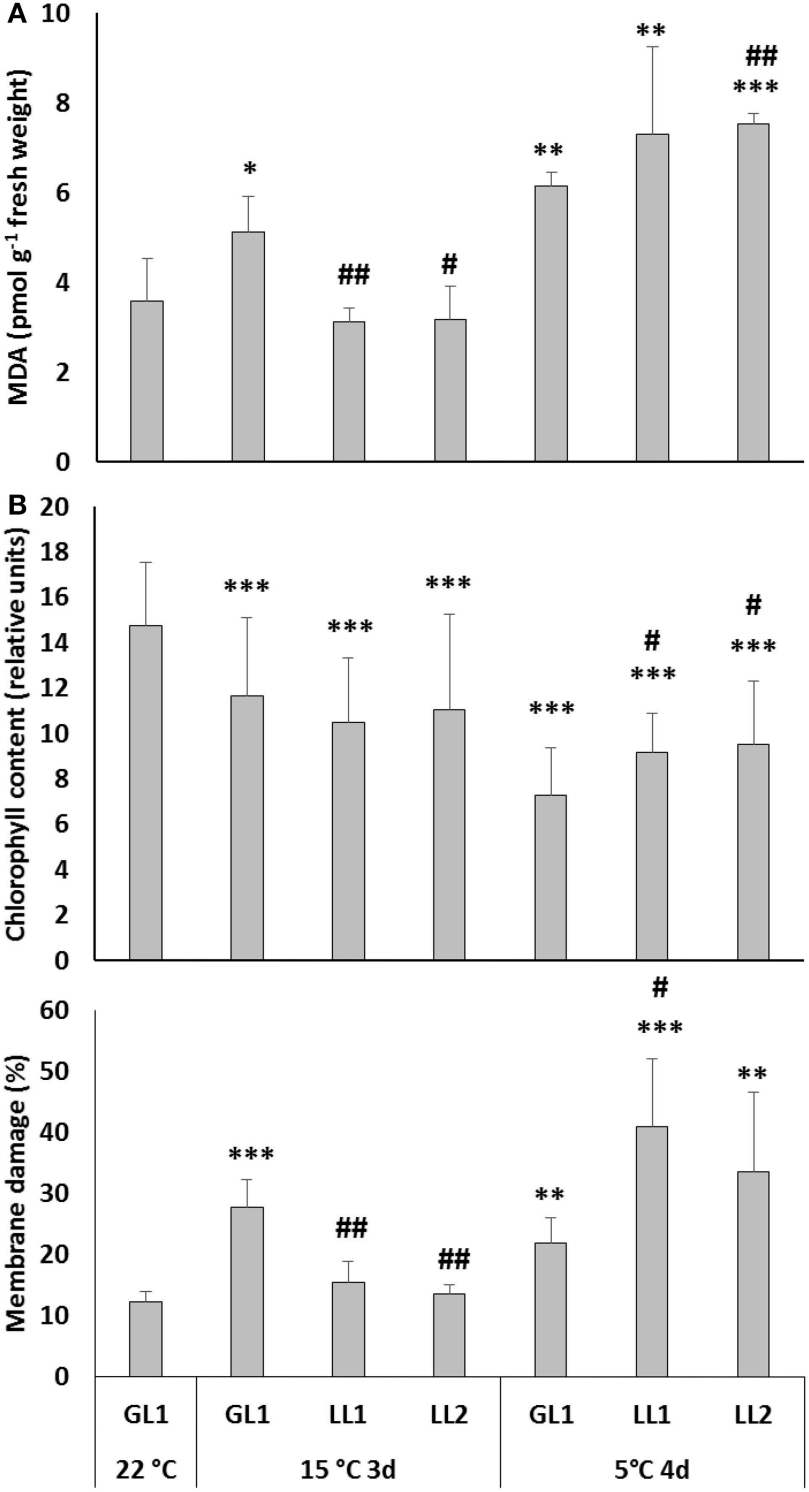
MDA levels **(A)** chlorophyll content represented with SPAD-values **(B)** and membrane damage measured as electrolyte leakage **(C)** in the leaves of plants grown at GL1 before and after cold hardening at 15°C at GL1, LL1, or LL2, and after chilling stress at 5°C at GL1. ^*^, ^**^, ^***^Significant differences compared to the GL1 22°C plants at the *p* < 0.05, 0.01, and 0.001 levels, respectively. ^#^, ^##^, Significant differences compared to the GL1 plants on the same day at the *p* < 0.05 and 0.01 levels (mean ± SD, *n* = 5 for MDA, and *n* = 10 for SAPD and electrolyte leakage values).

The effect of light during the hardening period was also monitored by estimating the chlorophyll content. The SPAD values showed that although hardening in the light provided protection against subsequent cold-induced oxidative stress in the leaves (Figure 1B), the chlorophyll content was slightly higher in plants hardened at lower light intensity.

These results suggest that although light may reduce the chilling-induced oxidative stress in maize, it may also have negative impacts on certain physiological processes indicated by the SPAD and MDA values; and probably photooxidative damage also occurred. Furthermore, loss of photosynthetic pigments may be an adaptive response required to balance the capacity for photosynthetic electron transport with the rate of metabolism. This may also decreased membrane damage in GL1 plants. Therefore the evaluation of the effect of light during cold acclimation in maize was continued by measuring electrolyte leakage. Cold acclimation at GL1 slightly increased the electrolyte leakage from leaf cells (Figure 1C). However, after exposure to severe stress at 5°C this increase was more pronounced in plants acclimated at LL1 and LL2.

### 2nd experiment: cold hardening under medium light conditions

Since, despite its beneficial effects during the cold acclimation period, light may also induce secondary stress (photoinhibition), the 2nd set of hardening experiments was performed at higher light intensities. In this set of experiments plants were originally grown at higher PPFD (GL2 = 387 μmol m^−2^ s^−1^) after the germination period. Since plants were generally adapted to this higher light during their growth period, neither cold acclimation nor chilling at 5°C for 3 days caused substantial decrease in the chlorophyll content estimated with SPAD values (data not shown). However, visual analysis showed that the post-chilling symptoms during the recovery period (4 days at 22°C after 3-day cold treatment at 5°C), such as chlorosis in the distal parts of the leaves, were the most pronounced in un-acclimated plants, being less obvious in plants acclimated at higher light intensities (Figure S3).

The chlorophyll-a fluorescence induction technique provides a valuable tool to detect changes in Photosystem 2, especially under photoinhibitory conditions (Foyer et al., 2017). Fv/Fm, which represents the maximum quantum efficiency of Photosystem 2, did not change significantly after growth at hardening temperature. However, it substantially decreased in a light-dependent manner at 5°C in all the plants. Interestingly, this decrease was more pronounced in plants acclimated at higher light intensities. The decrease in Fv/Fm in non-acclimated plants exhibited values intermediate to those of plants acclimated at GL2 and LL (Figure 2). It seems that the hardening period preconditioned the plants for the subsequent photoinhibitory effect of low temperature. The recovery of Fv/Fm was relatively fast. The quantum yield of Photosystem 2, Y(II), decreased within 3 days at 15°C at GL2. However, at 5°C Y(II) was not better in the non-hardened plants than in those hardened at GL2, and recovery was also slower than in acclimated plants (Figure 2). The negative impact of relatively high light intensity on the quantum yield was still detected during the beginning of the recovery period, but the decrease in this parameter was reversible within 7 days. The most significant changes in the regulated non-photochemical quenching, Y(NPQ), could be found in plants acclimated at GL2, where this parameter slightly increased; however, Y(NPQ) substantially decreased in the same plants after exposure to 5°C for 3 days. This parameter recovered rapidly (within 1 day) at 22°C. Non-regulated non-photochemical quenching, Y(NO), showed a similar pattern but with the opposite trend, substantially increasing in a light-dependent manner at 5°C, especially in plants acclimated at GL2.

**Figure 2:**
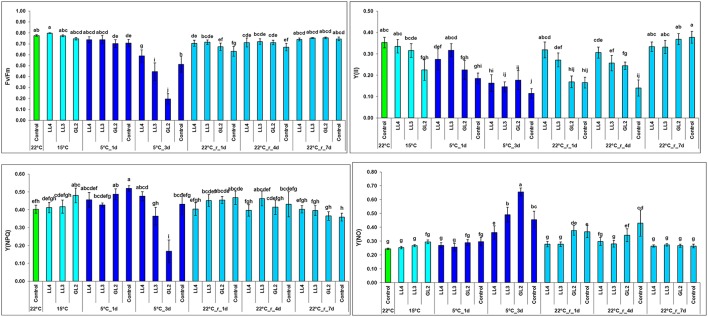
Effect of cold hardening in maize at 15°C under different light conditions, followed by chilling stress at 5°C and 7-d recovery on the chlorophyll-a fluorescence induction parameters Fv/Fm, Y(II) (the quantum yield of Photosystem 2 estimated as ΔF/Fm′), Y(NPQ) and Y(NO) (the regulated and non-regulated non-photochemical quenching). Different letters on the bars represent statistically significant differences at *p* < 0.05.

In contrast to the 1st set of experiments, where the light intensity was relatively low, the MDA content did not change substantially in the leaves in the 2nd set of experiments (Figure S4). A notable increase could only be detected after 4 days of recovery, probably due to the post-chilling effect. However, as in the previous experiment, MDA showed a light dependent response in the roots, increasing even during the hardening period, especially at higher light intensity. Recovery was also light-dependent.

### Alteration in gene expression profiles at low temperature

In order to obtain a better understanding of the molecular mechanisms underlying the role of light during the cold acclimation period in maize, gene expression analysis was performed using the microarray technique. Samples were taken from control plants growing at GL2 at 22°C and from plants hardened for 3 days at 15°C at GL2, LL3, or LL4.

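RNA of the third leaf of the hybrid Norma was labelled with Cy3 and hybridized to 12 Agilent maize arrays, 3 for each of Control, GL2, LL3 and LL4. According to the paper each array is a biological replicate, with RNA pooled from technical replicates of several plants each. The PPFD was 387 μmol m-2 s-1 in Control and GL2, 283 at LL3 and 107 at LL4, and the 3 cold groups spent 3 days at 15/13°C. The paper gives 22/20°C for Control, whose sample labels read 20°C. The labels give 11 days of growth for Control and 14 for the cold groups, so that age differs with the treatment in every comparison with Control.
The deposited files hold the processed signal of Agilent Feature Extraction 9.5.1.1, a fluorescence intensity from which the local background has been subtracted and which has not been normalized between arrays. For the values given beside the conclusions, log2 signals were taken relative to each array's 75th percentile over the 42034 maize probes, and 43 spots marked as outliers were left out. The 23834 probes well above background on every array of at least 1 group were tested with limma in 1 fit of all 12 arrays (8 residual degrees of freedom), and a probe was called at a Benjamini-Hochberg adjusted p under 0.05 with no threshold on the fold change. Signal over background sets the depth of each array: a median of 25951 probes (range 22865 to 27010) stood well above background in Control, 20998 (18794 to 23676) at GL2, 24793 (22108 to 27846) at LL3 and 23608 (20871 to 24251) at LL4. The processed signal at the 75th percentile had a median of 116 (range 81.2 to 158) in Control, 64.9 (63.1 to 128) at GL2, 105 (92.7 to 118) at LL3 and 102 (66.8 to 110) at LL4. With 3 arrays in a group, the number of arrays limits the precision.
The arrays lay on 3 slides. Slide 1 held Control replicate 1, GL2 replicate 3 and LL3 replicates 1 and 4, slide 2 held Control replicate 4, GL2 replicate 4 and LL4 replicates 1 and 3, and slide 3 held Control replicate 3, GL2 replicate 1, LL3 replicate 2 and LL4 replicate 2. Values are therefore also given with slide as a block and within the slides that held both groups. GL2 and Control each had 1 array on every slide, so the block cannot change the fold change between them. For that comparison the repeated value is no check. Product names were taken from Table S1, which lists probes that the study selected on these samples. It names 474 of the tested probes, 120 of them only in its part for Control vs. LL4, whose available portion stops among the probes higher at LL4. Those 120 are absent from its lists for GL2 and LL3, so few calls for them at GL2 or LL3 follow in part from that selection. Counts within groups of named genes are therefore not independent evidence of a direction.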

In total, 42,050 transcripts were examined on the Agilent chip. Genes were considered to have significantly different expression with logFC > |2| and the *P*-value was < 0.01, which resulted 677, 467, 1,780, 63, 1,317, and 1,240 individual significant array probes in Control vs. GL2, Control vs. LL3, Control vs. LL4, GL2 vs. LL3, GL2 vs. LL4, and LL3 vs. LL4, respectively (Table S1). 

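A BTB/POZ domain-containing protein (A_92_P037649) fell in all 3 cold groups, by 3.98 on the log2 scale at GL2, 2.73 at LL3 and 3.81 at LL4 (standard error 0.37, adjusted p = 0.00027, 0.0037 and 3.4e-05 from limma, and -3.98, -2.81 and -3.73 with slide as a block). On the log2 scale its signal was 6.48 ± 0.74 in Control and 2.51 ± 0.32 at GL2 (SD, n = 3 arrays). A vacuolar amino acid transporter (A_92_P023165), which moves amino acids across the tonoplast, fell by 3.51, 2.57 and 2.87 in the same groups (standard error 0.30), with 2 of 3 GL2 arrays well above background. Both genes kept their calls without any 1 array.
Among the 23834 probes, 1061 were higher and 1657 lower in GL2 than in Control, 335 were higher and 373 lower in LL3, and 3015 were higher and 3282 lower in LL4. The totals were 2718 (11.4% of the probes tested), 708 (3.0%) and 6297 (26.4%), against 5267 (22.1%) between GL2 and LL4 and 3573 (15.0%) between LL3 and LL4. At an unadjusted p under 0.05 the 3 comparisons with Control held 7438, 3749 and 8872 probes, where 1192 would be due to chance. More than 2-fold were 2164, 649 and 4828 of the called probes. Over all probes tested, the 3 arrays of a group lay apart from those of Control in 28.6%, 35.7% and 49.6%, where chance gives 10%. With slide as a block, 766 were higher and 1269 lower in GL2, 259 and 170 in LL3, and 2392 and 2800 in LL4. The order of GL2 and LL3 depended on fitting all groups together. With only the 6 arrays of each comparison in the fit, 211 were higher and 276 lower in GL2, and 1258 and 1357 in LL3. Over all probes tested, the log2 fold changes within slides 1, 2 and 3 had correlations of 0.882, 0.658 and 0.809 with those of all arrays for GL2, of 0.872 and 0.809 within slides 1 and 3 for LL3, and of 0.968 and 0.887 within slides 2 and 3 for LL4, though the arrays of a slide enter both values.
Leaving out 1 array at a time, with the same probes tested, moved several of these counts. The count higher in GL2 was 271, 485 and 364 without Control replicates 1, 3 and 4, 389 and 3573 without GL2 replicates 3 and 4, 699 without LL3 replicate 2 and 692 without LL4 replicate 1. The count lower in GL2 was 605, 707 and 452 without Control replicates 1, 3 and 4, and 611 and 4468 without GL2 replicates 3 and 4. For LL3, the higher count was 91, 115 and 98 without Control replicates 1, 3 and 4, 128, 73 and 127 without LL3 replicates 1, 2 and 4, and 714 without GL2 replicate 1. Its lower count was 112, 114 and 81 without those Control arrays, 172, 72 and 109 without those LL3 arrays, 757 without GL2 replicate 1 and 244 without LL4 replicate 1. The count lower in LL4 was 2187 without Control replicate 4. In simulated data with each group's own spread, which was largest among the GL2 arrays, 31.3% of the calls between GL2 and Control and 0.0% of those between LL4 and Control were false. Only 200 of 23834 probes changed there, with 83 and 41 calls, so these shares do not carry over to the counts above. With an equal spread in all groups the shares were 9.4% and 5.6%.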

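Among the named genes with the largest changes at GL2 against Control, a gibberellin 2-beta-dioxygenase (A_92_P040165), an enzyme that inactivates gibberellins, rose by 3.62 (standard error 0.36, adjusted p = 0.00033, and 4.07, 4.12 and 2.68 within slides 1, 2 and 3). Group means of its log2 signal were 3.96 ± 0.70 at GL2 and 0.34 ± 0.12 in Control (SD, n = 3). A cortical cell-delineating protein precursor (A_92_P033798) rose by 5.25 (standard error 0.64, adjusted p = 0.0012, and 5.25 with slide as a block) and a MYB protein (A_92_P029876) by 4.83 (standard error 0.60, and adjusted p = 0.0014). An isoflavone reductase homolog (A_92_P001835) fell by 6.72 (standard error 0.87, adjusted p = 0.0016, and -5.70, -6.26 and -8.19 within slides), with 2 of 3 GL2 arrays well above background. A WAT1-related protein was 44.8-fold lower at GL2 than in Control (log2 fold change -5.48, standard error 0.52, and adjusted p = 0.00027 from limma). No GL2 array stood well above background for it, so the size of the fall is uncertain.
Between GL2 and LL4 at 15°C, ERF038 (A_92_P011544), a transcription factor of the ethylene response family, was higher at GL2 by 4.41 (standard error 0.56, adjusted p = 0.00041, and 4.61 with slide as a block). It was also higher at GL2 than in Control, by 3.66 (adjusted p = 0.0034). An O-methyltransferase of the ZRP4 type (A_92_P035736) was higher at GL2 by 3.14 (standard error 0.37, adjusted p = 0.00026, 3.50 with slide as a block, and 3.40 and 3.70 within slides 2 and 3). For the gibberellin 2-beta-dioxygenase, the difference was 2.04 (adjusted p = 0.0026, and 2.07 with slide as a block). Of the 474 named probes, 125 were higher and 212 lower in GL2 than in Control, and 72 were higher and 213 lower in GL2 than in LL4; the names come from the study's own selection, so these counts are not independent evidence.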

After the functional annotation of the probe sequences with a *e*-value of < 1e^−4^ cutoff, the results showed that although, as expected, low temperature up- or down-regulated the expression of hundreds of genes, light also substantially altered the expression level of a similar number of genes (Table S1). 

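Several named genes moved together in the cold at every light level. Kaurene synthase (A_92_P019259), which makes the precursor of gibberellins, fell by 2.84 at GL2, 2.42 at LL3 and 4.53 at LL4 (standard error 0.23, adjusted p = 0.00019, 0.00046 and 1.8e-06, and -2.84, -2.41 and -4.54 with slide as a block). A rhodanese-like protein (A_92_P020053), a sulfurtransferase, rose by 2.35, 2.37 and 4.06 in the same order (standard error 0.27), and a male sterile protein homolog (A_92_P036795) by 3.00, 2.73 and 4.10 (standard error 0.39). A universal stress protein (A_92_P007284) fell by 3.15, 3.22 and 4.15 (standard error 0.31), with 1, 2 and 1 of 3 arrays of these groups well above background. All of these calls held without any 1 array.
Of the probes called against Control, 269 were higher and 323 lower in both GL2 and LL3, where independent lists would share 15 and 26. For GL2 and LL4, 560 were higher and 942 lower in both, where independent lists would share 134 and 228, and for LL3 and LL4 264 and 285, where they would share 42 and 51. The 3 Control arrays are shared by these comparisons, so that part of the excess may come from them, and how much was not tested. Without Control replicates 1, 3 and 4 the count higher in GL2 and LL4 was 159, 295 and 229, without GL2 replicates 3 and 4 it was 266 and 909, and without LL4 replicate 1 it was 355. The count lower in both was 394, 434 and 309 without the Control arrays, and 453 and 1710 without GL2 replicates 3 and 4. For GL2 and LL3 the higher count was 80, 99 and 86 without the Control arrays, 116, 70 and 118 without LL3 replicates 1, 2 and 4, and 477 without GL2 replicate 1. Its lower count was 95, 96 and 66 without the Control arrays, 153, 64 and 94 without the LL3 arrays, 556 without GL2 replicate 1 and 205 without LL4 replicate 1.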

The Venn diagram comparison can be seen on Figure S5. Selected genes related to photosynthesis with logFC > |2| and known function (*e*-value < 1^−4^) that were differentially expressed in Control vs. GL2 or GL2 vs. LL4 are listed in Table S2.

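Of the 70 accessions in Table S2, 20 could be tied to a tested probe. The ties ran through Table S1, whose available part for LL4 holds only probes higher at LL4, so they favour genes higher at LL4. Against Control, 10 were higher and 5 lower at GL2, and 16 were higher and 2 lower at LL4 (13 and 5, and 16 and 2, when adjusted over the list alone, and 11 and 5, and 15 and 1, with slide as a block). Between GL2 and LL4, 1 was higher and 15 were lower at GL2 (1 and 16 when adjusted over the list alone, and 0 and 15 with slide as a block), with a median log2 fold change of -1.39 (-1.23 with slide as a block). The study chose this list on these samples, so the counts are not independent evidence. Among its members, the assembly factor of photosystem II encoded by HCF136 (A_92_P038750) rose by 1.75 at GL2 (standard error 0.23, adjusted p = 0.0018, and 1.75 with slide as a block) and by 3.21 at LL4 (adjusted p = 5e-06). Its log2 signal was 6.16 ± 0.38 in Control, 7.92 ± 0.18 at GL2 and 9.37 ± 0.15 at LL4 (SD, n = 3), and the difference between GL2 and LL4 was -1.46 (adjusted p = 0.0014, and -1.35 and -1.31 within slides 2 and 3). Oxygen-evolving enhancer protein 2-1 (A_92_P027014), a subunit of the water-splitting complex, fell by 1.36 at GL2 (standard error 0.25, adjusted p = 0.0078, and -1.36 with slide as a block) and was at -0.37 at LL4 (adjusted p = 0.32). Without Control replicates 1 and 4 the count higher at GL2 was 6 each time, and without Control replicate 4 the count lower at GL2 was 3. The count lower at LL4 was 1 without Control replicate 1, 3 or 4 or LL4 replicate 1 or 3, and the count higher at GL2 than at LL4 was 0 without GL2 replicate 3 or LL4 replicate 2 or 3.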

### Cluster analysis

To understand the relationships and discrepancy of the effect of cold, light or their combination more comprehensively, cluster analysis was carried out according to log2FC values of significantly differentially expressed genes of all comparisons. The same type of regulations was gathered in clusters with similar gene expression profiles. The cluster of the columns of the heat map is shown in Figure 3A. The results indicate that effect of different illuminations clearly distinguished. 

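On the first principal component of the 12 arrays, which held 35.7% of the variance of 23812 probes, the LL4 arrays lay between 97.7 and 103.7 and all other arrays between -50.2 and -11.2. Among the largest increases of named genes at LL4 against Control, a transcription factor (A_92_P019362) rose by 6.72 (standard error 0.41, adjusted p = 2.2e-06, 6.93 with slide as a block, and 6.79 and 7.10 within slides 2 and 3) and a member of the cyclin-dependent protein kinase family (A_92_P016400) by 5.77 (standard error 0.44, adjusted p = 7.7e-06, and 5.63 with slide as a block). The second component, with 27.4%, spread the GL2 arrays: GL2 replicate 1 lay at 128.3, replicate 3 at 59.4 and replicate 4 at -17.2. Differences between the group means made up 60.4% of the variance. Each squared distance between group means was divided by the same value, 0.163, expected from the spread pooled over the 4 groups. The ratio was 6.43 for LL4 and Control, 5.72 for LL4 and GL2 and 4.42 for LL4 and LL3. It was 3.97 for GL2 and Control, 2.10 for LL3 and Control and 1.80 for GL2 and LL3. The spread of the groups compared did not enter, so these ratios do not rank GL2 against LL3. Variance within a group was 0.515 per probe at GL2, 0.215 at LL4, 0.129 in Control and 0.117 at LL3.

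**Figure D1:**
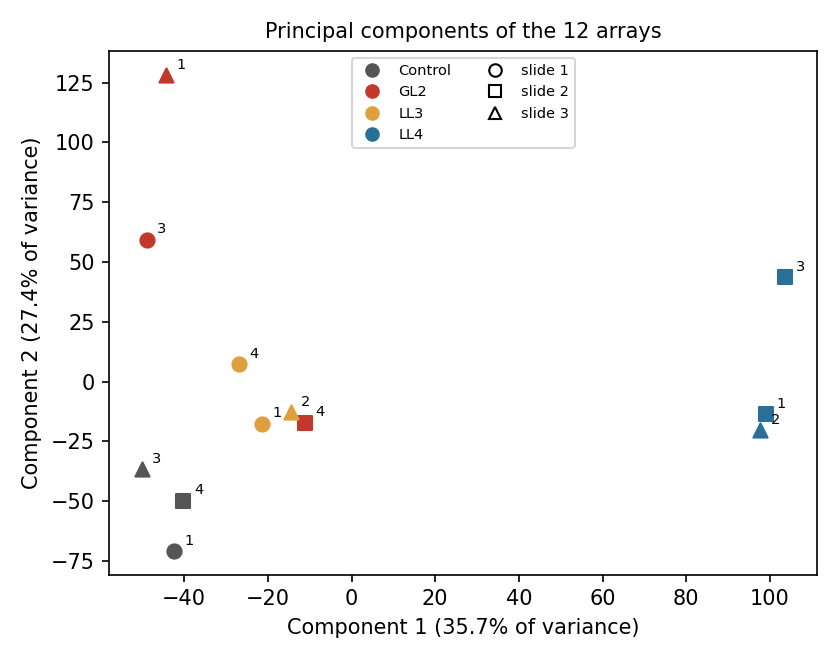
Each point is an array, placed by its first and second principal components (35.7% and 27.4% of the variance); colours stand for the 4 groups, shapes for the 3 slides and numbers for the replicates. The 3 LL4 arrays lie between 97.7 and 103.7 on the first component, and the 3 GL2 arrays spread from -17.2 to 128.3 on the second.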

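A glutaredoxin-C10-like gene (A_92_P008589), of a family of small redox proteins that depend on glutathione, had a log2 signal of 6.02 ± 0.38 at LL4, against -0.94 ± 0.18 at LL3, -2.26 ± 1.01 at GL2 and 1.09 ± 0.13 in Control (SD, n = 3). Of the GL2 arrays, 2 of 3 were well above background for it. The difference between GL2 and LL4 was -8.28 (standard error 0.41, adjusted p = 1.4e-06, -8.37 with slide as a block, and -9.04 and -7.19 within slides 2 and 3). Ferredoxin-3 (A_92_P023748), an electron carrier of plastids, was lower at GL2 than at LL4 by -4.71 and at LL3 by -6.17 (standard error 0.84, and -4.16 and -5.08 with slide as a block), and was well above background on 2 of 3 GL2 and 1 of 3 LL3 arrays. AN17 (A_92_P041535) was higher at GL2 by 3.85 and at LL3 by 4.07 (standard error 0.23, adjusted p = 8e-06 and 5.2e-06, and 3.95 and 4.26 with slide as a block). Cytochrome P450 78A9 (A_92_P037163) was higher at GL2 by 2.79 and at LL3 by 4.29 than at LL4 (standard error 0.34, and 2.65 and 4.00 with slide as a block).
Against LL4, limma called 2234 probes higher and 3033 lower in GL2, and 1779 higher and 1794 lower in LL3. With slide as a block these were 1444 and 2003, and 861 and 596. Over all probes tested, the log2 fold changes within slides 2 and 3 had correlations of 0.754 and 0.817 with those of all arrays between GL2 and LL4, and within slide 3 of 0.891 between LL3 and LL4, values that share the arrays of that slide. The share higher was 42.4% for GL2 and 49.8% for LL3, and 27.1% (1368 higher and 3675 lower) and 33.6% (1011 and 2002) when the arrays were scaled to their median instead. The count higher in GL2 was 1287 and 4337 without GL2 replicates 3 and 4, and 1231 and 1167 without LL4 replicates 1 and 2; the count lower was 1893 and 4923 without the same GL2 arrays and 1852 without LL4 replicate 1. For LL3 the higher count was 912, 1073 and 1103 without LL3 replicates 1, 2 and 4, and 1117 and 1147 without LL4 replicates 1 and 2; the lower count was 1014, 1118 and 1063 without those LL3 arrays and 1161 without LL4 replicate 1. In simulated data with each group's own spread, 42.4% of the calls between GL2 and LL4 and 0.0% of those between LL3 and LL4 were false. Only 200 of 23834 probes changed there, with 85 and 39 calls, so these shares do not carry over to the counts above. With an equal spread in all groups the shares were 5.3% and 0.0%.

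**Figure D2:**
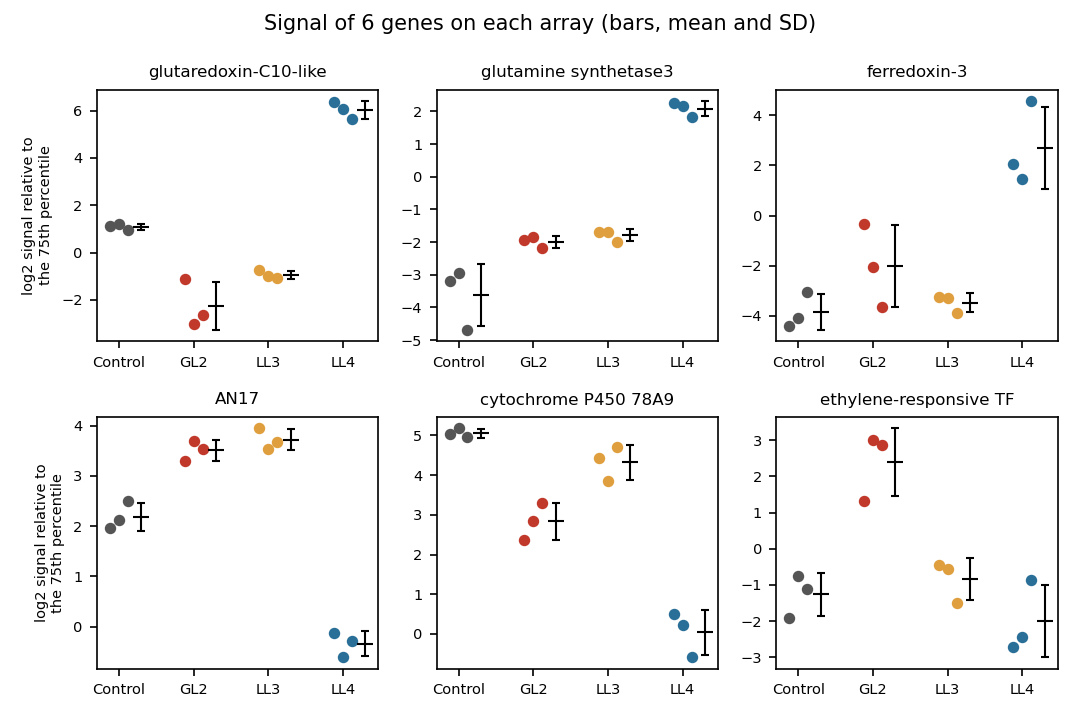
Log2 signal relative to the 75th percentile of the array, for 6 genes chosen after their values were seen; each point is an array and the bars give the mean and SD of 3 arrays per group. The glutaredoxin-C10-like gene had a mean of 6.02 at LL4 and -2.26 at GL2; AN17 had a mean of -0.34 at LL4 and 3.51 at GL2.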

Low light intensity LL4 induced the expression significantly expressed genes at different levels both at normal and low temperatures. Other light intensities, GL2 and LL3 had altered effect on genes investigated.

**Figure 3:**
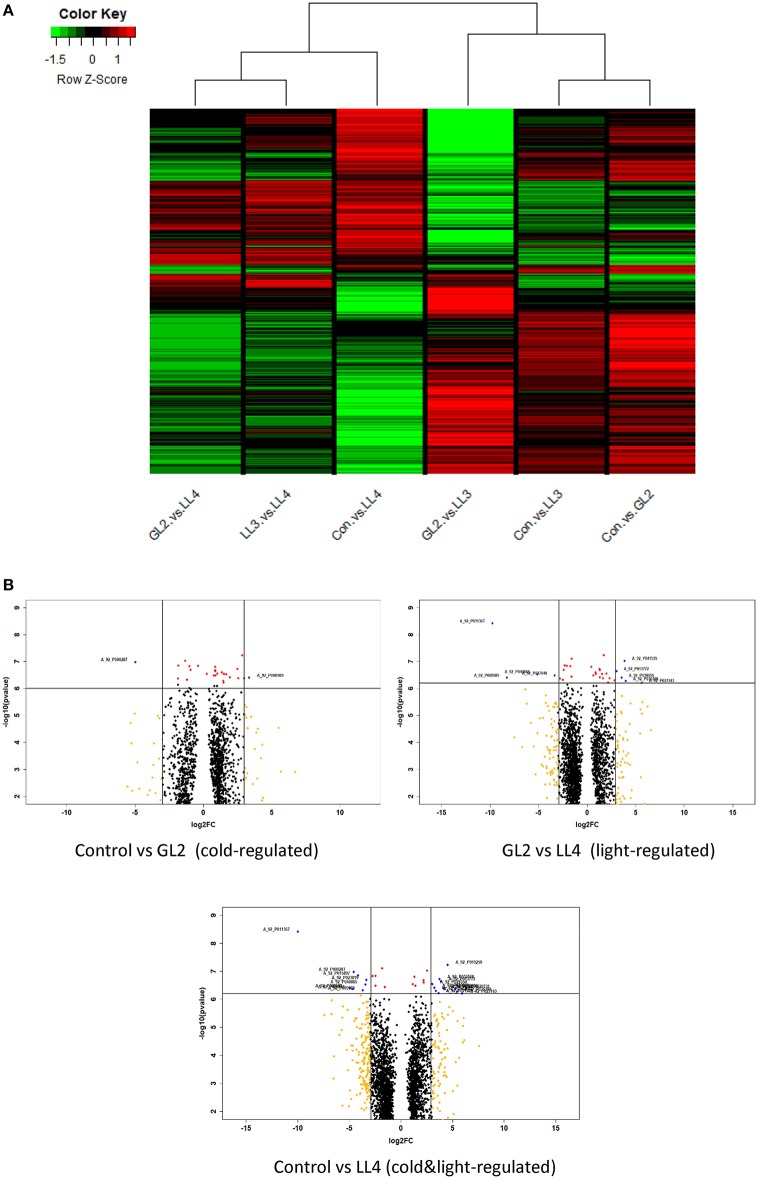
**(A)** Cluster heat map of cold-regulated (Control vs. GL2), Control vs. LL3, Control vs. LL4 (double factor-regulated) and GL2 vs. LL3, GL2 vs. LL4, LL3 vs. LL4 (light-regulated) comparisons with log2FC < −0.1 and log2FC > 0.1. Red colour represents up-regulated expression and green colour represents down-regulated expression. Each row represents a differentially expressed gene function pathway; **(B)** Volcano plots of three comparisons indicating either cold, light, and their combined regulation. Genes with high level of expression and significance were emphasized (filter red dots indicate if *p* < 0.0001, orange if log2FC > |3| and blue if both).

### Differential expression analysis

Volcano plotscarried out on the significantly expressed microarray probes of each comparisons which either regulated by cold or light or both factors (Figure 3B). Genes with log2FC > |3| and *p* < 0.0001 were filtered and considered as the most outlier gene in each regulations. The biological functions were annotated and listed in Table S3. The highest number of genes high log2FC and low *p*-value were found of the effect of LL4 in the cold and most of them were up-regulated, such as the acyclic sesquiterpene synthase which was expressed alone under these conditions. 

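The largest increases among named genes at LL4 against Control included a cortical cell-delineating protein precursor (A_92_P033798), at 6.50 (standard error 0.64, adjusted p = 3.7e-05, and 5.90 with slide as a block), and a proline-rich protein (A_92_P014593), at 5.13 (standard error 0.66, adjusted p = 0.00021, and 4.86 with slide as a block). A sesquiterpene synthase named alpha-humulene/beta-caryophyllene synthase (A_92_P016282) rose by 2.71 (standard error 0.33, adjusted p = 0.00014, and 2.48 with slide as a block), and was lower at GL2 than at LL4 by -1.76 (adjusted p = 0.0036). On the log2 scale its signal was 1.29 ± 0.09 at LL4, -0.47 ± 0.55 at GL2, -1.14 ± 0.28 at LL3 and -1.43 ± 0.57 in Control (SD, n = 3). By name this is not the acyclic sesquiterpene synthase that the paper describes, so its values do not check that gene. Another sesquiterpene synthase, alpha-humulene synthase (A_92_P035144), was at least 35.8-fold higher at GL2 than in Control (adjusted p = 0.0033), where no array stood well above background. At LL4 it was at least 5.69-fold higher (adjusted p = 0.024), a call lost with slide as a block and without Control replicate 1 or 4 or LL4 replicate 3, and at LL3 it was not called (adjusted p = 0.18). At a log2 fold change over 3 and an unadjusted p under 0.0001 from limma, 228 probes were higher and 129 lower in LL4 than in Control, against 24 and 32 in GL2 and 14 and 17 in LL3. In the comparisons of light, 70 probes were higher and 106 lower in GL2 than in LL4 at the same thresholds, and 68 and 80 in LL3 than in LL4.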

Regarding genes with known function, glutaredoxin-C13 was induced cold under GL2 and repressed by the LL3 and LL4.

### Principal component analysis

A scatter plot diagram and the loadings of the original variables were used to show the similarity between the global gene expression profiles of each comparison (Control vs. GL2, Control vs. LL3, Control vs. LL4, GL2 vs. LL3, GL2 vs. LL4, LL3 vs. LL4) (Figure S6). The biplot representation showed that the Control vs. GL2 and Control vs. LL3 comparisons were similar to each other, but differed from GL2 vs. LL3 in the expression profile along axis 1 (PC 1). 

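A putative cinnamyl-alcohol dehydrogenase (A_92_P007988), of the enzymes that make lignin precursors, fell by 2.19 at GL2 and 1.64 at LL3 against Control (standard error 0.26, adjusted p = 0.00093 and 0.0073, and -2.19 and -1.55 with slide as a block). The 16.9 kDa class I heat shock protein 1 (A_92_P028234), a small chaperone, fell by 1.89 and 1.87 (standard error 0.30, and adjusted p = 0.0043 and 0.0092); its call at LL3 was lost without Control replicate 4 or LL3 replicate 2. Across the tested probes, the log2 fold changes against Control at GL2 and LL3 had a Pearson correlation of 0.742 (Spearman 0.726, and 0.692 with slide as a block). The same Control arrays enter both, and groups simulated without a change, with the same spread in every group, gave 0.501. Control varied less than GL2 (0.129 against 0.515 per probe), so the simulated values are not fitted to these groups. The covariance was 0.347, or 0.266 less the simulated 0.081. With the Control arrays split between the comparisons, 1 against the other 2, a check chosen after the correlations were seen, the 6 ways gave 0.469 to 0.666. Probes are not independent replicates.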

The expression pattern of LL3 vs. LL4 was similar to that of GL2 vs. LL4 along axis 2 (PC 2). Control vs. LL4 was quite dissimilar to the other comparisons. 

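Dihydroflavonol-4-reductase (A_92_P007670), an enzyme of anthocyanin synthesis, fell by 3.53 at LL4 against Control (standard error 0.27, adjusted p = 9e-06, and -3.52 with slide as a block), and was higher at GL2 than at LL4 by 2.20 (adjusted p = 0.00035, and 2.19 with slide as a block). Cytochrome P450 78A9 (A_92_P037163) fell by 5.01 at LL4 and 2.22 at GL2 (standard error 0.34, adjusted p = 3.3e-06 and 0.0032, and -4.87 and -2.22 with slide as a block) and was at -0.73 at LL3 (adjusted p = 0.32). Across the tested probes, the log2 fold changes at LL4 had a Pearson correlation of 0.463 with those at GL2 (Spearman 0.443, and 0.487 with slide as a block). With those at LL3 it was 0.560 (Spearman 0.566). Unchanged groups gave 0.501, but were simulated with the same spread in every group. Control varied less than GL2 and LL4, so 0.501 is not a floor for these correlations. Less the simulated covariance, the covariance was 0.298 for GL2 and 0.253 for LL3. With the Control arrays split between the comparisons the correlations were 0.304 to 0.467 and 0.408 to 0.503.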

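ERF038 (A_92_P011544) had a log2 signal of 2.40 ± 0.93 at GL2 and -0.84 ± 0.58 at LL3 (SD, n = 3), a difference of 3.24 with an adjusted p = 0.18 from limma (3.03 with slide as a block, and 3.84 and 1.90 within slides 1 and 3). bZip112 (A_92_P021014), a transcription factor, differed by -1.36 (adjusted p = 0.18, and -1.44 and -1.60 within slides 1 and 3), and a low-specificity L-threonine aldolase (A_92_P028452), which splits threonine, by -1.21 (adjusted p = 0.18, and -1.33 and -1.24 within slides). AN17 differed by -0.21 between the same groups (adjusted p = 0.67). No named gene passed the test between GL2 and LL3: limma called 0 probes, while 2611 had an unadjusted p under 0.05, 1 was lower with quantile normalization, and 1 was higher with slide as a block. The methods' t-test at P under 0.01 gave 97 higher and 231 lower, and after Benjamini-Hochberg 0 and 0. An analysis of variance at an adjusted p under 0.01, followed by Tukey's test at 0.05, gave 57 and 228. The methods name the analysis of variance but not Tukey's test or these thresholds for it. Without GL2 replicate 4, limma called 1217 probes higher and 1012 lower in GL2; without GL2 replicate 1 it called 34 and 16, and without LL4 replicate 3 1 and 1. GL2 replicate 4 had correlations of 0.867 and 0.945 with the other GL2 arrays and of 0.965 to 0.974 with the LL3 arrays. The 0.867 was with GL2 replicate 1, which had 0.916 with GL2 replicate 3. Of the probes tested, 13.2% had the 3 arrays of GL2 apart from those of LL3, where chance gives 10%. From a principal component analysis of its comparisons, the paper proposes that the effect of LL4 on gene expression differed from that of GL2 and LL3.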

The results suggested that illumination levels GL2 and LL3 had a different effect on gene expression than the LL4 illumination level.

### GO analysis

The microarray output was mapped for gene functions using the GO classification for genes differentially regulated at low temperature under different light conditions (Figures S7–S14). The GO enrichment analysis focused both on the effect of cold under GL2 and how the GL2 acts on global gene expression in contrast to LL4 in the cold.

Low temperature greatly influenced the global gene expression pattern under growth light (GL2) as compared to the control temperature (Figures S7, S8). Most of the genes significantly differentially up-regulated (*q* < 0.05) in the cold are originated from the cytoplasm (GO: 0005737), cytoplasmic membrane-bounded vesicles (GO: 0016023) the plastids (GO: 0009536) or in the mitochondria (GO: 0005739). The result of the ontology analysis of gene functions regulated by cold showed the over-representation of ribosome biogenesis (GO: 0042254), hexose biosynthetic (GO: 0046364) and aspartate and serine family amino acid metabolic processes (GO: 000258, GO: 0009069).

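Of 7 plastid ribosomal proteins named in the lists for GL2 or LL3, 6 were higher and 1 lower at GL2 than in Control, 6 were higher and 0 lower at LL3, and 7 were higher at LL4 (6 and 1, 6 and 1, and 7 when adjusted over the list alone, and 6 and 1, 6 and 0, and 6 with slide as a block). The median log2 fold changes were 1.37, 1.23 and 2.90. Of the 10 others, named for LL4 alone, 5 were higher at GL2 and 0 at LL3 (9 and 10 when adjusted over the list alone, and 3 and 1 with slide as a block), with medians of 1.03 and 1.04. Without 1 array these counts ranged from 0 to 6 at GL2 and from 0 to 6 at LL3. Ribosomal protein L18 of the large subunit (A_92_P026811) rose by 1.86 at GL2 and 2.37 at LL3 (standard error 0.26, adjusted p = 0.0025 and 0.00095, and 1.86 and 2.45 with slide as a block), and S9 of the small subunit (A_92_P015897) by 1.84 and 2.27 (standard error 0.23, adjusted p = 0.0014 and 0.00062, and 1.84 and 2.40 with slide as a block). A plastid-specific ribosomal protein (A_92_P028665) rose by 2.13 at GL2 (standard error 0.32, adjusted p = 0.0031, and 2.13 with slide as a block). Among enzymes of amino acid biosynthesis, 1 of 2 named for GL2 or LL3 was higher at GL2 and 2 of 2 at LL3 (1 and 1 with slide as a block); without GL2 replicate 3 the count at GL2 was 0 and without GL2 replicate 1 it was 2. The count at LL3 was 0 without Control replicate 1 or 4 or any 1 LL3 array, and 1 without Control replicate 3. Without Control replicate 1, 3 or 4 or LL3 replicate 2 or 4, 3 of the ribosomal proteins were higher at LL3. Both lists hold genes that the study selected on these samples and are not independent evidence.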

GL2 caused different gene expression as compared to LL4 in the cold in the GL2 vs. LL4 comparison (Figures S9–S11). Genes regulated by GL2 mostly expressed in intracellular membrane-bounded organelles (GO: 0043231) such as plastids (GO: 0009536) and the chloroplast (GO: 0009507). Many genes were also expressed in the cytoplasmic membrane-bounded vesicles (GO: 0016023). 

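Between GL2 and LL4 at 15°C, the named genes of chlorophyll biosynthesis were lower at GL2. All were named for LL4 alone, where being higher at LL4 was the selection, so their direction is not independent evidence. Protochlorophyllide reductase A (A_92_P041889), which reduces protochlorophyllide in the light, differed by -3.44 (standard error 0.42, adjusted p = 0.00032, -3.52 with slide as a block, and -3.88 and -2.70 within slides 2 and 3). Group means of its log2 signal were 2.88 ± 0.77 at GL2 and 6.32 ± 0.27 at LL4 (SD, n = 3). Uroporphyrinogen decarboxylase (A_92_P034945) differed by -3.06 (standard error 0.34, adjusted p = 0.00018, and -2.90 with slide as a block). All 8 genes of tetrapyrrole and chlorophyll biosynthesis were lower at GL2, from -3.44 to -1.40, with a median of -2.40 (8 when adjusted over the list alone, and 8 lower and a median of -2.25 with slide as a block).
Of the plastid ribosomal proteins, 7 of 7 named for GL2 or LL3 were lower at GL2 (median -1.70), and 9 of 10 named for LL4 alone (median -1.76, 10 when adjusted over the list alone, and 8 with slide as a block). L18 (A_92_P026811) differed by -2.81 (adjusted p = 7.6e-05, and -2.72 with slide as a block) and S9 (A_92_P015897) by -2.32 (adjusted p = 0.00011, and -2.20 with slide as a block). The cytosolic ribosomal protein L27 (A_92_P017389) differed by -3.00 (standard error 0.29, adjusted p = 0.0001, and -2.90 with slide as a block). All 5 probes for amino acid biosynthesis named for LL4 alone, 2 of them with the same product name, were lower at GL2, with a median of -2.91 (5 when adjusted over the list alone, and -2.75 with slide as a block). The probes named for LL4 alone are all higher at LL4 by the way Table S1 was selected, so these counts are not independent evidence of a direction.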

The following biological were greatly emphasized under GL2 illumination in the cold, such as chlorophyll biosynthesis (GO: 0015995), cellular nitrogen compound biosynthetic process (GO: 0044271), cellular amino acid biosynthetic process (GO: 0008652), ribosome biogenesis (GO: 0042254). Genes were also associated with the cellular nitrogen compound metabolic process (GO: 0034641) and consequently, cellular amino acid metabolic processes (GO: 0006520). Hexose and galactose biosynthetic processes (GO: 0019319, GO: 0006012) were also significantly over-represented under these conditions. Amongst molecular functions, glutathione transferase activity (GO: 0004364) and rRNA binding (GO: 0019843) were over-represented.

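A glutathione S-transferase (A_92_P038809), of the enzymes that couple glutathione to other compounds, rose by 3.40 at LL3 against Control (standard error 0.37, adjusted p = 0.0009, and 3.57 with slide as a block) and by 1.68 at LL4 (adjusted p = 0.006, and 1.54 and 1.46 within slides 2 and 3). It differed by 0.65 between GL2 and LL4 (adjusted p = 0.23). GSTU6 (A_92_P016567), of the same family, was higher at GL2 than at LL4 by 1.79 (standard error 0.21, adjusted p = 0.00025, 1.80 with slide as a block, and 1.68 and 1.77 within slides 2 and 3). It was lower at LL4 than in Control by -1.16 (adjusted p = 0.0016, and -1.17 with slide as a block). Its log2 signal was 3.10 ± 0.14 at GL2 and 1.31 ± 0.09 at LL4 (SD, n = 3). Of these 2 genes, 1 was higher and 0 were lower at GL2 than at LL4, and 1 was higher at GL2 than in Control (2 when adjusted over the list alone), while at LL4 1 was higher and 1 lower than in Control; the study selected both on these samples, so that the counts are not independent evidence.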

Double factor-regulation, i.e., low light (LL4) illumination in the cold caused higher alterations in the global gene expression than GL2 did that in the cold (Figures S12–S14). 

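A gene named putative mediator of RNA polymerase II transcription subunit 37c (A_92_P029731) fell by 2.98 at GL2 and 5.27 at LL4 against Control (standard error 0.28, adjusted p = 0.00027 and 1.8e-06, and -2.98 and -5.28 with slide as a block), with 2 of 3 LL4 arrays well above background. The difference between GL2 and LL4 was 2.29 (adjusted p = 0.00033, and 2.30 with slide as a block). An insulin-degrading enzyme-like protein of the peroxisome (A_92_P033976), a peptidase, fell by 2.55 at GL2 and 4.16 at LL4 (standard error 0.25, adjusted p = 0.00028 and 2.2e-06, and -2.55 and -4.25 with slide as a block), and the groups differed by 1.61 (adjusted p = 0.0012, and 1.70 with slide as a block). Over the tested probes, the root mean square of the log2 fold changes, less the noise within groups, was 0.940 at LL4 and 0.695 at GL2. Over 4-fold were 1364 of the called probes at LL4 and 391 at GL2. Without GL2 replicate 4, limma called 7406 probes between LL4 and Control and 8041 between GL2 and Control.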

Genes functions were significantly over-represented of the effect of LL4 in the following cellular components, namely intracellular membrane-bounded organelles (GO: 0043231) and intracellular membrane-bounded organelles (GO: 0043231), such as mitochondria (GO: 0005739) and plastids (GO: 0009536), as well as cytoplasmic membrane-bounded vesicle (GO: 0016023). Gene functions were highlighted under this light regime are related to the cellular amino acid metabolic processes (GO: 0006520), especially serine amino acid metabolism. On the other hand, gene functions can be mapped to carboxylic acid metabolism (GO: 0019752), gluconeogenesis (GO: 0006094) and galactose metabolic process (GO: 0006012). Secondary metabolism (GO: 0019748) and coenzyme metabolism (GO: 0006732) were less affected. In general, most of the important biological processes of the cell were influenced in Control vs. LL4 comparison. The ribosome biogenesis (GO: 0042254) and consequently, the translation (GO: 0006412) and its regulation (GO: 0006417) were affected. Photosynthesis (GO: 0015979) was also affected by LL4 in the cold. Both the process of light capture via the modification of chlorophyll biosynthesis (GO: 0015995) and the dark reactions (GO: 0019685) changed. 

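Glutamine synthetase3 (A_92_P010120), which joins ammonium to glutamate, had a log2 signal of 2.08 ± 0.24 at LL4, -1.99 ± 0.18 at GL2, -1.79 ± 0.18 at LL3 and -3.61 ± 0.94 in Control (SD, n = 3), with 1 of 3 Control and 2 of 3 GL2 arrays well above background. It rose by 5.69 at LL4 against Control (standard error 0.38, adjusted p = 3.2e-06, and 5.84 with slide as a block) and by 1.82 at LL3 (adjusted p = 0.025, and 1.68, adjusted p = 0.066, with slide as a block). Between GL2 and LL4 the difference was -4.07 (adjusted p = 7.6e-05, -4.21 with slide as a block, and -3.87 and -4.10 within slides 2 and 3). A putative S-sulfocysteine synthase (A_92_P001318), of the family of enzymes that make cysteine from O-acetylserine, was lower at GL2 than at LL4 by -3.02 (standard error 0.51, adjusted p = 0.002, and -2.81 with slide as a block).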

The amino acid metabolism were significantly affected, such as serine and glutamine metabolism. The genes in the cofactor metabolic processes (GO: 0051186) were also overrepresented, which either belongs to porphyrin (GO: 0006778) or glutathione (GO: 0006749) metabolic processes. Regarding cellular scenes of these versatile processes mostly found in the plastids (GO: 0009536), including the chloroplast (GO: 0009507), mitochondria (GO: 0005739) and cytoplasmic membrane-bounded vesicles (GO: 0016023). Ribosome biogenesis and translation are located in the ribosomes (GO: 0005840) or nuclear transcription factor complexes (GO: 0005667). Similarly to GL2 regulation in the cold, molecular functions such as glutathione transferase activity (GO: 0004364) and rRNA binding (GO: 0019843) were over-represented.

### Pathway analysis

Differentially regulated genes were classified into metabolic pathway groups using the MapMan software. Amongst numerous metabolic pathways, we found the most informative ones the followings: metabolic overview, transcription and photosynthesis (Figures 4–**6**).

**Figure 4:**
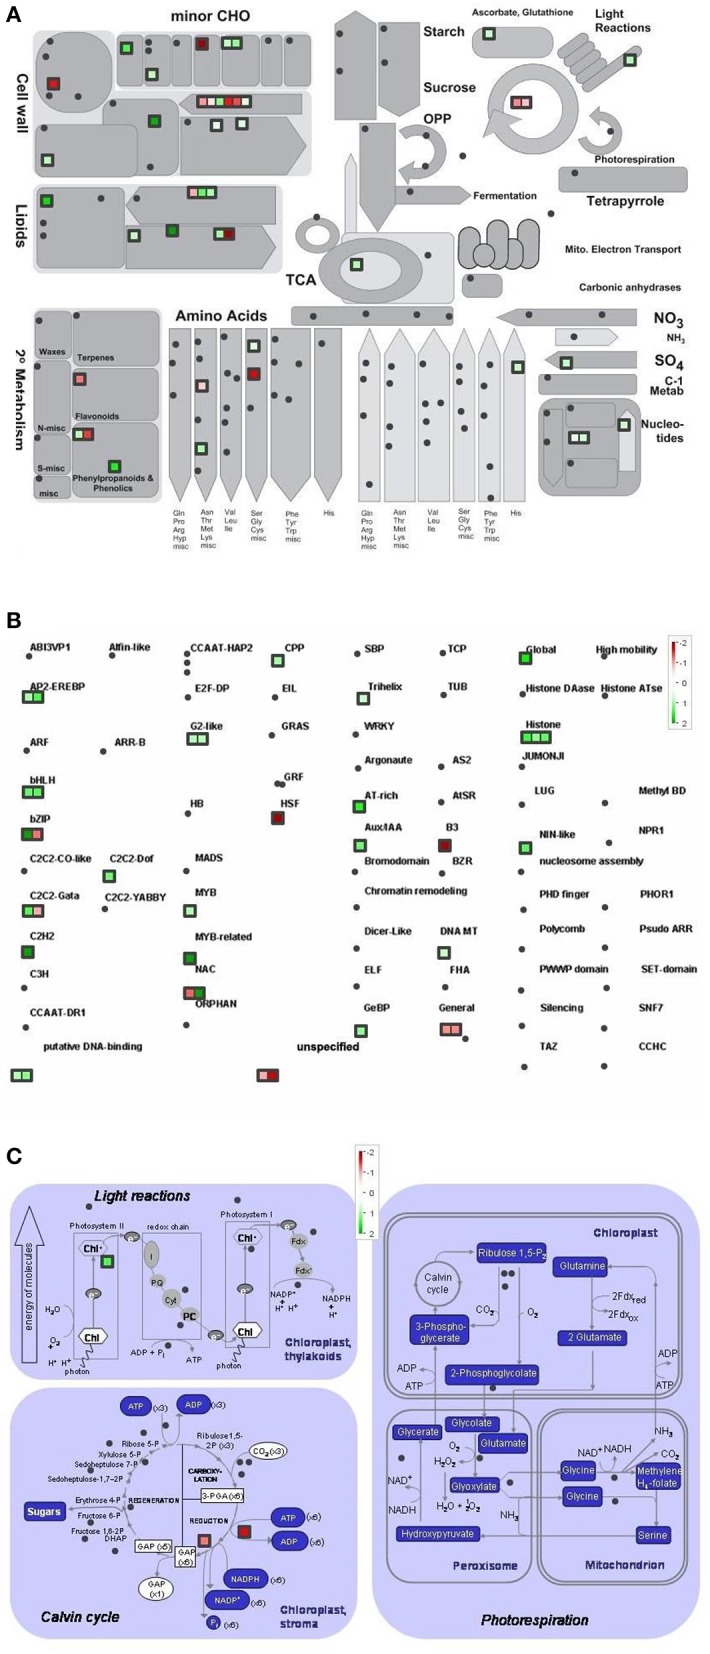
Metabolism overview **(A)** distribution of transcription factors **(B)** and genes involved in the photosynthesis **(C)** in Control vs. GL2 (effect of cold). logFC-values of the microarray-based expression were loaded into MapMan to generate the pathway map. Each square represents a logFC > |2| differentially expressed transcript. Genes whose expression does not change are coloured white, and an increasingly large increase or decrease is shown as an increasingly intense green or red colour, respectively. On the log2 scale ranging between 2 or 3 and −2 or −3, green and red colours represent 4, or 8-fold expression.

The overview of cellular metabolism showed that both cold and light caused a remarkable rearrangement of metabolism. Generally, the effect of LL4 at low temperature caused the up-regulation of the genes, thus, facilitate the metabolism (Figures 4A, 5A, 6A). Both GL2 and LL4 influenced the tetrapyrrole metabolism in the cold. Similarly, the processes of light utilization on the PSII, carbohydrate metabolism and the ascorbate-glutathione cycle were induced rather at LL4 than at GL2. It can be concluded, that the most processes of assimilation are maintained by LL4 and repressed by cold or GL2.

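At LL4 and 15°C, the cytosolic ribosomal protein S4-3 (A_92_P002114) rose by 3.45 against Control (standard error 0.34, adjusted p = 3.6e-05, and 3.18 with slide as a block) and a CBL-interacting kinase (A_92_P040865), of the kinases that answer calcium sensors, by 3.46 (standard error 0.29, adjusted p = 1.4e-05, and 3.44 with slide as a block). The urea-proton symporter DUR3 (A_92_P026980), which takes up urea, fell by 3.40 (standard error 0.28, adjusted p = 1.1e-05, and -3.36 with slide as a block), and a CIPK-like protein (A_92_P037026) fell by 4.45 (standard error 0.35, and adjusted p = 9.6e-06). Of the probes that differed between LL4 and Control, 47.9% were higher at LL4. The share depended on the scaling: it was 59.0% (3168 higher and 2199 lower) when arrays were scaled to their median and 45.8% with quantile normalization. The threshold mattered as well: at an unadjusted p under 0.01 and a log2 fold change over 2, 801 probes were higher and 560 lower.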

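At LL4, each of the 8 named genes of tetrapyrrole and chlorophyll biosynthesis was higher than in Control (8 when adjusted over the list alone), with a median log2 fold change of 2.89 and a range from 2.32 to 3.77. Porphobilinogen deaminase (A_92_P035728), which joins the pyrrole units, rose by 3.77 (standard error 0.39, adjusted p = 5e-05, and 3.60 with slide as a block), and subunit ChlD of magnesium chelatase (A_92_P037577), which opens the branch to chlorophyll, by 3.02 (standard error 0.34, adjusted p = 8.5e-05, and 2.90 with slide as a block). At GL2, 2 of the 8 were higher and 0 lower than in Control (3 and 0 when adjusted over the list alone, and 1 and 0 with slide as a block), with a median of 0.67 and a range from 0.12 to 1.35. The count at GL2 was 0 without any 1 Control array, GL2 replicate 3, LL3 replicate 2 or 4 or LL4 replicate 1, and 1 without LL3 replicate 1 or LL4 replicate 2. These genes were taken from the part of Table S1 that lists probes higher at LL4, so that their count there is fixed by that selection. They are absent from its lists for GL2 and LL3, so the low count at GL2 follows in part from the selection too.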

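Superoxide dismutase (A_92_P007498), which removes superoxide, rose by 3.60 at LL4 against Control (standard error 0.56, adjusted p = 0.00067, and 3.63 with slide as a block) and was lower at GL2 than at LL4 by -4.19 (adjusted p = 0.00054, and -4.22 with slide as a block), with 2 of 3 GL2 arrays well above background. Peroxiredoxin bcp (A_92_P008085), a thiol peroxidase, rose by 2.19 at GL2 (standard error 0.30, adjusted p = 0.002, and 2.19 with slide as a block) and 3.39 at LL4 (adjusted p = 1.7e-05, and 3.25 with slide as a block). Ascorbate peroxidase2 (A_92_P027305), which reduces hydrogen peroxide with ascorbate, fell by 1.97 at LL4 (standard error 0.23, adjusted p = 0.0001, and -2.03 with slide as a block), and a putative glutathione peroxidase (A_92_P038452) by 1.75 (standard error 0.20, adjusted p = 0.0001, and -1.82 with slide as a block). Catalase-1 (A_92_P035919) fell by 1.16 (standard error 0.21, adjusted p = 0.0018, and -1.29 with slide as a block). Of 5 antioxidant genes named for GL2 or LL3, 1 was higher and 4 were lower at GL2 than in Control, and 1 was higher and 3 were lower at LL4; between GL2 and LL4, 2 were higher and 2 lower at GL2 (2 and 1 with slide as a block). Both of the other two, named for LL4 alone, were higher at LL4 (median 3.50). The count lower at GL2 was 1 without Control replicate 4, and the count higher at GL2 than at LL4 was 1 without LL4 replicate 2 and 0 without LL4 replicate 3. The study selected these genes on these samples, so the counts are not independent evidence.
For light use at photosystem II, LPA2 (A_92_P000940), which helps to assemble the complex, rose by 2.50 at LL4 (standard error 0.27, adjusted p = 6.9e-05, and 2.46 with slide as a block) and was at 0.55 at GL2 (adjusted p = 0.19); the groups differed by -1.95 (adjusted p = 0.00071, and -1.91 with slide as a block). For carbohydrates, starch branching enzyme III (A_92_P005291) rose by 2.33 at LL4 (standard error 0.32, adjusted p = 0.00029, and 2.29 with slide as a block) and was lower at GL2 than at LL4 by -1.92 (adjusted p = 0.0017, and -1.89 with slide as a block), with 2 of 3 GL2 arrays well above background. It was named for LL4 alone, where being higher at LL4 was the selection, so its direction is not independent evidence. The 1 gene of starch and sucrose metabolism named for GL2 or LL3 was called higher than in Control at GL2 (0.96) and at LL4 (1.31). Its difference of -0.35 between GL2 and LL4 was not called.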

**Figure 5:**
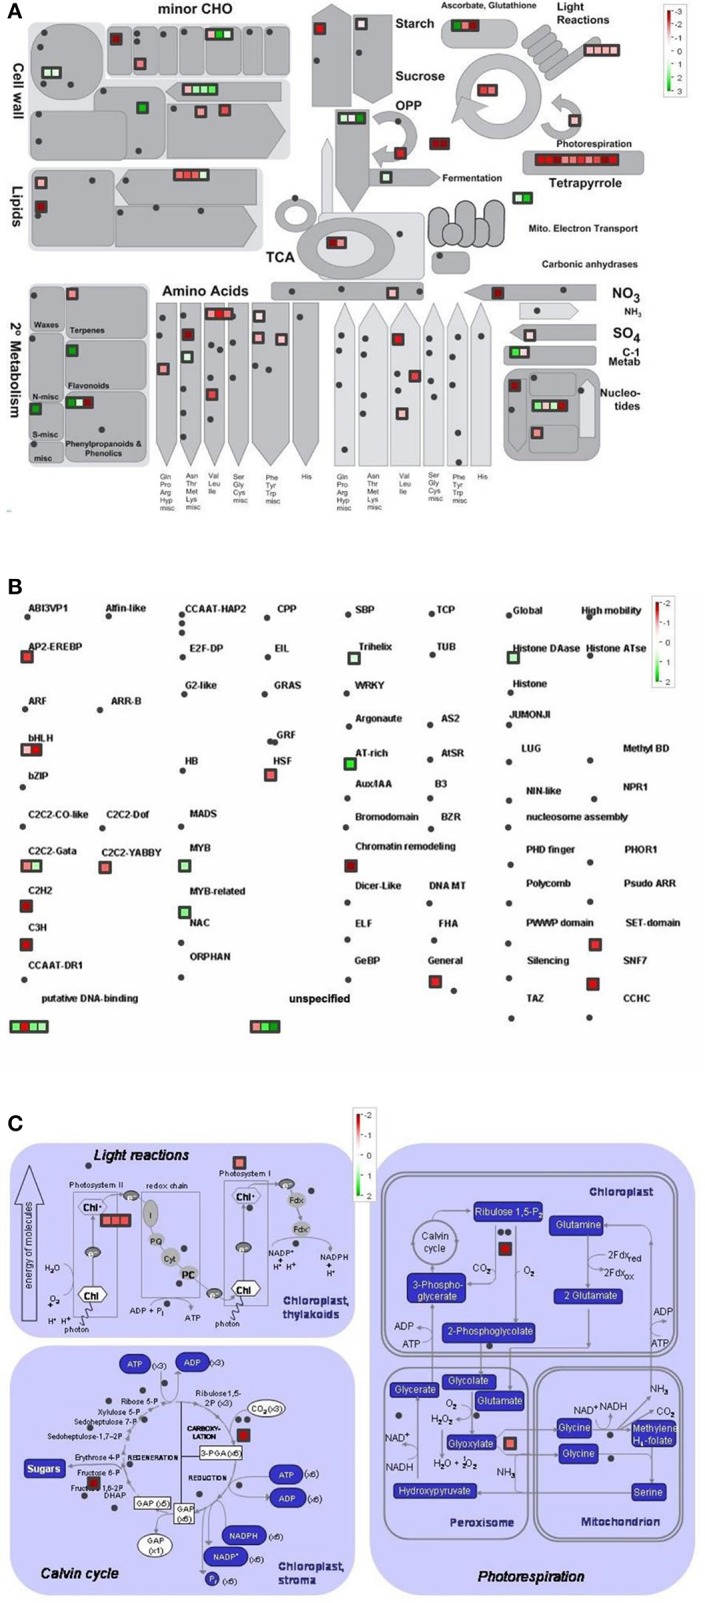
Metabolism overview **(A)** distribution of transcription factors **(B)** and genes involved in the photosynthesis **(C)** in GL2 vs. LL4 (effect of light). logFC values of the microarray-based expression were loaded into MapMan to generate the pathway map. Each square represents a logFC > |2| differentially expressed transcript. Genes whose expression does not change are coloured white, and an increasingly large increase or decrease is shown as an increasingly intense green or red colour, respectively. On the log2 scale ranging between 2 or 3 and −2 or −3, green and red colours represent 4, or 8-fold expression.

**Figure 6:**
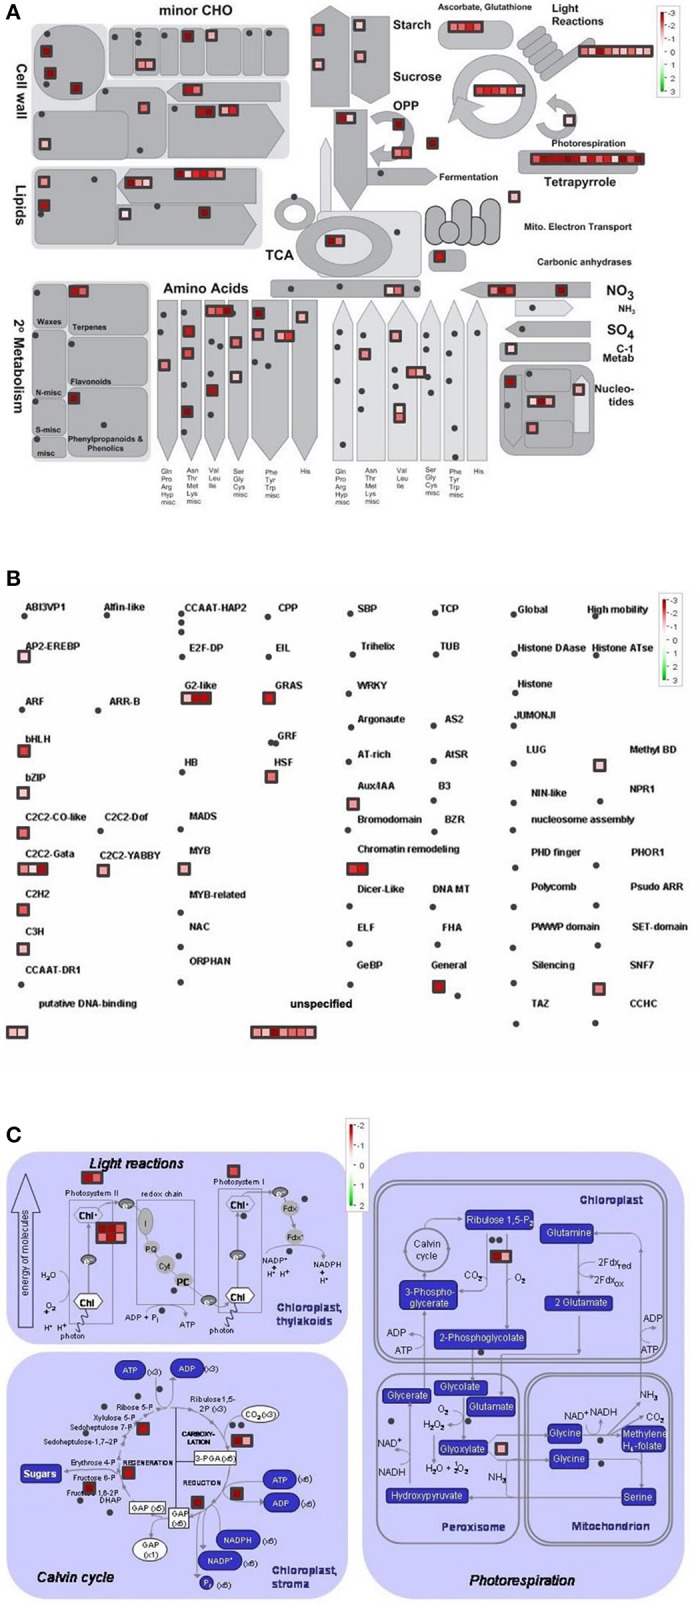
Metabolism overview **(A)** distribution of transcription factors **(B)** and genes involved in the photosynthesis **(C)** in Control vs. LL4 (effect of cold and light). logFC values of the microarray-based expression were loaded into MapMan to generate the pathway map. Each square represents a logFC > |2| differentially expressed transcript. Genes whose expression does not change are coloured white, and an increasingly large increase or decrease is shown as an increasingly intense green or red colour, respectively. On the log2 scale ranging between 2 or 3 and−2 or−3, green and red colours represent 4, or 8-fold expression.

The distribution of the expression of transcription factors is also affected by cold and light (Figures 4B, 5B, 6B). One of the most affected transcription protein family is the histones which were repressed at GL2 but not by LL4 in the cold. Both G proteins, bHLH, bZIPs and other putative DNA-binding proteins down-regulated by cold and GL2 and up-regulated by LL4. 

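Histone H4 (A_92_P025849) fell by 1.65 at GL2 against Control (standard error 0.25, adjusted p = 0.0032, and -1.24, -1.63 and -2.06 within slides 1, 2 and 3) and by 1.28 at LL4 (adjusted p = 0.0026, and -1.37 with slide as a block). On the log2 scale its signal was 4.67 ± 0.32 in Control, 3.02 ± 0.23 at GL2 and 3.38 ± 0.01 at LL4 (SD, n = 3). Histone H2B.3 (A_92_P010110) fell by 1.29 at GL2 (standard error 0.27, adjusted p = 0.013, -1.29 with slide as a block, and adjusted p not under 0.05 without GL2 replicates 1 and 3 together, tried after their low signals were seen) and by 2.02 at LL4 (adjusted p = 0.00023, and -2.06 with slide as a block). GL2 and LL4 differed by -0.36 for H4 (adjusted p = 0.30) and 0.73 for H2B.3 (adjusted p = 0.069). Both named histones were thus lower than in Control at GL2 and at LL4 (2 and 2 when adjusted over the list alone), in a list that the study selected on these samples and that is not independent evidence.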

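bZip112 (A_92_P021014) fell by 2.13 at GL2 against Control (standard error 0.25, adjusted p = 0.00093, and -2.13 with slide as a block) and rose by 1.11 at LL4 (adjusted p = 0.0066, and 1.05 with slide as a block); GL2 and LL4 differed by -3.23 (adjusted p = 2.7e-05, and -3.18 with slide as a block). A bHLH transcription factor (NP_001151233) fell by 1.25 at GL2 (standard error 0.21, and adjusted p = 0.0057) and was at -0.42 at LL4 (adjusted p = 0.17). Another (ACG38941) was lower at GL2 than at LL4 by -1.50 (standard error 0.23, adjusted p = 0.0012, and -1.48 with slide as a block) and was at 0.48 at LL4 against Control. Both named bHLH genes were lower at GL2 than in Control; without Control replicate 3 or 4 or GL2 replicate 3 the count was 1. A RhoGAP, which switches off small G proteins, fell by 1.44 at LL4 (standard error 0.23, and adjusted p = 0.00071). These genes came from the study's own selection on these samples and are not independent evidence.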

HSFs, interestingly, remained up-regulated in each treatments.

In a more detailed analysis, gene function of photosynthetic processes were dissected. Higher number of genes functions were classified into the photosynthetic processes at LL4 in the cold compared with control condition. Both light reactions and Calvin cycle were induced rather by LL4 repressed by GL2 (Figures 4C, 5C, 6C). 

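The D1 precursor processing protein of photosystem II (A_92_P040131) rose by 2.76 at LL4 against Control (standard error 0.30, adjusted p = 6.7e-05, and 2.54 with slide as a block) and was lower at GL2 than at LL4 by -2.05 (adjusted p = 0.00092, and -1.84 with slide as a block). Chloroplastic phosphoglycerate kinase (A_92_P021683), of the Calvin cycle, rose by 2.15 at LL4 (standard error 0.27, adjusted p = 0.00017, and 2.23 with slide as a block) and differed by -0.49 between GL2 and LL4 (adjusted p = 0.21). Fructose-1,6-bisphosphatase (A_92_P031741), of the same cycle, rose by 2.24 at LL4 (standard error 0.39, adjusted p = 0.0014, and 2.13 with slide as a block), was at 0.09 at GL2 (adjusted p = 0.89), and differed by -2.15 between GL2 and LL4 (adjusted p = 0.003, and -2.05 with slide as a block). Of 3 photosystem proteins named for GL2 or LL3, with the assembly factor HCF136 among them, 2 were higher and 1 lower at GL2 than in Control, 2 were higher at LL4, and 3 were lower at GL2 than at LL4 (medians 0.99, 2.93 and -1.46). The count higher at GL2 was 1 without Control replicate 1 or 4, GL2 replicate 1 or 3, any 1 LL3 array or LL4 replicate 1 or 2. Of 3 Calvin cycle genes so named, 2 were higher and 1 lower at GL2, 2 were higher at LL4, and 1 was lower at GL2 than at LL4. The count of Calvin cycle genes higher at GL2 was 1 without Control replicate 1 or 4, GL2 replicate 3 or LL4 replicate 1, and the count lower was 0 without any 1 Control array or GL2 replicate 3. The study selected these genes on these samples, so the counts are not independent evidence.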

Results suggest that the expression of genes related to photosynthetic processes is better influenced by light then by the temperature drop.

### Changes in the amount of soluble sugars

Some of the genes whose expression levels were significantly altered by the cold acclimating temperature and/or different light intensities during the hardening period, were involved in the carbohydrate metabolism (Table 1). 

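Sucrose transport protein SUC3 (A_92_P034432), which loads sucrose across the plasma membrane, fell by 2.50 at GL2 against Control (standard error 0.29, adjusted p = 0.00093, -2.50 with slide as a block, and -2.88, -2.71 and -1.92 within slides 1, 2 and 3) and by 1.85 at LL3 (adjusted p = 0.0077, and -2.01 with slide as a block). Group means of its log2 signal were 1.17 ± 0.27 in Control and -1.33 ± 0.42 at GL2 (SD, n = 3). Mannose-1-phosphate guanylyltransferase (A_92_P018620), which makes GDP-mannose, rose by 1.56 at GL2 (standard error 0.23, adjusted p = 0.003, and 1.56 with slide as a block) and 2.60 at LL4 (adjusted p = 1.9e-05, and 2.49 with slide as a block). Of the 72 accessions in Table 1, 27 could be tied to a tested probe. The ties ran through Table S1, whose available part for LL4 holds only probes higher at LL4. Against Control, 7 were higher and 14 lower at GL2, 6 and 6 at LL3, and 13 and 9 at LL4 (9 and 15, 7 and 14, and 13 and 10 when adjusted over the list alone, and 7 and 14, 5 and 3, and 12 and 8 with slide as a block). The study chose this list on these samples, so the counts are not independent evidence. Without Control replicate 4 the count higher at GL2 was 4. At LL3 the higher count was 3 without any 1 Control array or LL3 replicate 1 or 4 and 2 without LL3 replicate 2. The lower count at LL3 was 2, 3 and 1 without Control replicates 1, 3 and 4, 3, 1 and 2 without LL3 replicates 1, 2 and 4, and 10 without GL2 replicate 1.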

The amounts of fructose, glucose, sucrose and maltose were determined in the leaves and roots after cold acclimation, after chilling treatment and during the recovery period. The highest fructose level was detected in the leaves of GL2 plants during hardening (Figure S15A) but dropped to the control level after three days at 5°C and remained at this level on the first day of recovery. Glucose and sucrose were detected in the highest amount in the leaves (Figures S15B,C). As in the case of fructose, a great increase was detected in the leaves of GL2 plants during hardening, but hardly any change was observed after 3 days at 5°C and only a slight decrease during recovery. A similar change was detected in the amount of maltose during hardening (Figure S15D), but its level increased at 5°C even in unhardened plants although the highest amount was measured in the leaves of GL2 plants. During the recovery period it dropped back to the initial level. Fructose and sucrose increased in the roots in a light-dependent manner during hardening (Figures S16A,C). The fructose content remained at the same level after 3 days at 5°C, but the amount of sucrose increased, particularly in the case of GL2 and LL3. No substantial changes were determined in the levels of glucose and maltose in the roots (Figures S16B,D).

**Table 1:** List of gene functions related to carbohydrate metabolism and regulated by cold, light or both factors.

**Cold-regulated**				**Light-regulated**				**Combined regulation**			
**Accession number**	**Gene function**	**log2FC**	***p-*****value**	**Accession number**	**Gene function**	**log2FC**	***p*****-value**	**Accession number**	**Gene function**	**log2FC**	***p*****-value**
NP_001130108	Glycerophosphodiester phosphodiesterase	3.9370346	0.002137337	NP_001151917	Phosphoenolpyruvate carboxylase kinase 1	4.1780014	5.85E-04	AQK60148	Glucomannan 4-beta-mannosyltransferase 2	4.190055	5.95E-05
AQK97088	Phosphoglycerate Mutase family protein	2.324909	0.002300885	ACG34953	Glycerol-3-phosphate Acyltransferase 8	2.4213006	0.003560609	ONM36349	Glycerol-3-phosphosphate Acyltransferase1	2.5158112	0.003560609
ONM56633	Bifunctional UDP-glucose 4-epimerase and UDP-xylose 4-epimerase 1	1.657018	6.30E-04	ACG28932	Glycosyltransferase	2.375742	0.002720237	ONM02814	Glycerophosphodiester phosphodiesterase GDPDL3	2.1040068	4.56E-04
ONM60638	Alpha-galactosidase 3	1.4812617	0.002564861	NP_001105047	Aldehyde dehydrogenase 5	2.2098408	0.001409359	ONM10264	Plastidial pyruvate kinase 1 chloroplastic	1.807035	2.80E-04
AQK87666	Trehalose-6-phosphate synthase12	1.4775023	1.85E-04	ONM30490	Glycosyltransferase family 61 protein	2.2052014	0.001584862	NP_001148138	Glycerol 3-phosphate permease	1.7980256	0.003462655
ACG38167	Xyloglucan endotransglycosylase/hydrolase protein 8 precursor	1.2368568	2.24E-04	ONM10098	Aldehyde oxidase1	2.1058974	0.00453268	NP_001105608	Pyruvate dehydrogenase (lipoamide) kinase 2	1.6757569	5.62E-05
NP_001105608	Pyruvate dehydrogenase (lipoamide) kinase 2	1.1424388	5.62E-05	NP_001148092	Aldehyde dehydrogenase, dimeric NADP-preferring	2.0147645	3.71E-05	ONL96977	6-Phosphofructo-2-kinase/fructose-26-bisphosphatase	1.661703	2.06E-04
AQK88045	Beta-galactosidase 17	1.0441507	9.79E-04	ONM02814	Glycerophosphodiester phosphodiesterase GDPDL3	1.6459553	4.56E-04	NP_001137118	Aldose 1-epimerase precursor	1.4921634	0.00407572
NP_001338725	Ribulose bisphosphate carboxylase small subunit 2	−0.9178931	5.26E-04	ONM56302	Beta-glucosidase 11	1.2667857	4.08E-04	ONM22374	Glucose-6-phosphate isomerase 1 chloroplastic	1.3741354	0.00144248
XP_008675104	Alpha-amylase 3, chloroplastic	−0.9569126	1.05E-05	XP_008665592	Pyruvate kinase isozyme A, chloroplastic	1.1613737	2.80E-04	ONM62564	Aldehyde dehydrogenase	1.3029907	3.71E-05
ONL97046	Malonyl CoA-acyl carrier protein transacylase	−1.3121262	4.21E-05	ONL96977	6-phosphofructo-2-kinase/fructose-26-bisphosphatase	0.9451744	2.06E-04	AAN40021	Putative sugar transporter protein	1.286771	4.21E-06
AQK99444	Mannose-1-phosphate guanylyltransferase 1	−1.5589914	5.68E-06	AQK95232	Phosphoglycerate mutase-like protein AT74H	0.90894777	6.83E-04	ACG29374	Sugar carrier protein C	1.266195	0.002126372
XP_008656415	phosphoglycerate kinase, chloroplastic	−1.664048	1.74E-04	NP_001288421	Sugar transport protein 6-like	0.8480516	3.54E-04	AQK95232	Phosphoglycerate mutase-like protein AT74H	1.036925	6.83E-04
XP_008669175	probable inactive beta-glucosidase 14	−2.2985225	0.00177892	NP_001147854	6-Phosphofructokinase	0.7439168	5.28E-05	AAG22094	Ribulose 1,5-bisphosphate carboxylase/oxygenase activase precursor, partial	−0.99635535	2.49E-04
ONM00923	Alpha/beta-Hydrolases superfamily protein	−2.6030025	3.91E-04	ONM59878	4-Alpha-glucanotransferase DPE1 chloroplastic/amyloplastic	−0.80431604	4.06E-04	NP_001104840	Sucrose transporter 1	−1.0542811	0.004237142
				NP_001142302	Mannose-1-phosphate guanylyltransferase 1	−1.0449951	5.68E-06	ONM06244	Phosphoglycerate kinase	−1.1203326	6.00E-05
				NP_001151106	Fructose-1,6-bisphosphatase, cytosolic	−1.0704721	0.003318357	AQK69130	Sucrose-phosphate synthase 1	−1.3283775	3.44E-05
				ONM07834	Phosphoglycerate mutase-like family protein	−1.1184196	0.002953377	NP_001142404	Phosphoglycerate kinase	−1.4211287	0.003085656
				XP_008654210	trehalose-6-phosphate synthase isoform X1	−1.2203356	1.85E-04	ONM00332	Glycerol-3-phosphate acyltransferase chloroplastic	−1.4539771	3.02E-04
				ONM00332	Glycerol-3-phosphate acyltransferase chloroplastic	−1.25687	3.02E-04	AQL07810	Alpha/beta-Hydrolases superfamily protein, partial	−1.6154816	0.002821473
				XP_008645148	phosphoglycerate kinase isoform X1	−1.2609754	6.00E-05	XP_008673647	Phosphoenolpyruvate/phosphate translocator 3, chloroplastic	−1.6809244	5.76E-05
				AAG22094	Ribulose bisphosphate carboxylase/oxygenase activase, chloroplastic precursor	−1.3490247	0.002121331	AAX07938	Phosphoenolpyruvate carboxylase kinase 4	−1.8123076	5.22E-04
				AQK62551	Ribose-5-phosphate isomerase	−1.3925734	0.001351543	XP_008656415	phosphoglycerate kinase, chloroplastic	−2.149561	1.74E-04
				XP_020403676	Ribulose bisphosphate carboxylase/oxygenase activase 2, chloroplastic	−1.4514501	0.001175892	XP_020403676	Ribulose bisphosphate carboxylase/oxygenase activase 2, chloroplastic	−2.1777864	0.001175892
				NP_001130532	Beta-galactosidase Precursor	−1.5497097	3.79E-04	ACF87565	Unknown	−2.2316277	0.001227283
				AQL09362	Sucrose transport protein SUC3	−1.5682054	1.30E-04	NP_001147459	Fructose-1,6-bisphosphatase	−2.2366343	0.002749594
				AQK85634	Mannosylglycoprotein endo-beta-mannosidase	−1.6499152	0.003568029	NP_001108121	Starch branching enzyme III	−2.3248887	4.09E-04
				AQK55931	Trehalose-6-phosphate synthase10	−1.6655805	8.54E-04	AQK99444	Mannose-1-phosphate guanylyltransferase 1	−2.6039865	5.68E-06
				AAX07938	Phosphoenolpyruvate carboxylase kinase 4	−1.7103847	5.22E-04	ONM18906	Pullulanase-type starch debranching enzyme1	−2.8656135	1.51E-05
				XP_020401744	ruBisCO large subunit-binding protein subunit alpha, chloroplastic	−1.799408	2.64E-04	ONL97046	Malonyl CoA-acyl carrier protein transacylase	−3.1654654	4.21E-05
				ACG30583	Trehalose-6-phosphate synthase	−1.8578088	5.82E-04	AAC49012	Xyloglucan endo-transglycosylase homolog; similar to Triticum aestivum endo-xyloglucan transferase, PIR Accession Number E49539	−3.4923546	8.17E-04
				NP_001108121	Starch branching enzyme III	−1.9227829	4.09E-04	ONM00923	Alpha/beta-Hydrolases superfamily protein	−3.842009	3.91E-04
				XP_008659412	Alpha-galactosidase 3	−1.9270322	3.29E-05				
				XP_008659412	Alpha-mannosidase	−1.9270322	3.29E-05				
				ONM34741	Alpha/beta-Hydrolases superfamily protein	−1.9846559	2.95E-05				
				NP_001147459	Fructose-1,6-bisphosphatase	−2.1469374	0.002749594				
				ONM29674	Phosphoenolpyruvate/phosphate translocator 3, chloroplastic	−2.2858033	5.76E-05				
				AQK65349	Starch synthase IIc	−2.3964448	0.001227283				
				NP_001104914">	Pyruvate dehydrogenase 2	−3.0675209	4.73E-06				
				NP_001105775	Alkaline alpha galactosidase 3	−3.1119506	4.45E-05				

*Lists were ordered according to the log2FC values (accession number and gene function derived from a BLASTX search in nr database in maize, log2FC and p-value derived from the array image processing)*.

## Discussion

Exposure to low, but non-freezing temperatures is necessary for the development of the maximum level of freezing tolerance in winter cereals, even in the case of the most hardy genotypes, but it has long been known that the development of freezing tolerance is inefficient at low light intensity (Gray et al., 1997). Since it is possible for even chilling-sensitive maize plants to become acclimated to relatively low temperatures (Anderson et al., 1994; Janda et al., 1998), an analogous experiment was carried out to elucidate how light contributes to the development of cold acclimation processes in maize plants. In the first experiment, maize plants were grown at relatively low light intensity (GL1), which was further reduced during the acclimation period. Measurements of electrolyte leakage from the leaves suggested that, similarly to the frost hardening of winter cereals (Gray et al., 1997; Apostol et al., 2006), cold acclimation was less efficient at low light intensity in maize plants. The MDA level in the leaves after exposure to low temperature (5°C) was also higher in plants cold acclimated at low light intensity than at GL1. Interestingly, the chlorophyll content in the leaves showed an opposite pattern to the MDA content in the roots.

These results indicated that although light is necessary during the acclimation period to achieve improved chilling tolerance, it may also have various “side effects.” Photoinhibition often occurs under stress conditions, when the photosynthetic processes are impaired or negatively affected by unfavourable environmental factors (Long et al., 1983). Low temperature-induced photoinhibition has been widely studied in a wide range of chilling-sensitive plant species (Janda et al., 1994; Gómez et al., 2015). It has also been shown that upon exposure to low temperature in the light not only photosynthetic processes, but also other stress-related mechanisms are affected, such as the polyamine or free amino acid metabolisms (Szalai et al., 1997). To reveal further details of the effect of light during the cold acclimation period, another experiment was designed with higher light intensities. It has been demonstrated in maize plants that several stress symptoms cannot be detected at low temperature. They only appear in the post-chilling period (Szalai et al., 1996). Fluorescence induction measurements indicated that hardening at higher light intensities reduced the quantum efficiency of Photosystem 2 at low temperatures and also led to the slower recovery of this parameter at normal growth temperature. Interestingly, after exposure to low temperature, plants acclimated at higher light intensities had higher Y(NO), which reflects the fraction of energy that is passively dissipated, and lower Y(NPQ), which represents the regulated non-photochemical quenching, than plants cold acclimated at lower light intensity or not hardened at all. Since the occurrence of high Y(NO) in the light-adapted state is usually thought to indicate the presence of severe stress (Lazár, 2015; Zhang et al., 2017), these results suggest that cold acclimation at high light intensity also stresses plants. However, visual analysis clearly demonstrated that, in spite of the occurrence of photoinhibition, light (GL2) was still beneficial in terms of cold tolerance. These results suggest that the fact that photoinhibition is a possible source of reactive oxygen species may also have useful effects, such as inducing stress acclimation processes in plants (Foyer et al., 2017). Although increasing light intensity itself may also induce cold tolerance to a certain degree, as demonstrated for cereals (Janda et al., 2014), and although it has been shown that the excitation pressure in the photosynthetic electron transport chain is a critical component of the induction of cold tolerance, it cannot be stated that a high level of cold tolerance can be achieved simply through photoinhibitory treatment. It occurs under various type of stress conditions, such as drought, heat, etc. (whenever carbon fixation is limited), but the plants do not necessarily become cold-tolerant (although cross-tolerance effects have been reported in some cases). Nevertheless, it seems that photoinhibition may function as a signal not only for the development of cold hardiness in cereals but also, as suggested by the present results, for the development of cold acclimation in maize.

In efforts to understand the genetic basis of cold sensitivity in maize, several genes responding to low temperature have been identified. The recently published results of microarray-based genomic analysis indicated that hundreds of genes were affected by chilling treatment of various durations (Trzcinska-Danielewicz et al., 2009). Earlier studies showed changes in the expression of various specific genes in maize plants exposed to low-temperature stress. Cold-regulated genes have several functions, influencing transcription factors and genes related to DNA methylation, carbohydrate and secondary metabolism, etc. (Marocco et al., 2005). Among the transcripts present at higher levels in maize seedlings after cold acclimation were those corresponding to chilling acclimation-responsive genes encoding maize mitochondrial catalase isozymes (Anderson et al., 1994). In the cold tolerant Arabidopsis plants it has been shown that the levels an Arabidopsis bZIP transcription factor HY5, which has a pivotal role in light signalling are also regulated by low temperature transcriptionally, via a C-repeat binding factor- and abscisic acid-independent pathway, and post-translationally, via protein stabilization through nuclear depletion of a crucial repressor of light signalling CONSTITUTIVE PHOTOMORPHOGENIC 1 (COP1). HY5 also positively regulated the cold-induced gene expression through certain cis-acting elements, ensuring the complete development of cold acclimation (Catalá et al., 2011).

Recent analyses on the chilling sensitive maize plants indicated three main mechanisms that could be responsible for cold tolerance: the modification of the photosynthetic apparatus, cell wall properties and developmental processes (Sobkowiak et al., 2016). The regulation of the amount of reactive oxygen species and of redox homeostasis have been demonstrated to be important for cold acclimation processes in various plant species (Fracheboud et al., 2004; Gill and Tuteja, 2010; Kocsy, 2015; Boldizsár et al., 2016a). In the present work the comparison of the gene expression profiles in control and acclimated plants demonstrated that the light intensity is at least as important factor as the temperature during the cold acclimation period. The analysis of gene classes with a significant response to the treatments revealed complex regulation mechanisms and interactions between cold and light signalling processes. These results highlight the significance of numerous significantly differentially expressed genes, which are involved in most of assimilation and metabolic pathways, namely photosynthetic light capture via the modification of chlorophyll biosynthesis and the dark reactions, carboxylic acid metabolism, cellular amino acid metabolic processes, such as serine, threonine and glutamine metabolism, cofactor, porphyrin or glutathione metabolic processes as well as ribosome biogenesis and translation. It suggests that light intensity has a fundamental influence on the whole assimilation and metabolism at suboptimal temperature in maize.

In the present study detailed analysis was carried out focusing on the separate effects of cold and light, with special regard to Control vs. GL2 and GL2 vs. LL4 and Control vs. LL4 comparisons. The pathway analysis of gene functions suggests that both light reactions and Calvin cycle were induced by LL4 and repressed by GL2 at low temperature. It is known, that temperature, including chilling and heat, and light prominently influence chloroplast development and chlorophyll biosynthesis, which affect photosynthesis efficiency. Most enzymes involved in the tetrapyrrole pathway significantly differentially expressed in the present experiment. Our results show that the chlorophyll biosynthetic processes were repressed both by the low temperature and GL2. At low light intensity (LL4), however, these genes were up-regulated. In accordance to our findings, chlorophyll biosynthesis was also found to be greatly light-dependent in wheat and cucumber due to a lower activation some key enzymes of tetrapyrrole biosynthesis in the light at suboptimal temperatures (Mohanty et al., 2006).

Photosynthesis is in a strong relation with amino acid biosynthesis. Chloroplasts are able to reduce nitrite to ammonia, and synthesize a number of amino acids (Wallsgrove et al., 1983). Not surprisingly, amino acid metabolism is also promoted by low light and not by normal growth light in the cold. 

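Threonine synthase (A_92_P023470), the last enzyme of threonine biosynthesis, rose by 2.40 at LL4 against Control (standard error 0.26, adjusted p = 6.6e-05, and 2.33 with slide as a block) and differed by -3.33 between GL2 and LL4 (adjusted p = 2.7e-05, and -3.26 with slide as a block). Its log2 signal was 2.14 ± 0.01 in Control, 1.21 ± 0.33 at GL2 and 4.54 ± 0.36 at LL4 (SD, n = 3). Ketol-acid reductoisomerase (A_92_P028009), of the synthesis of branched-chain amino acids, rose by 3.01 at LL4 (standard error 0.35, adjusted p = 0.00011, and 2.85 with slide as a block) and was at 0.62 at GL2 (adjusted p = 0.24); the groups differed by -2.39 (adjusted p = 0.00097, and -2.23 with slide as a block). Of the 5 probes for amino acid biosynthesis named for LL4 alone, 2 of them with the same product name, 5 were higher at LL4 than in Control (median 2.97, and 5 when adjusted over the list alone), a count fixed by how Table S1 was selected, and at GL2 0 were higher and 1 was lower (median -0.05, 0 and 1 when adjusted over the list alone, and 0 and 0 with slide as a block). The count lower at GL2 was 0 without any 1 Control array, GL2 replicate 1 or 3, any 1 LL3 array or LL4 replicate 1 or 2. Absence from the paper's lists for GL2 and LL3 was part of how these 5 probes were selected. Their few calls at GL2 are therefore not evidence of a contrast with LL4. Of the 2 such genes named for GL2 or LL3, 1 was higher at GL2 than in Control (median 1.14, 2 when adjusted over the list alone, and 0 without GL2 replicate 3 and 2 without GL2 replicate 1), 2 were higher at LL4 (median 3.81), and 2 were lower at GL2 than at LL4 (median -2.67).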

The pathway analysis of the gene functions classified into transcription factor families showed that more genes were silenced by GL2 than LL4. This can be related to the higher number of active assimilation processes acting under low light during the cold period.

In contrast to the amino acid metabolism, besides many pivotal and secondary biological processes, the translation and ribosome biogenesis, the most important influence of cold was found on the cellular carbohydrate metabolism, particularly hexose biosynthetic process. Beside other processes, GL2 had also significant effect on the hexose biosynthesis in the cold. Literature data also show, that cold acclimation is often associated with the accumulation of compatible solutes (sugars, proline, etc.) (Thomashow, 1999). The present work also focused on the involvement of changes in soluble sugars in osmotic regulation. Soluble sugars may function as osmoprotectants, buffering the harmful effect of low temperatures. The accumulation of soluble sugars was found to be correlated with enhanced freezing tolerance in *Arabidopsis* leaves (Wanner and Junttila, 1999). An elevated level of sugars was also detected during cold acclimation in tomato plants (Song et al., 2015). The shoots of a freezing-tolerant pea genotype accumulated three times more sucrose than the shoots of a freezing-sensitive genotype at low but non-freezing temperature (Grimaud et al., 2013), suggesting that the exposure of tolerant pea plants to low temperatures activates the gluconeogenesis pathway, leading to the accumulation of soluble sugars. In a similar manner, the highest soluble sugar accumulation during the hardening of plants was detected at relatively high light intensity in the present work. This rise in sugar content may also contribute to the better chilling tolerance of maize plants. Chilling at night also caused a significant increase in the soluble sugar content in *Hevea brasiliensis* (Tian et al., 2016). The present results showed that while acclimation at moderately low temperature (15°C) and low light intensity reduced the level of glucose and sucrose, chilling at 5°C increased the levels of soluble sugars. At gene expression level, the effect of light was more emphasized than the cold itself. 

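UDP-glucose 4-epimerase (UGE), which interconverts UDP-glucose and UDP-galactose, fell by 1.66 at GL2 against Control (standard error 0.25, and adjusted p = 0.0033) and was lower at GL2 than at LL4 by -0.69, which did not pass the test. For pullulanase (A_92_P019399), which cuts the branches of starch, the log2 fold change was -2.13 between GL2 and LL4 (standard error 0.27, adjusted p = 0.00043, and -2.01 with slide as a block), and 0.73 between GL2 and Control (adjusted p = 0.096). Pullulanase was named for LL4 alone, where being higher at LL4 and absent from the lists for GL2 and LL3 was the selection. The larger value with light follows in part from that, and the values were not tested against each other. On the log2 scale the signal of pullulanase was -1.90 ± 0.25 in Control, -1.16 ± 0.51 at GL2 and 0.97 ± 0.25 at LL4 (SD, n = 3). Over the 27 genes of Table 1 the median log2 fold change was -1.05 between GL2 and Control and -1.22 between GL2 and LL4 (-1.05 and -1.18 with slide as a block). The study chose the list on these samples, and the tying to probes favours genes higher at LL4, so that these medians are not independent evidence.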

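A putative sugar transporter (A_92_P007288) fell by 1.15 at GL2 and 1.29 at LL4 against Control (standard error 0.19, adjusted p = 0.0049 and 0.00049, and -1.15 and -1.35 with slide as a block). Beta-galactosidase 17 (A_92_P030650), which releases galactose from cell wall polymers, was at -1.05 at GL2 and -0.95 at LL4 (standard error 0.22, and adjusted p = 0.015 and 0.0077). Of 3 sugar transport genes, 3 were lower at GL2 and 3 at LL4 than in Control, and of 3 genes of galactose and raffinose metabolism 3 were lower at GL2 and 2 at LL4; without Control replicate 4 these last counts were 1 and 1. With slide as a block 2 of the sugar transport genes were lower at LL4. The call of SUC3 there (-0.93, and adjusted p = 0.034) was lost with slide as a block and without any 1 Control array or LL4 replicate 1 or 3. Between GL2 and LL4, 2 of the genes of Table 1 were higher and 14 lower at GL2 (4 and 17 when adjusted over the list alone, and 1 and 13 with slide as a block). Only 27 of its 72 accessions could be tied to a probe, through Table S1, whose available part for LL4 holds only probes higher at LL4. The tying therefore favours genes higher at LL4, and these counts do not describe Table 1 as a whole. The count higher was 1 without GL2 replicate 3 or LL4 replicate 1 and 0 without LL4 replicate 2. The study selected all of these lists on these samples, so that they are not independent evidence.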

In both cases, greater number of down-regulated genes involved in the carbohydrate metabolism were found. There was no overlap found between carbohydrate-related genes induced either by cold or light. On the other hand, the gene expression of alpha/beta-hydrolases and the alpha-galactosidase 3 was silenced both at low temperature and under LL4. Similarly, the alpha-galactosidase proteins from barley and *Arabidopsis* were described with an important during dark induced senescence and has roles in leaf development by functioning in cell wall loosening and cell wall expansion (Chrost et al., 2007). 

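Alpha/beta-hydrolase superfamily proteins went different ways. The hydrolase of probe A_92_P010636 rose by 3.84 at LL4 against Control (standard error 0.44, adjusted p = 9.8e-05, and 3.86 with slide as a block), with a log2 signal of -2.72 ± 0.31 in Control and 1.12 ± 0.74 at LL4 (SD, n = 3). The hydrolase of probe A_92_P039808 had a log2 fold change of -1.19 at GL2 (standard error 0.23, adjusted p = 0.0095, and -1.19 with slide as a block), a call that the normexp background ended, and was lower at GL2 than at LL4 by -1.98 (adjusted p = 0.00023, and -1.93 with slide as a block). Alpha-galactosidase 3 (A_92_P032241), which removes galactose from raffinose sugars, had a log2 fold change of -1.48 at GL2 (standard error 0.31, and adjusted p = 0.014), a call lost without Control replicate 4, and of 0.18 at LL4 (adjusted p = 0.72). GL2 and LL4 differed by -1.67 for it (adjusted p = 0.0033, -1.60 with slide as a block, and -0.95 and -2.46 within slides 2 and 3).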

The alpha/beta hydrolase superfamily proteins have versatile interactions of G-protein signalling under stress conditions (Khatri and Mudgil, 2015).

## Conclusions

The light intensity during the cold acclimation period may significantly affect cold acclimation processes in chilling-sensitive maize plants. Although photoinhibition may be dominant even at relatively high light intensity, light nevertheless contributes to the development of cold acclimation in maize. Interestingly, certain stress responses are light-dependent not only in the leaves, which sense the light directly, but also in the roots. As found earlier in frost-tolerant plants, light influences various light-related cold acclimation processes not directly, but at the gene expression and metabolomics levels. The results suggest that the photoinhibition induced by low temperature can be a necessary evil for cold acclimation processes in plants. The avoidance of exposure to high light intensity, especially at low temperature would appear to be required to protect the photosynthetic apparatus, but if the whole plant is to be protected from a subsequent cold shock, it may be necessary to accept the consequences of photodamage in the interests of acquiring cold-acclimated plants.

## Author contributions

GS designed the experiment, measured the sugars, and supervised the work. IM measured the chlorophyll-a fluorescence and made the bioinformatic analyses. MP and OG measured the lipid peroxidation, the electrolyte leakage, and the chlorophyll content. SR and CO made the validation of microarray. IM and BK carried out the annotation of microarray. TJ, IM, RV, and GS wrote the article.

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Abbreviations

FC: fold change
GL1: growth light 1 (180 μmol m^−2^ s^−1^)
GL2: growth light 2 (387 μmol m^−2^ s^−1^)
LL1: low light intensity 1 (46 μmol m^−2^ s^−1^)
LL2: low light intensity 2 (14 μmol m^−2^ s^−1^)
LL3: low light intensity 3 (283 μmol m^−2^ s^−1^)
LL4: low light intensity 4 (107 μmol m^−2^ s^−1^)
MDA: malondialdehyde
Y(II): quantum yield of Photosystem 2
Y(NO): non-regulated non-photochemical quenching
Y(NPQ): regulated non-photochemical quenching.

# Supplementary material for: Janus-Faced Nature of Light in the Cold Acclimation Processes of Maize
**Source:** Front Plant Sci. 2018 Jun 19;9:850. doi: 10.3389/fpls.2018.00850
**Supplement:** Supplementary file 4

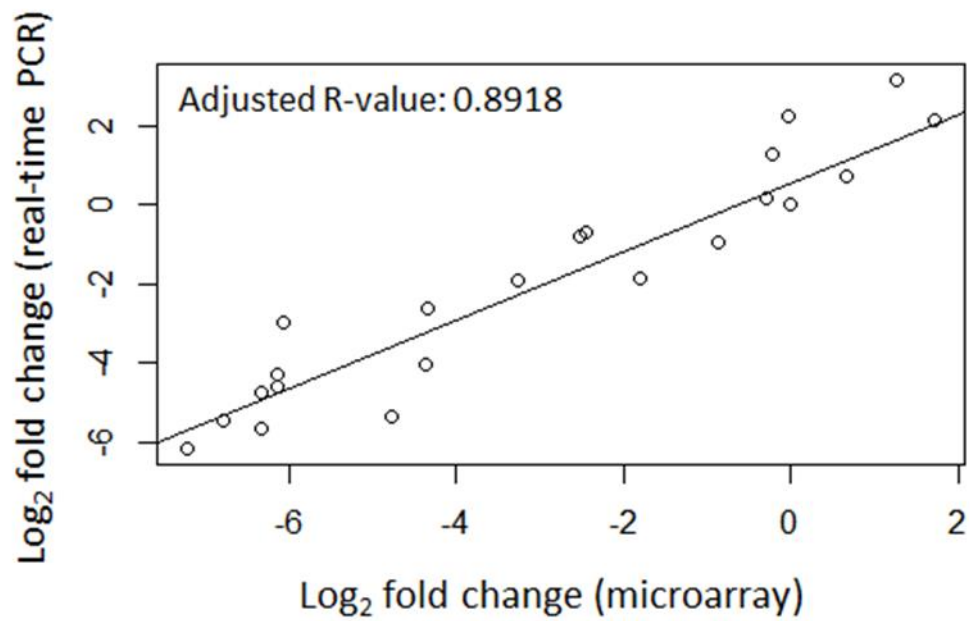

Figure S1. Validation of the microarray results. Microarray data (least-square means) were plotted against data from qRT-PCR and fitted into a linear regression. Both the x- and y-axes are shown on a log 2 scale.

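A regression of array values on qRT-PCR values asks whether the log2 values of both methods follow a straight line for the same genes in the same RNA. In qRT-PCR the amount of a transcript is read from the amplification cycle relative to control genes, here actin and a membrane protein gene, while an array reads the fluorescence of a probe that binds the labelled transcript. The qRT-PCR values were not analysed here. Of the genes in Table S3, 5 could be tied to a tested probe, among them AN17 (A_92_P041535) and L18 (A_92_P026811). AN17 rose by 1.32 at GL2 and 1.53 at LL3 and fell by 2.53 at LL4 against Control (standard error 0.23, adjusted p = 0.0066, 0.0063 and 2.4e-05, and 1.32, 1.63 and -2.63 with slide as a block), and L18 rose by 4.67 at LL4 (standard error 0.26, adjusted p = 2.2e-06, and 4.58 with slide as a block).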

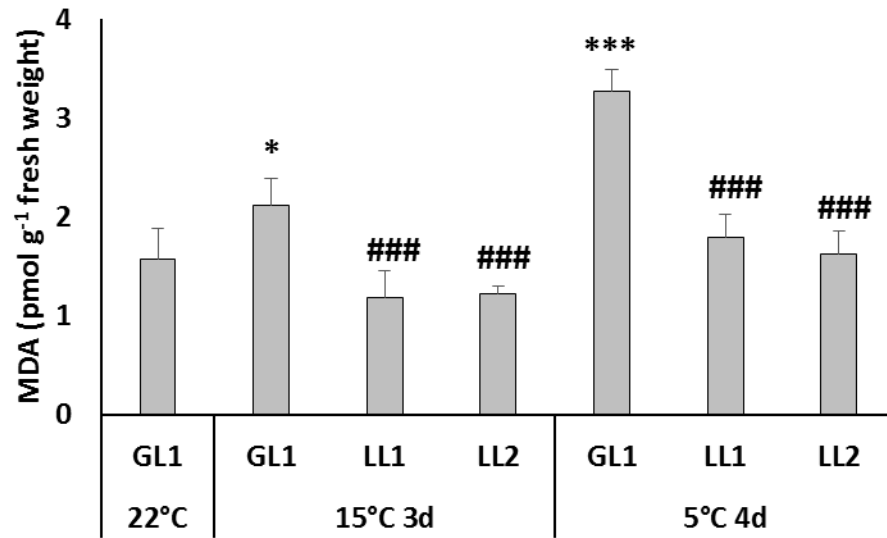

Figure S2. MDA level in the roots of plants grown at low light intensity before and after cold hardening at 15 °C, after chilling stress at 5 °C and recovery period. *,*** Significant differences compared to the control plants on the same day at the $p < 0.05$ and 0.001 levels, respectively. ### Significant difference compared to the GL2 plants on the same day at the $p < 0.001$ level (mean $\pm$ SD, n=5).

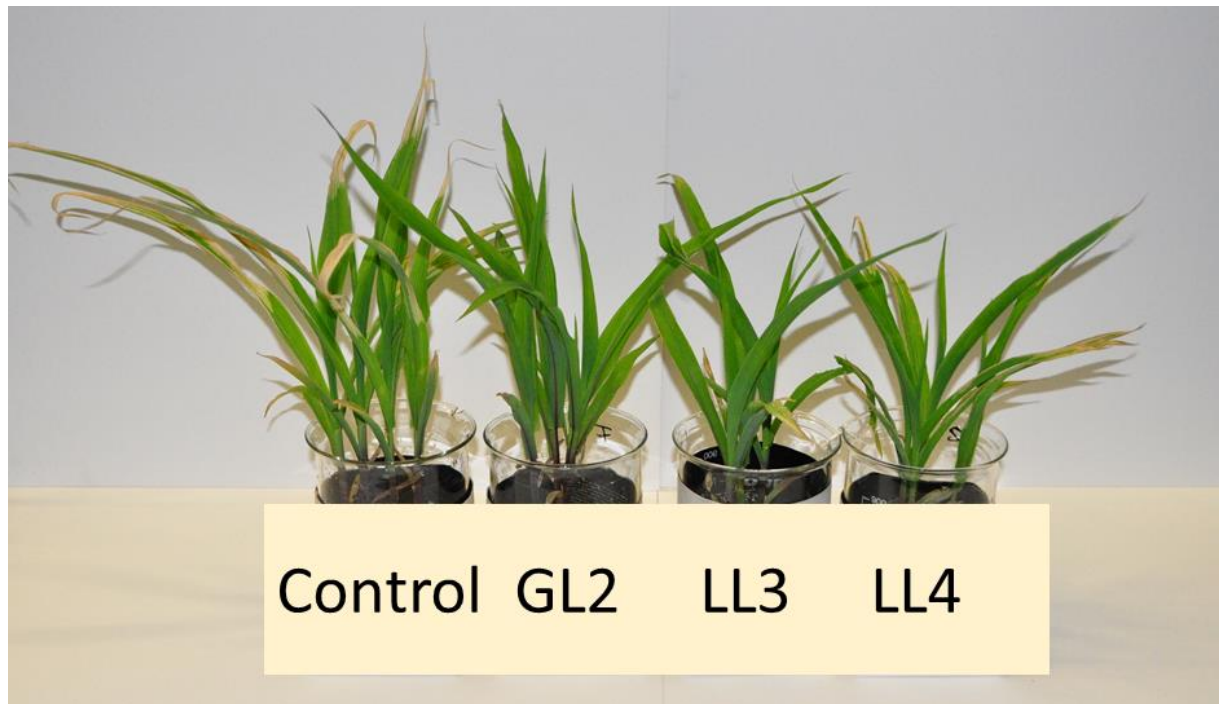

Figure S3. Representative plants after 3 days of chilling at 5°C followed by 4 days of recovery at 22 °C. From left to right: unhardened; hardened at GL2, hardened at LL3, and hardened at LL4.

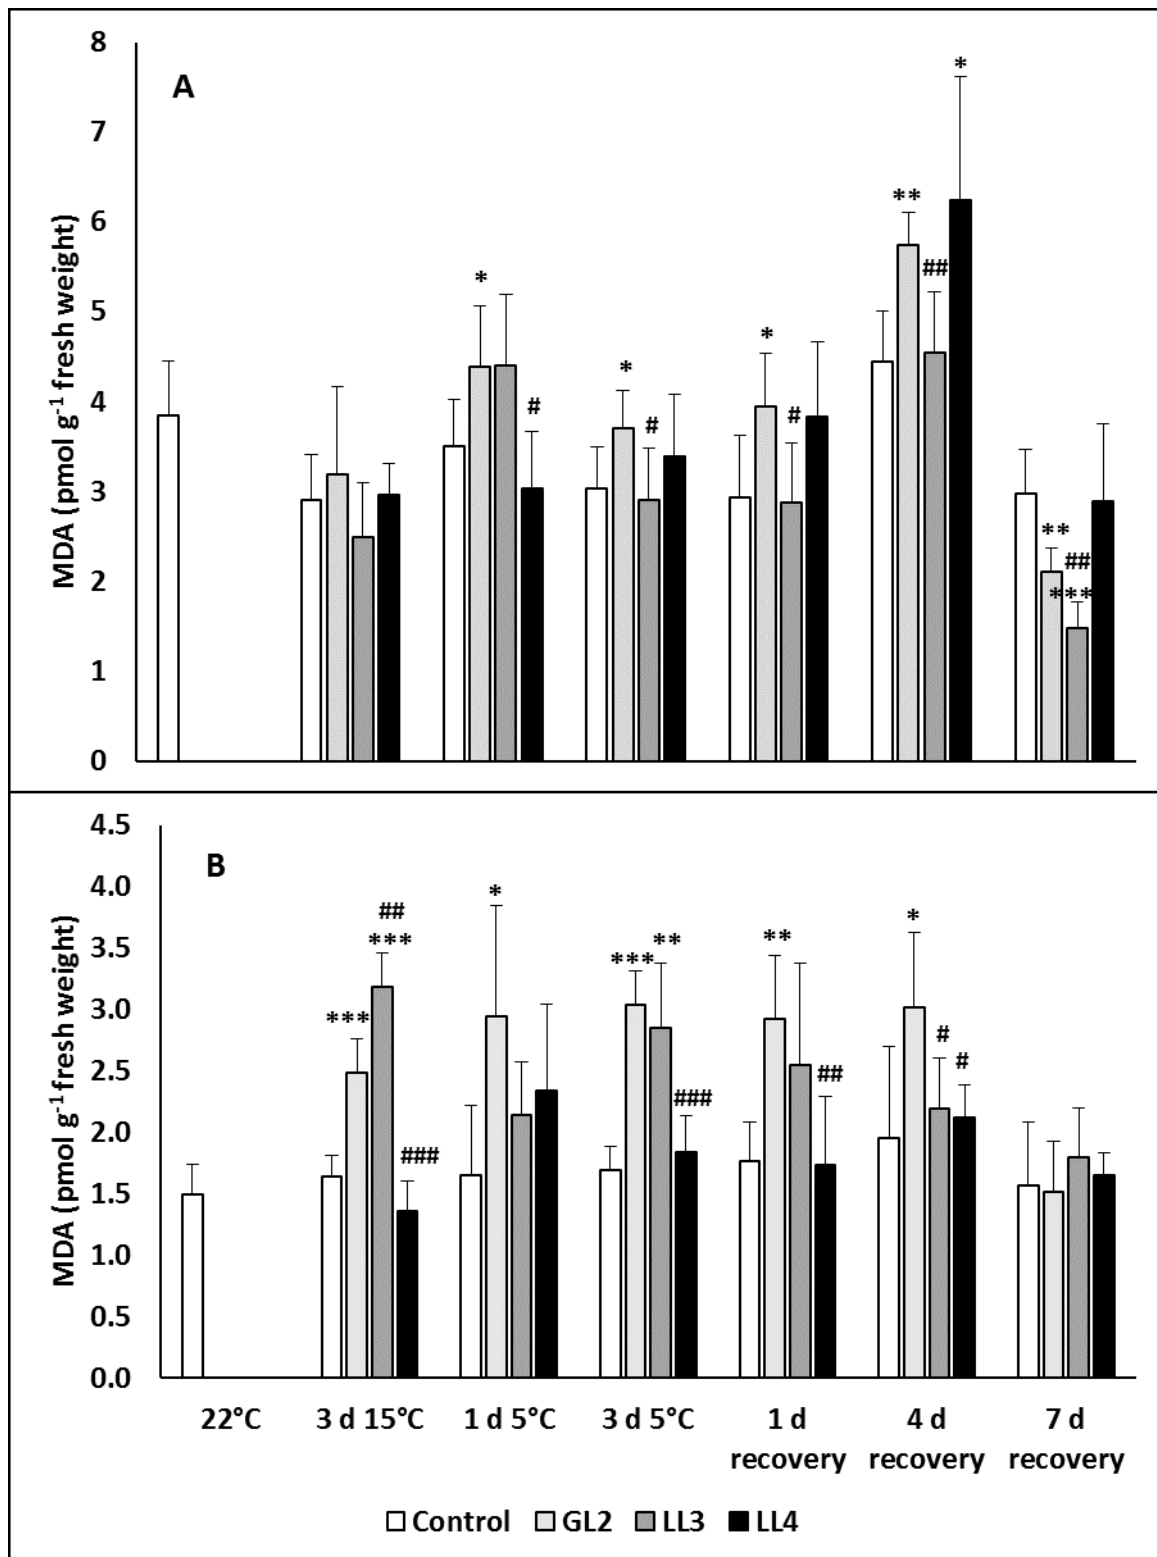

Figure S4. MDA levels in the leaves (A) and roots (B) of plants grown at low light intensity before and after cold hardening at 15 °C, after chilling stress at 5 °C and recovery period. *, **, *** Significant differences compared to the control plants on the same day at the $p < 0.05$, 0.01 and 0.001 levels, respectively. #, ##, ### Significant differences compared to the GL2 plants on the same day at the $p < 0.05$, 0.01 and 0.001 levels, respectively (mean $\pm$ SD, $n=5$).

A: Up-regulated

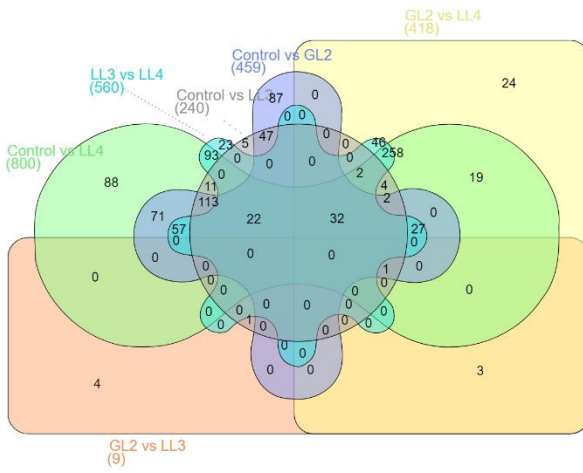

B: Down-regulated

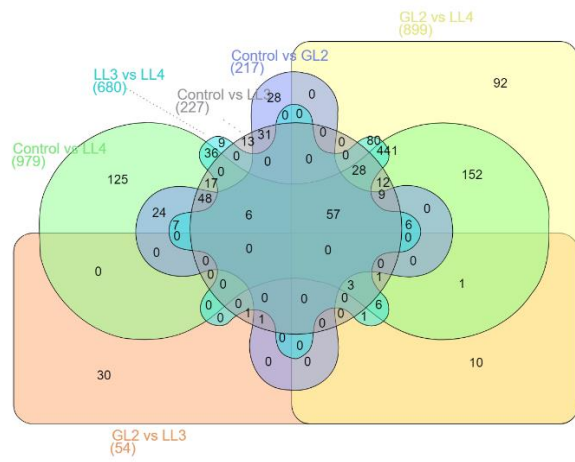

Figure S5. Venn diagrams show the number of up- (A) and downregulated (B) genes in the overlaps and those expressed individually after an $e < 1^{-4}$ cutoff.

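Each circle of a Venn diagram holds the genes of a comparison, and an overlap holds the genes listed in each of the comparisons that share it. For the diagrams the paper applies a cutoff on the e-value of the protein match, while Table S1 itself also lists probes without a match (123 of the 1017 available here). Of the probes tested here, 90 named ones were higher and 89 lower in LL3 than in Control, and 230 were higher and 180 lower in LL4 than in Control. The names come from those same lists, so these counts are not independent evidence of a direction.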

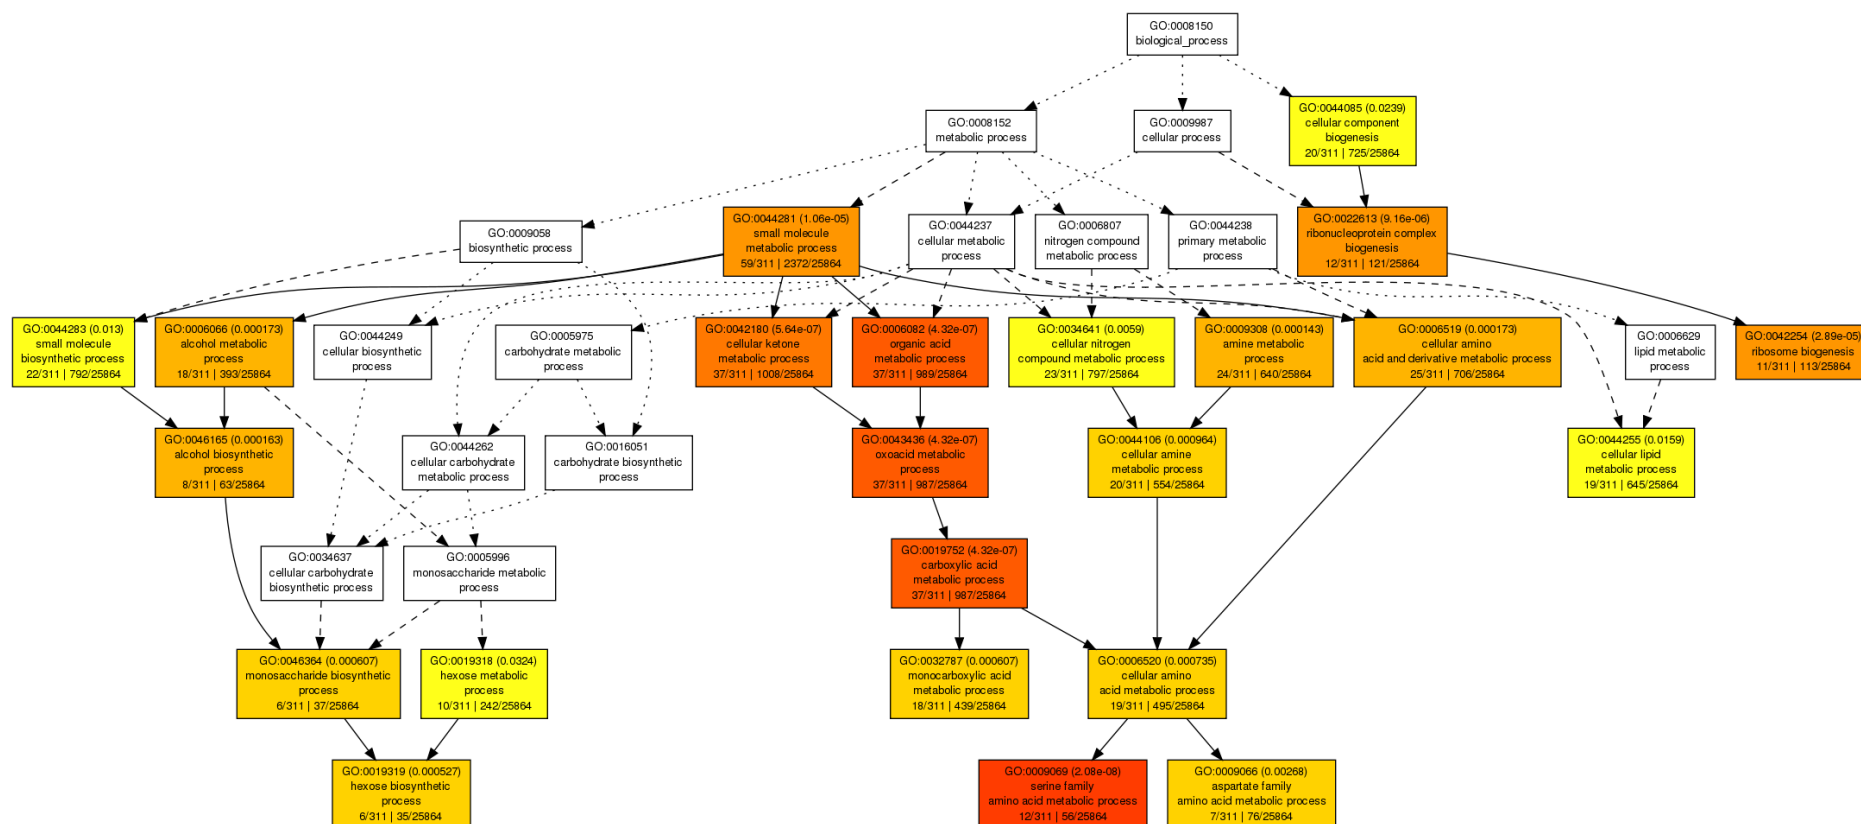

Figure S7. Gene ontology (GO) analysis carried out on the significantly differentially expressed microarray probes of Control vs GL2 comparison (cold-regulation) regarding to the GO class ‘biological process (BP)’. Overrepresented terms are shown in colored boxes ($q < 0.05$). Hierarchical graphs show the level of significance of the terms and the linkage among them. Box colors indicate levels of statistical significance: white = parent or non-significant term; yellow = 0.05, brown = $1e-5$ and red = $1e-9$. Arrow means conjunctions among terms: solid = is a; dashed = two significant nodes; dotted = one significant node, red = positive regulate and green = negative regulate. The pair of numerals in the left represents number of genes in query list associated with that GO term and number of genes in query list. The pair of numerals in the right represents number of genes associated with a particular GO term in the locus ID v3.30 (Gramene Release 50) database and total number of maize genes with GO annotations in the locus ID v3.30 (Gramene Release 50) database.

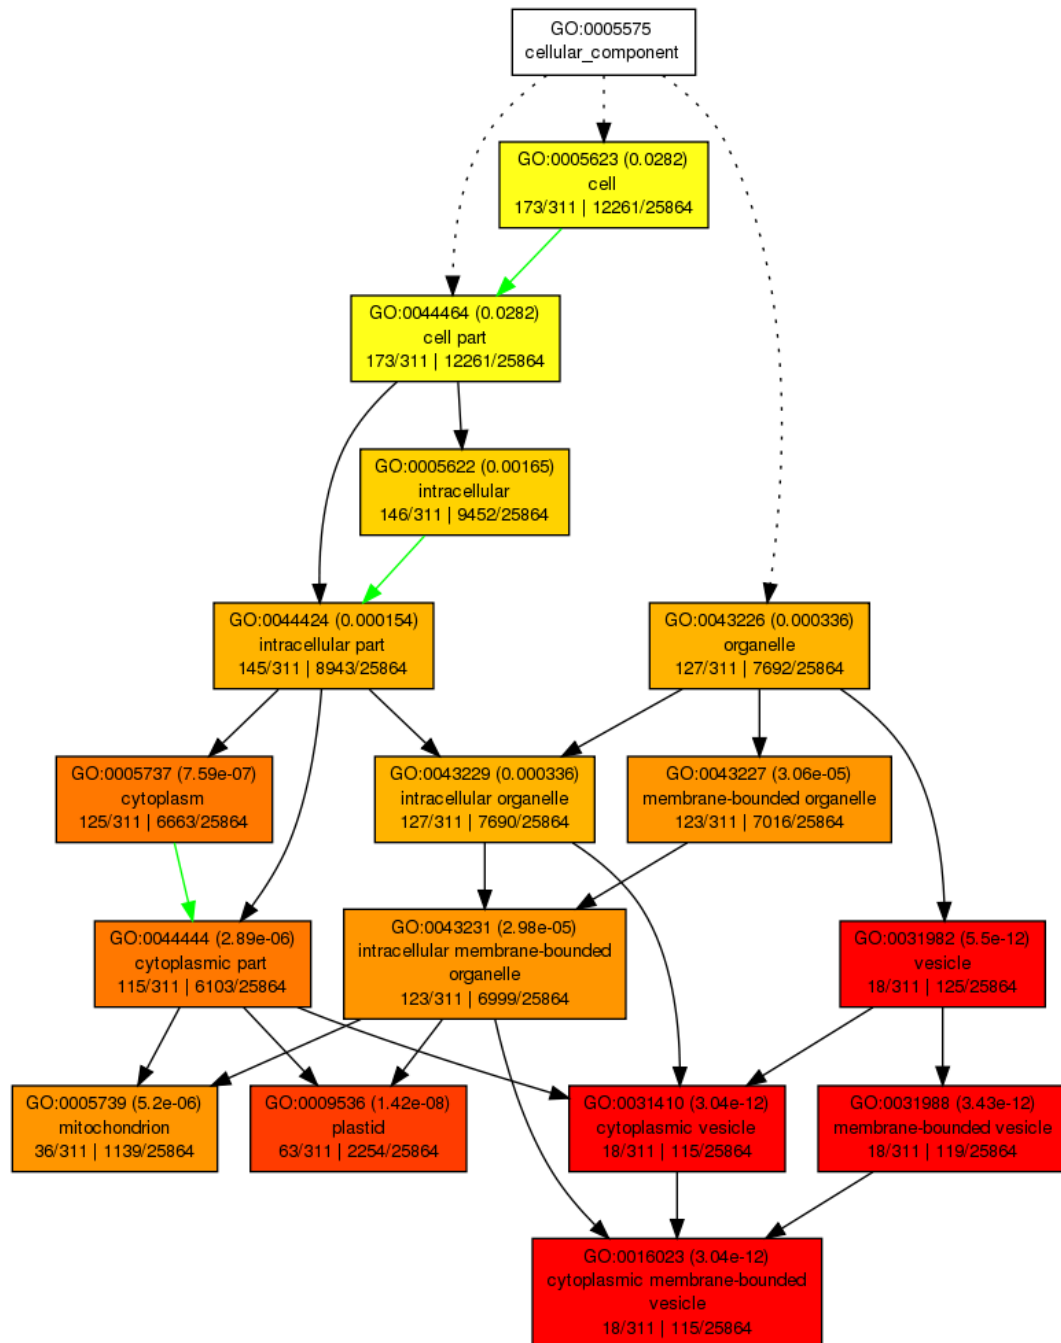

Figure S8. Gene ontology (GO) analysis carried out on the significantly differentially expressed microarray probes of Control vs GL2 comparison (cold-regulation) regarding to the GO class ‘cellular component (CC)’. (MF)’. Overrepresented terms are shown in colored boxes ($q < 0.05$). Hierarchical graphs show the level of significance of the terms and the linkage among them. Box colors indicate levels of statistical significance: white = parent or non-significant term; yellow = 0.05, brown = $1e-5$ and red = $1e-9$. Arrow means conjunctions among terms: solid = is a; dashed = two significant nodes; dotted = one significant node, red = positive regulate and green = negative regulate. The pair of numerals in the left represents number of genes in query list associated with that GO term and number of genes in query list. The pair of numerals in the right represents number of genes associated with a particular GO term in the locus ID v3.30 (Gramene Release 50) database and total number of maize genes with GO annotations in the locus ID v3.30 (Gramene Release 50) database.

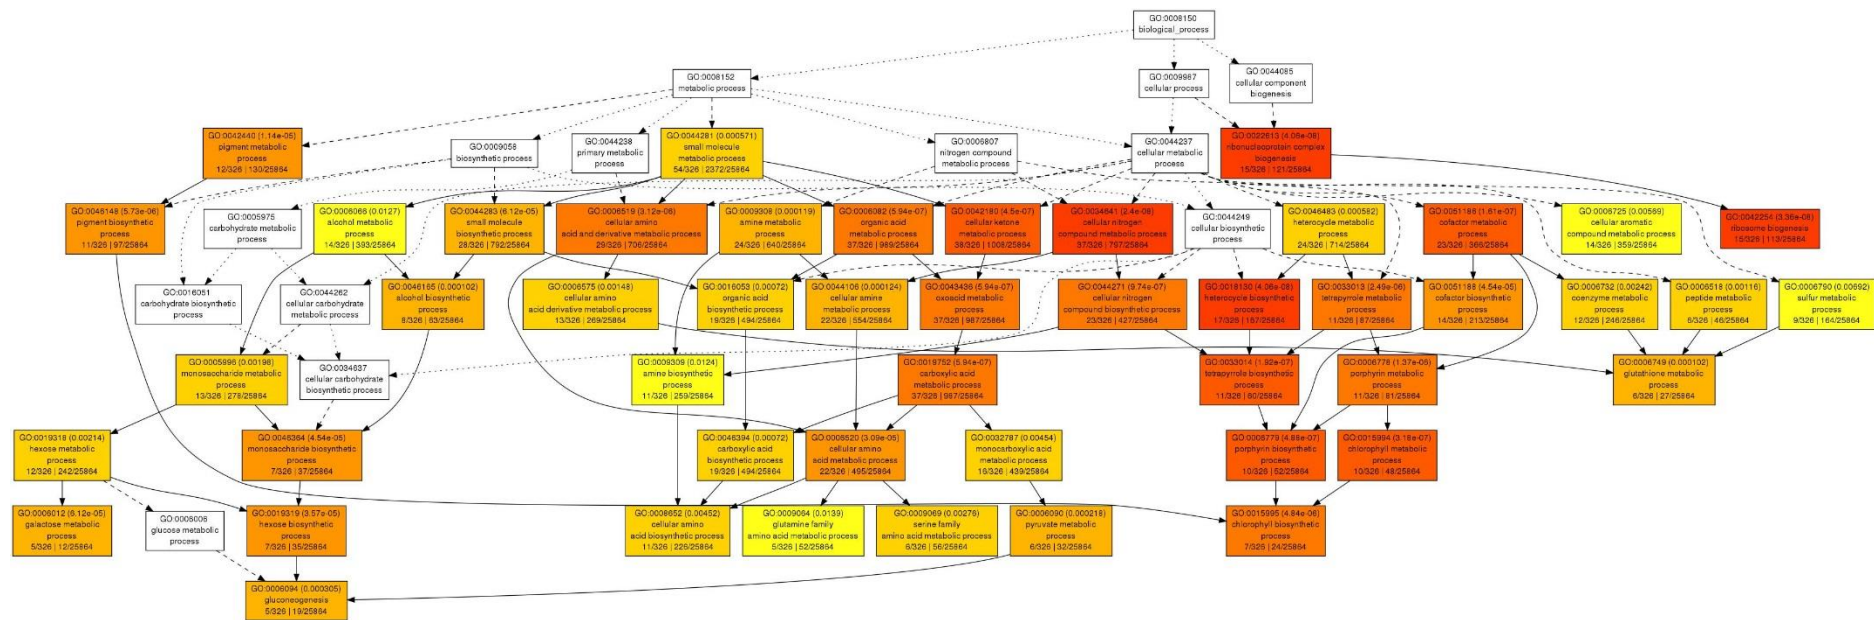

Figure S9. GO analysis carried out on the significantly differentially expressed microarray probes of GL2 vs LL4 comparison (light-regulation) regarding to the GO class ‘biological process (BP)’. Overrepresented terms are shown in colored boxes ($q < 0.05$). Hierarchical graphs show the level of significance of the terms and the linkage among them. Box colors indicate levels of statistical significance: white = parent or non-significant term; yellow = 0.05, brown = $1e-5$ and red = $1e-9$. Arrow means conjunctions among terms: solid = is a; dashed = two significant nodes; dotted = one significant node, red = positive regulate and green = negative regulate. The pair of numerals in the left represents number of genes in query list associated with that GO term and number of genes in query list. The pair of numerals in the right represents number of genes associated with a particular GO term in the locus ID v3.30 (Gramene Release 50) database and total number of maize genes with GO annotations in the locus ID v3.30 (Gramene Release 50) database.

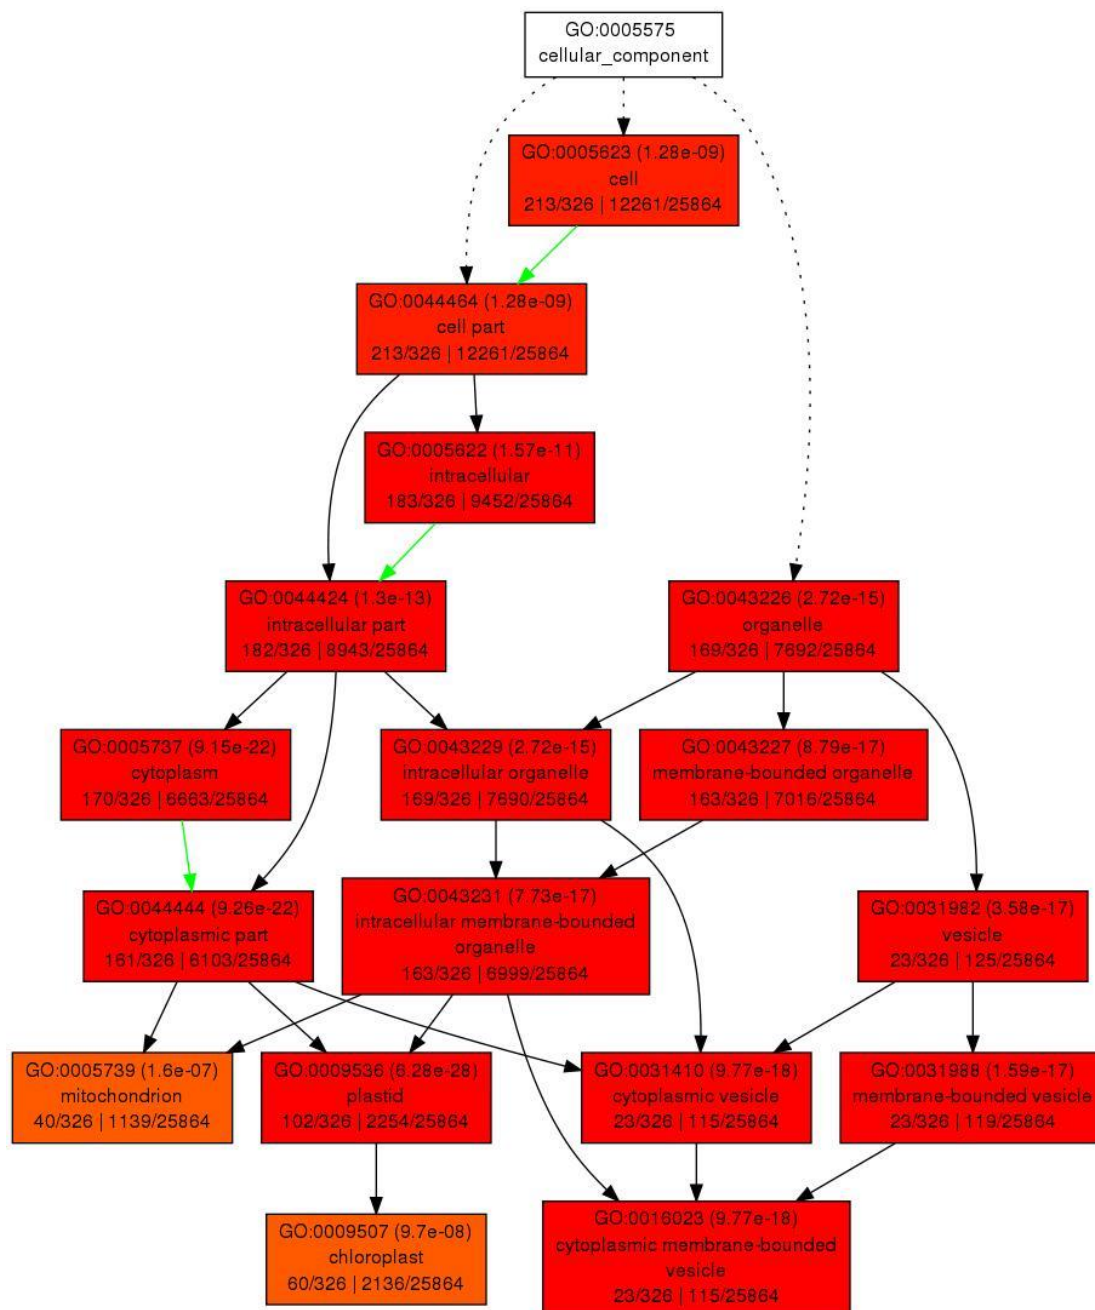

Figure S10. GO analysis carried out on the significantly differentially expressed microarray probes of GL2 vs LL4 comparison (light-regulation) regarding to the GO class ‘cellular component (CC)’. Overrepresented terms are shown in colored boxes ($q < 0.05$). Hierarchical graphs show the level of significance of the terms and the linkage among them. Box colors indicate levels of statistical significance: white = parent or non-significant term; yellow = 0.05, brown = $1e-5$ and red = $1e-9$. Arrow means conjunctions among terms: solid = is a; dashed = two significant nodes; dotted = one significant node, red = positive regulate and green = negative regulate. The pair of numerals in the left represents number of genes in query list associated with that GO term and number of genes in query list. The pair of numerals in the right represents number of genes associated with a particular GO term in the locus ID v3.30 (Gramene Release 50) database and total number of maize genes with GO annotations in the locus ID v3.30 (Gramene Release 50) database.

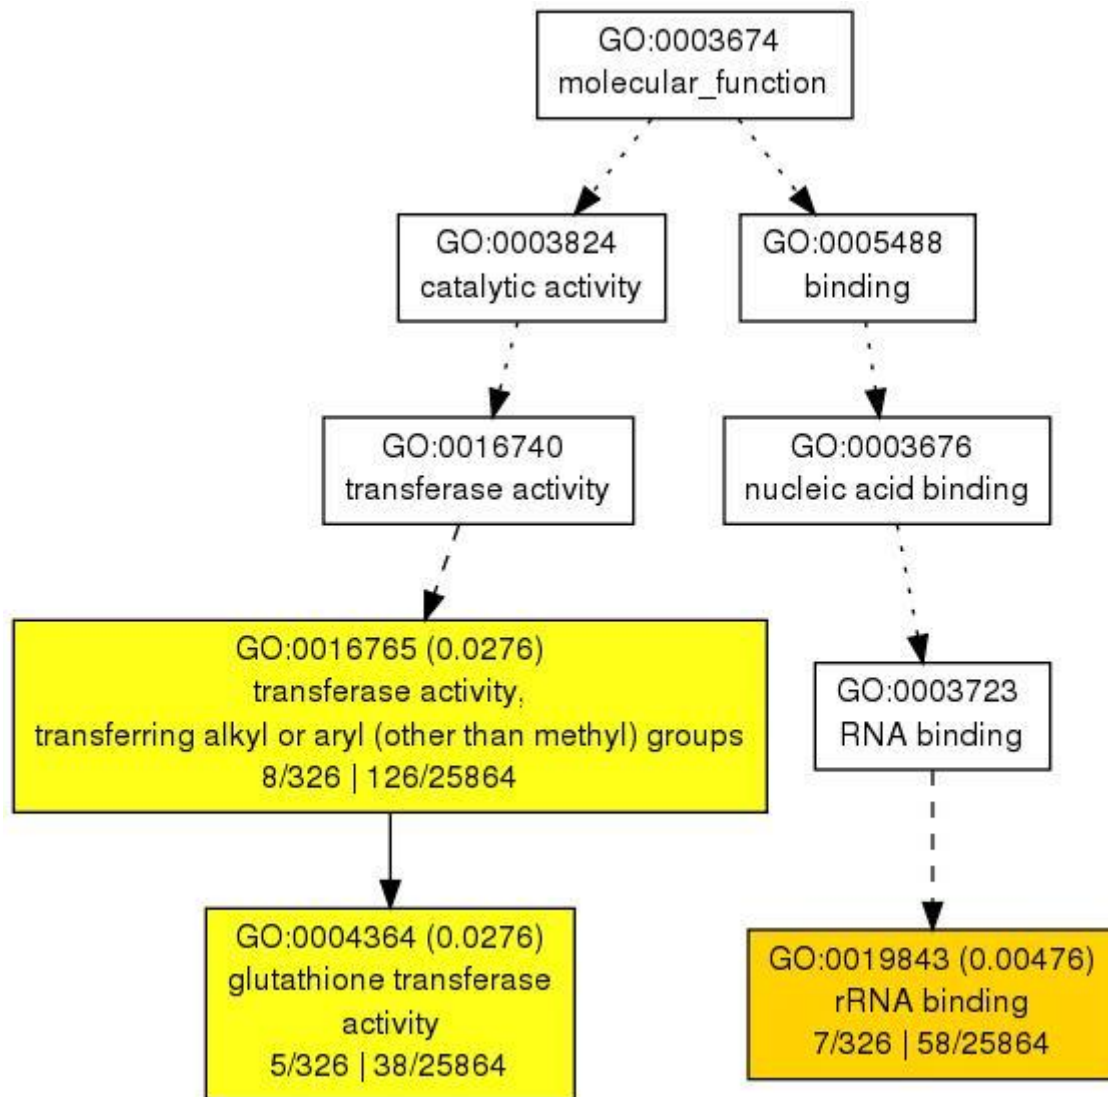

Figure S11. GO analysis carried out on the significantly differentially expressed microarray probes of GL2 vs LL4 comparison (light-regulation) regarding to the GO class 'molecular function (MF)'. Overrepresented terms are shown in colored boxes ($q < 0.05$). Hierarchical graphs show the level of significance of the terms and the linkage among them. Box colors indicate levels of statistical significance: white = parent or non-significant term; yellow = 0.05, brown = $1e-5$ and red = $1e-9$. Arrow means conjunctions among terms: solid = is a; dashed = two significant nodes; dotted = one significant node, red = positive regulate and green = negative regulate. The pair of numerals in the left represents number of genes in query list associated with that GO term and number of genes in query list. The pair of numerals in the right represents number of genes associated with a particular GO term in the locus ID v3.30 (Gramene Release 50) database and total number of maize genes with GO annotations in the locus ID v3.30 (Gramene Release 50) database.

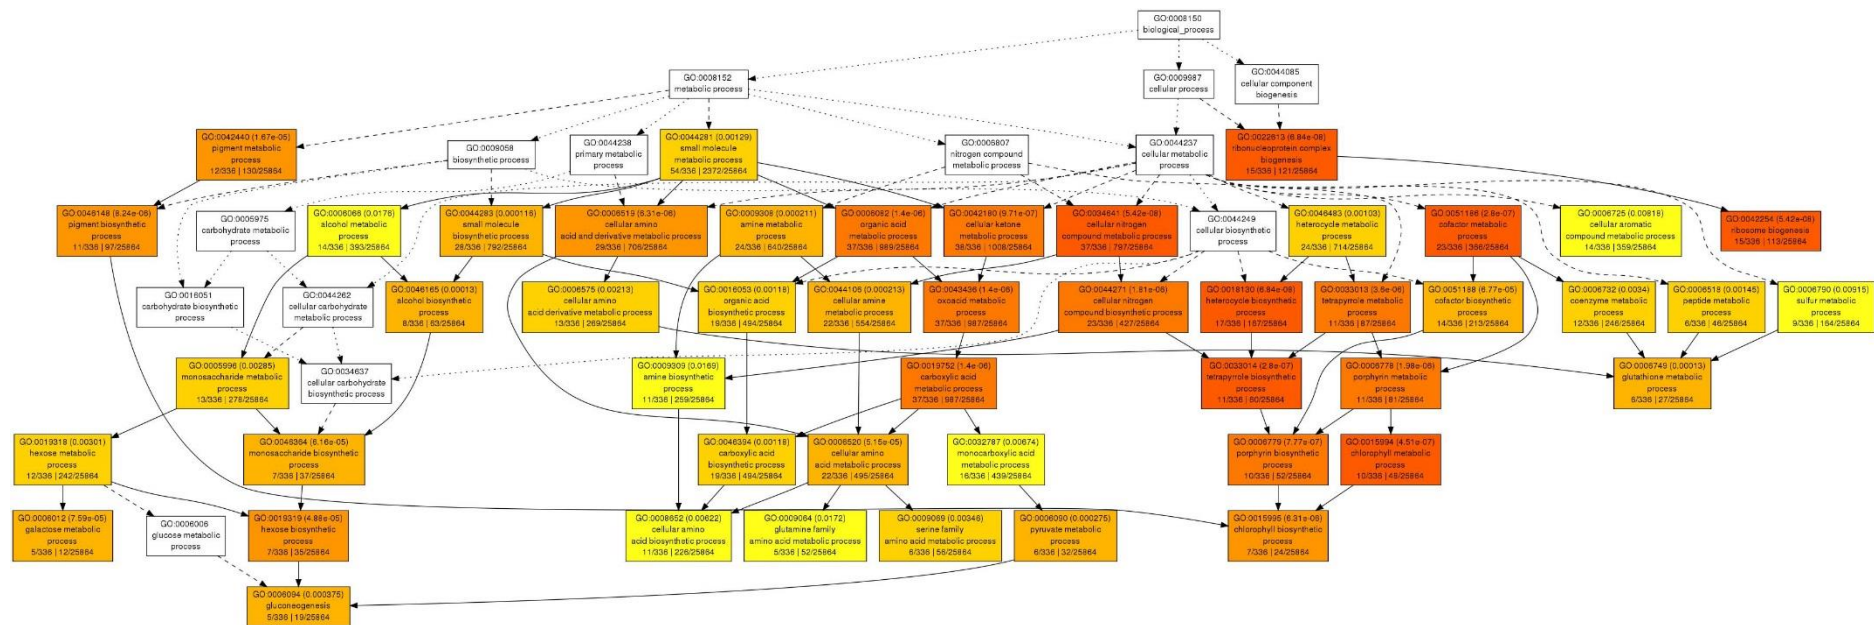

Figure S12. GO analysis carried out on the significantly differentially expressed microarray probes of Control vs LL4 comparison (cold- and light-regulation) regarding to the GO class ‘biological process (BP)’. Overrepresented terms are shown in colored boxes ($q < 0.05$). Hierarchical graphs show the level of significance of the terms and the linkage among them. Box colors indicate levels of statistical significance: white = parent or non-significant term; yellow = 0.05, brown = $1e-5$ and red = $1e-9$. Arrow means conjunctions among terms: solid = is a; dashed = two significant nodes; dotted = one significant node, red = positive regulate and green = negative regulate. The pair of numerals in the left represents number of genes in query list associated with that GO term and number of genes in query list. The pair of numerals in the right represents number of genes associated with a particular GO term in the locus ID v3.30 (Gramene Release 50) database and total number of maize genes with GO annotations in the locus ID v3.30 (Gramene Release 50) database.

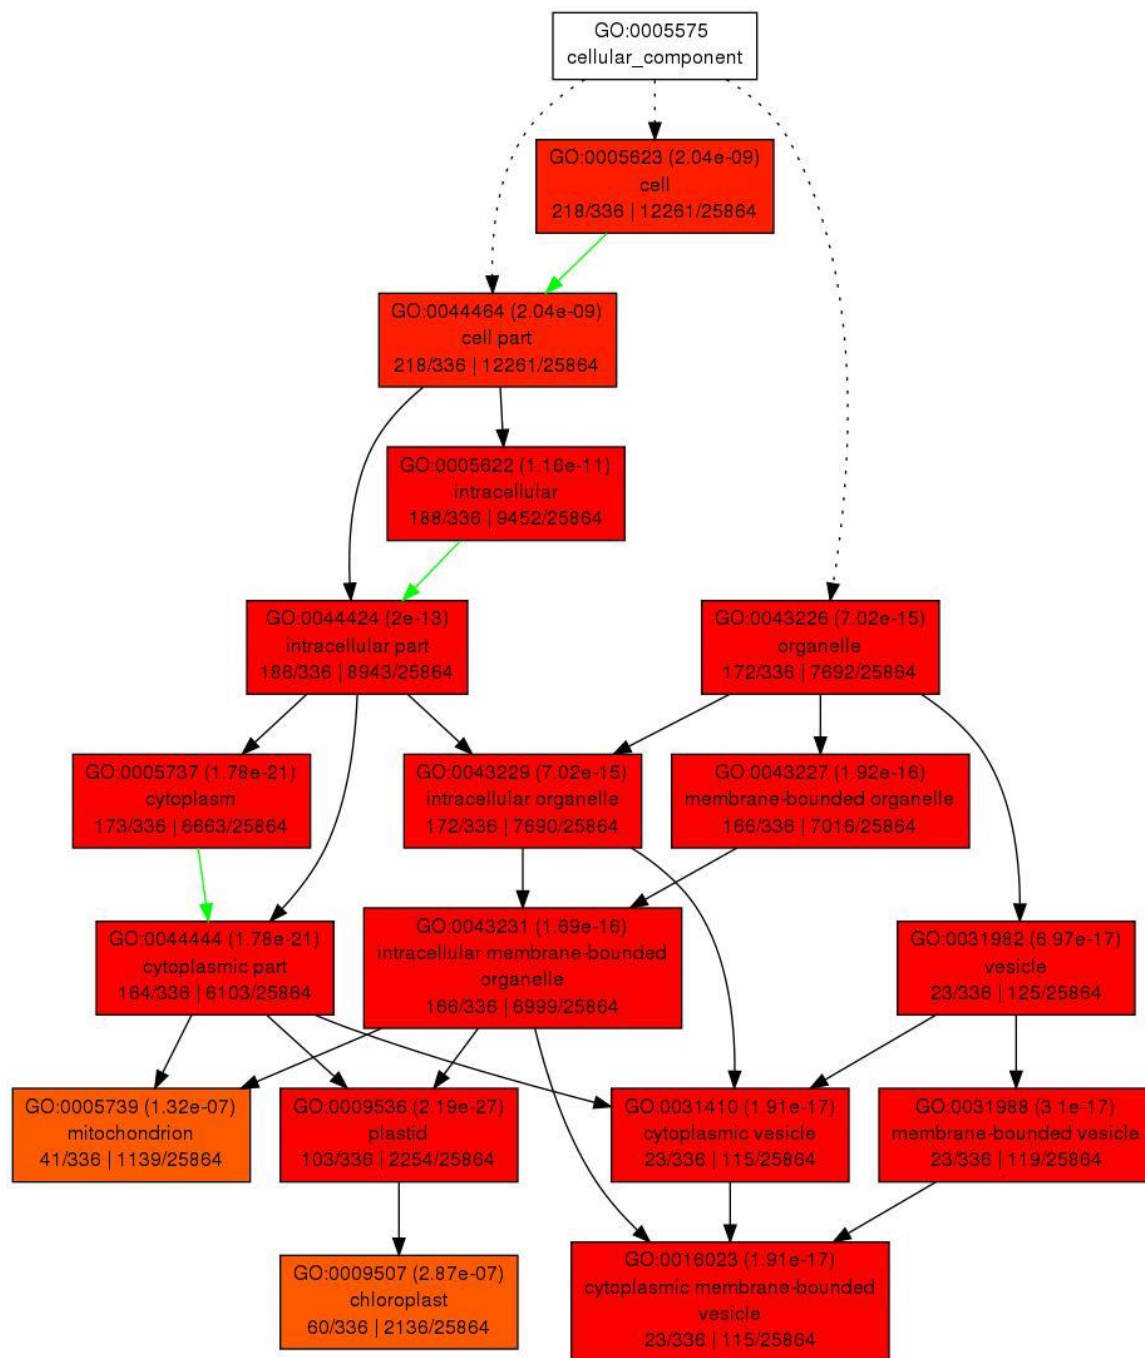

Figure S13. GO analysis carried out on the significantly differentially expressed microarray probes of Control vs LL4 comparison (cold-and light-regulation) regarding to the GO class ‘cellular component (CC)’. Overrepresented terms are shown in colored boxes ($q < 0.05$). Hierarchical graphs show the level of significance of the terms and the linkage among them. Box colors indicate levels of statistical significance: white = parent or non-significant term; yellow = 0.05, brown = $1e-5$ and red = $1e-9$. Arrow means conjunctions among terms: solid = is a; dashed = two significant nodes; dotted = one significant node, red = positive regulate and green = negative regulate. The pair of numerals in the left represents number of genes in query list associated with that GO term and number of genes in query list. The pair of numerals in the right represents number of genes associated with a particular GO term in the locus ID v3.30 (Gramene Release 50) database and total number of maize genes with GO annotations in the locus ID v3.30 (Gramene Release 50) database.

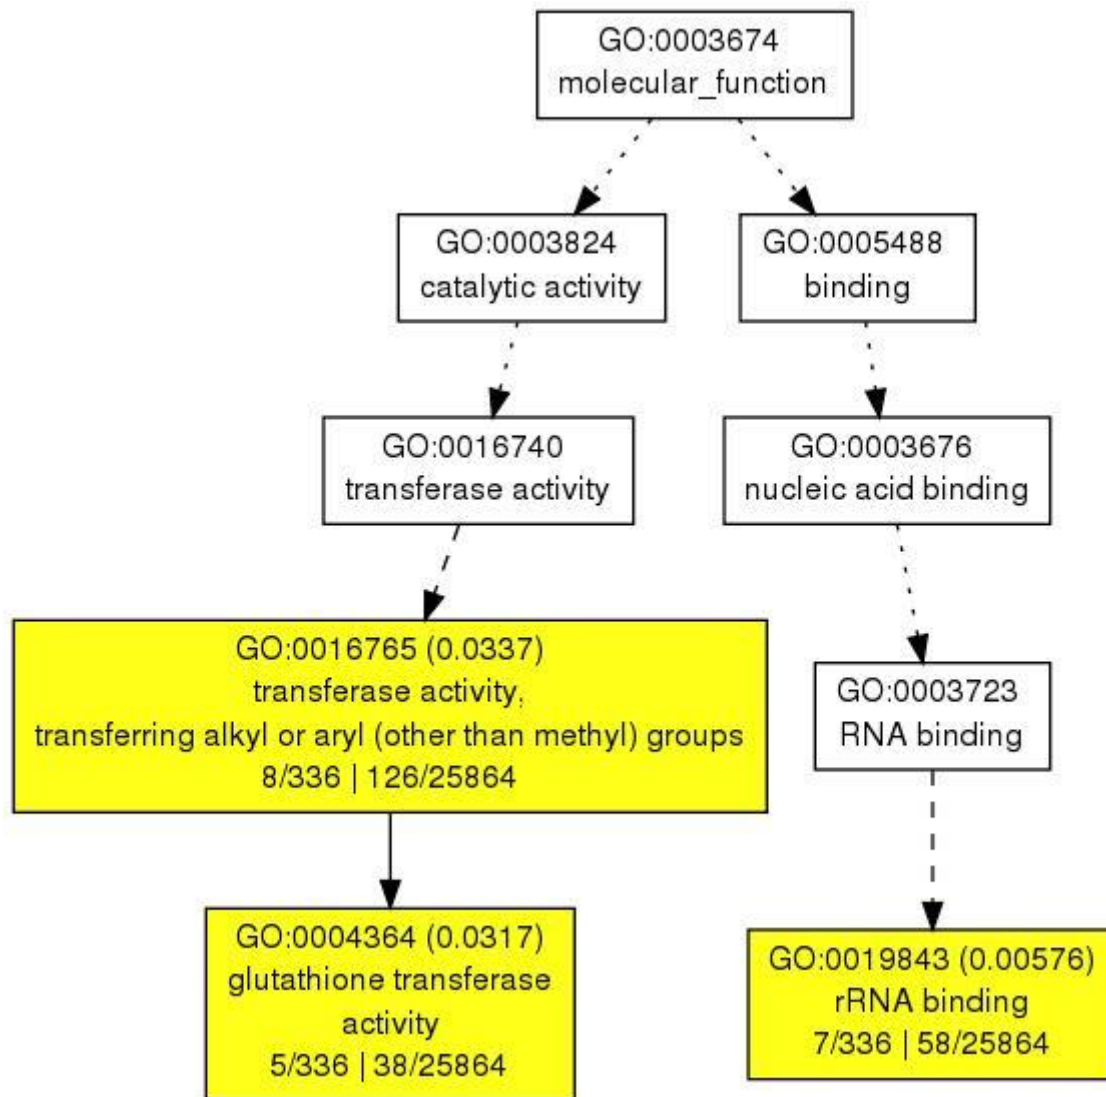

Figure S14. GO analysis carried out on the significantly differentially expressed microarray probes of Control vs LL4 comparison (cold-and light-regulation) regarding to the GO class 'molecular function (MF)'. Overrepresented terms are shown in colored boxes ($q < 0.05$). Hierarchical graphs show the level of significance of the terms and the linkage among them. Box colors indicate levels of statistical significance: white = parent or non-significant term; yellow = 0.05, brown = $1e-5$ and red = $1e-9$. Arrow means conjunctions among terms: solid = is a; dashed = two significant nodes; dotted = one significant node, red = positive regulate and green = negative regulate. The pair of numerals in the left represents number of genes in query list associated with that GO term and number of genes in query list. The pair of numerals in the right represents number of genes associated with a particular GO term in the locus ID v3.30 (Gramene Release 50) database and total number of maize genes with GO annotations in the locus ID v3.30 (Gramene Release 50) database.

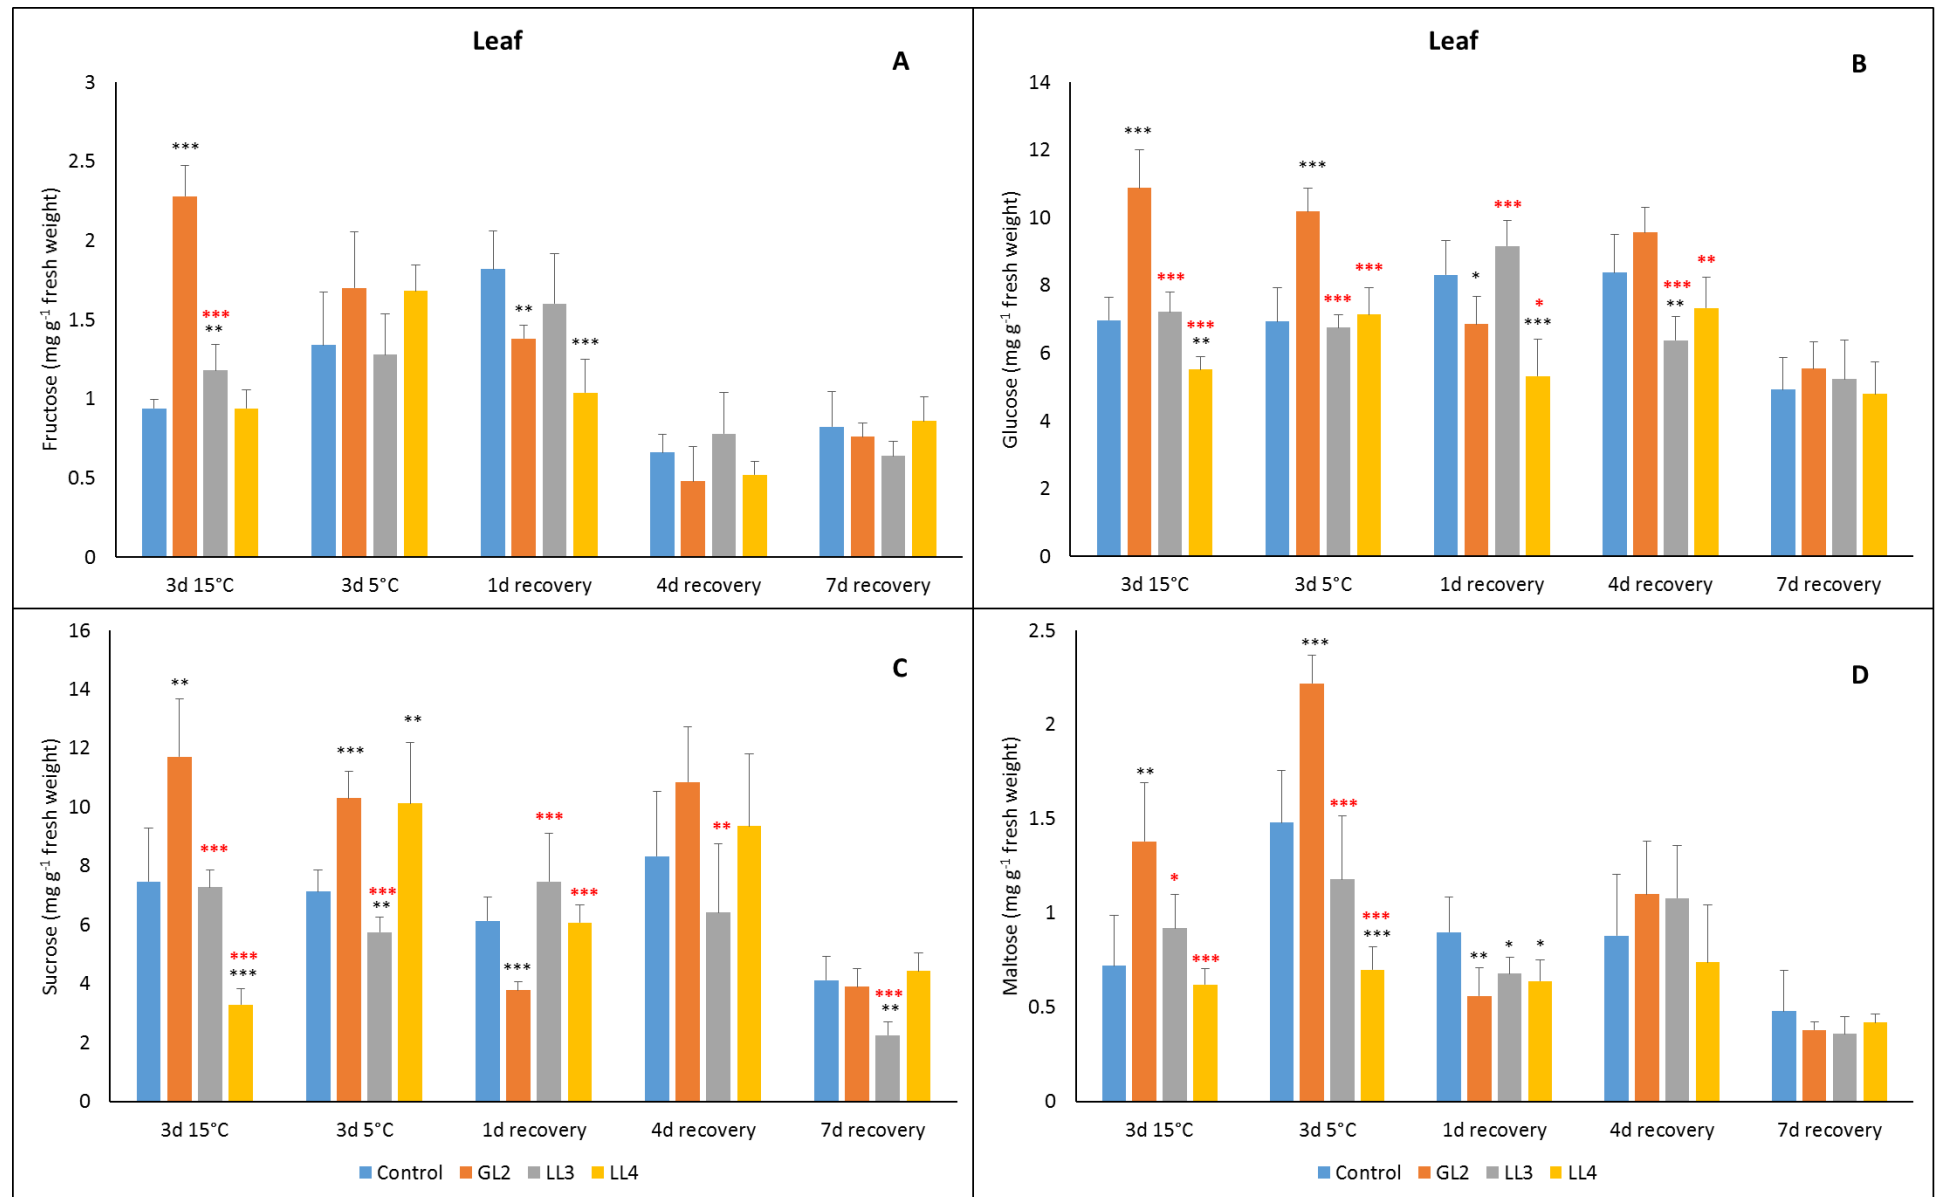

Figure S15. Changes in soluble sugar contents during cold acclimation (15/13 °C), chilling (5°C) and recovery in the leaves of young maize plants. Light intensities during hardening: GL2: 387 $\mu\text{mol m}^{-2} \text{s}^{-1}$; LL3: 283 $\mu\text{mol m}^{-2} \text{s}^{-1}$; LL4: 107 $\mu\text{mol m}^{-2} \text{s}^{-1}$. *, **, *** Significant differences compared to the control plants on the same day at the $p < 0.05$, 0.01 and 0.001 levels, respectively. *, **, *** Significant differences compared to the GL2 plants on the same day at the $p < 0.05$, 0.01 and 0.001 levels, respectively. (A: fructose; B: glucose; C: sucrose; D: maltose).

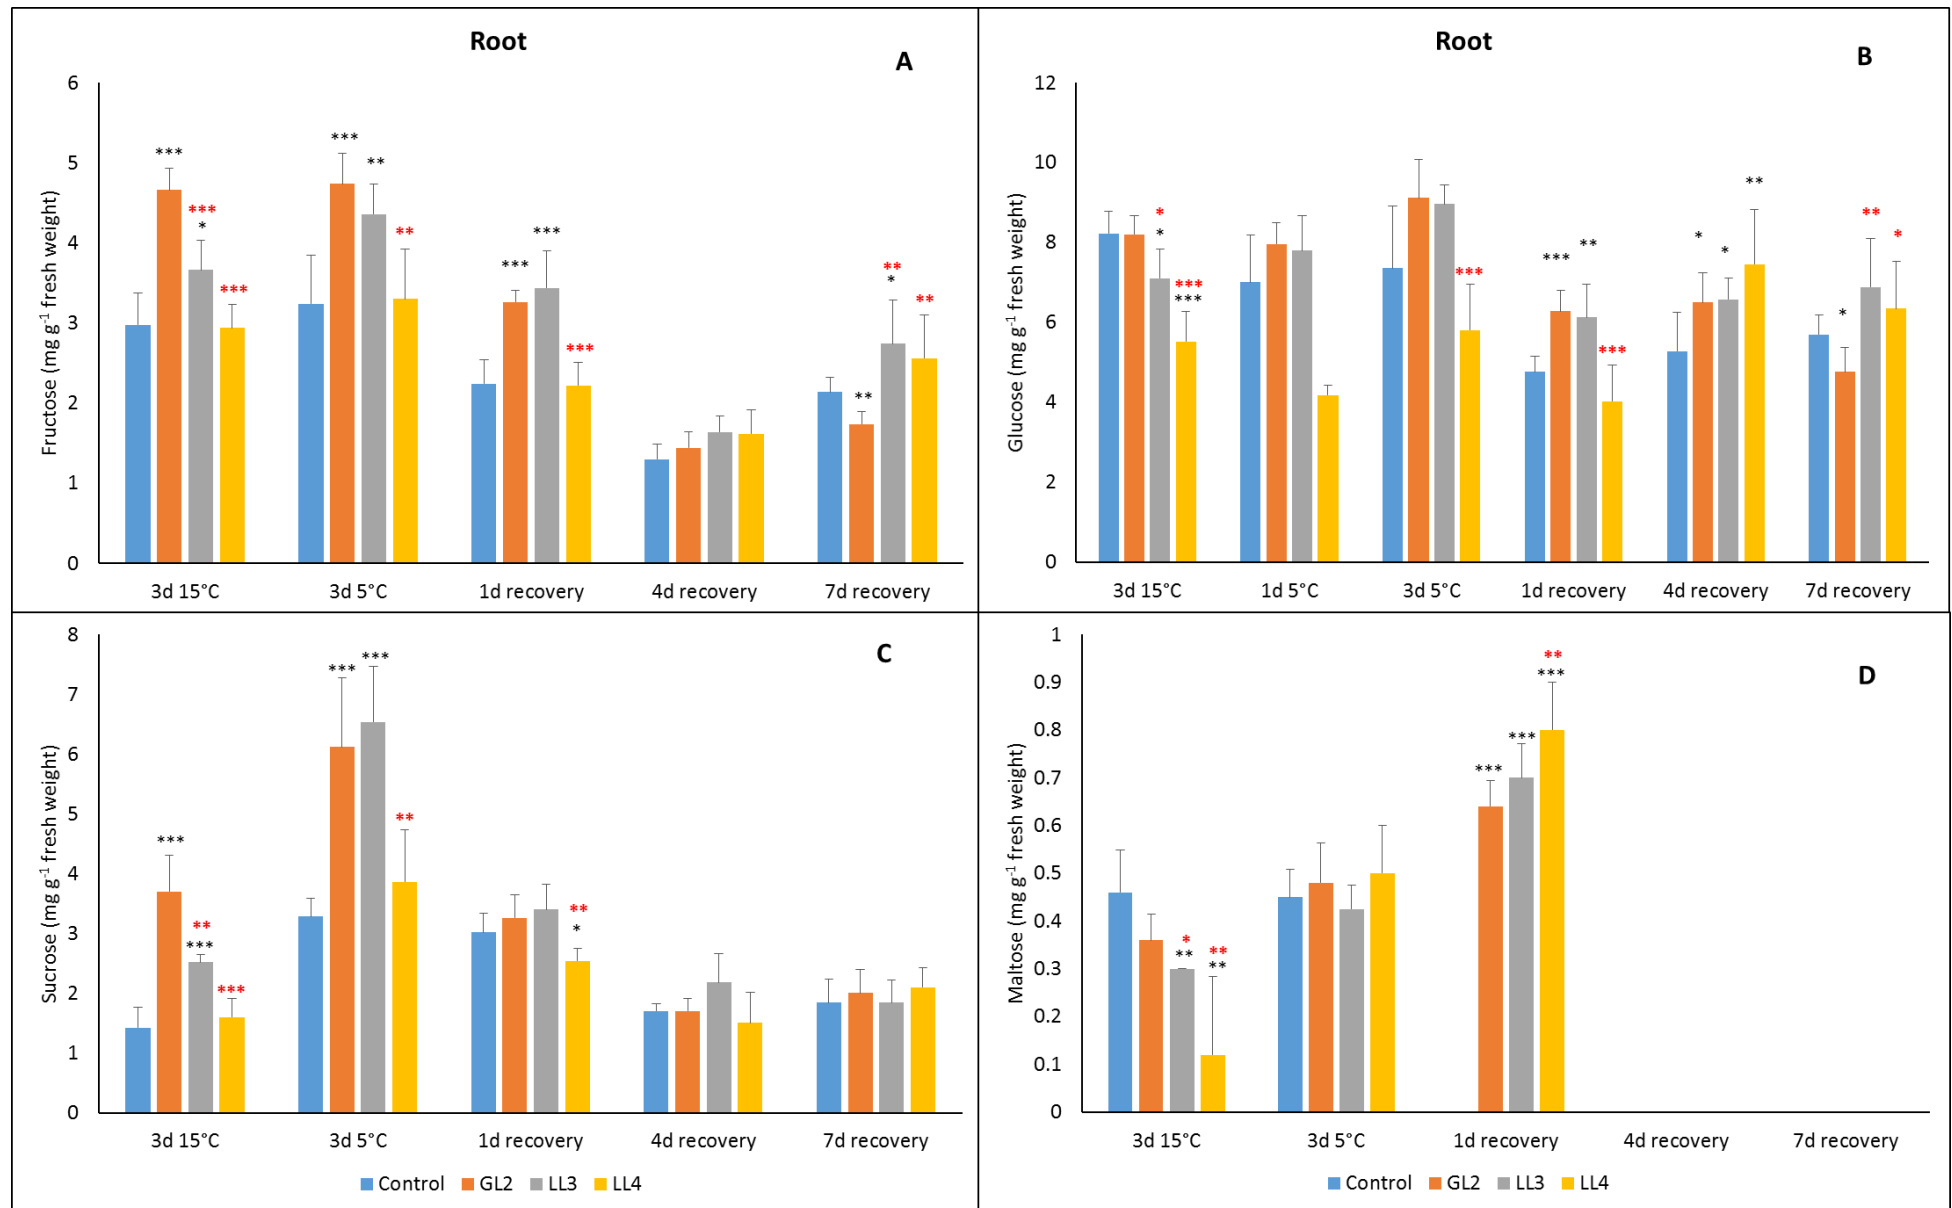

Figure S16. Changes in soluble sugar contents during cold acclimation (15/13 °C), chilling (5°C) and recovery in the roots of young maize plants. Light intensities during hardening: GL2: 387 $\mu\text{mol m}^{-2} \text{s}^{-1}$; LL3: 283 $\mu\text{mol m}^{-2} \text{s}^{-1}$; LL4: 107 $\mu\text{mol m}^{-2} \text{s}^{-1}$. *, **, *** Significant differences compared to the control plants on the same day at the $p < 0.05$, 0.01 and 0.001 levels, respectively. *, **, *** Significant differences compared to the GL2 plants on the same day at the $p < 0.05$, 0.01 and 0.001 levels, respectively. (A: fructose; B: glucose; C: sucrose; D: maltose).

How the deposited data were processed for this re-analysis (not part of the article)

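Gene expression was measured on 12 one-colour Agilent maize arrays, 3 biological replicates in each of 4 groups: Control, and plants kept for 3 days at 15°C at the growth light (GL2) or at the lower light levels LL3 and LL4. Each array was assigned to its group and replicate from the sample labels, and all 12 were used. The authors scanned the arrays and extracted them with Agilent Feature Extraction 9.5.1.1; the deposited signals are in units of fluorescence intensity, with the background of each spot subtracted and spatial trends within the array removed, and are not normalized between arrays. The deposited value table holds the same intensity values (within 1% on 100.0% of 42034 probes), and the other deposited columns used are raw signals, also intensity, and flags that mark a spot as above background, saturated or an outlier. No spot was saturated (0 of those on maize probes), and 43 spots flagged as outliers were left out, which touched 22 tested probes.

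Processed signals were put on the log2 scale and scaled to the 75th percentile of each array over the maize probes. Probes flagged well above background on every array of at least 1 group, 23834 of 42034, were tested with limma 3.58.1 in R 4.3.3, in 1 fit with a mean per group and 8 residual degrees of freedom. The 6 pairwise comparisons used moderated tests, two-sided, with Benjamini-Hochberg adjustment over the probes of each comparison and calls at an adjusted p under 0.05; a moderated F test over the 3 comparisons with Control asked whether a probe differed among the groups, and called 6452 probes (27.1%). Beside many of the main values stand the value with slide as a block, fitted with the same tool, or the difference within slides that held both groups. For GL2 against Control the slide layout makes the fold change with the block equal to the main one. Principal components were taken over the 23812 probes with a value on every array. For correlations between comparisons with Control, 200 sets of groups without a change were simulated, with shared controls and the same spread in every group. Chosen after the correlations were seen, the Control arrays were also split between the comparisons in each of 6 ways. For a probe that did not stand above background on any array of a group, signals below the lowest one flagged well above background on their array were raised to it. The fold change is then given as a bound, which does not allow for the spread among arrays. Where no signal lay below that floor, the measured fold change is given.

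The array files carry no gene descriptions, and the gene table supplied pairs few of the identifiers, so that product names came from Table S1 of the paper. Of 1017 probes of that table available here, 474 have a product name; its lists for GL2 and LL3 are complete, while that for LL4 holds 361 of 1780 probes, all with a log2 fold change of at least 2.219. Named genes were chosen by a rule set beforehand: in each comparison the 10 named probes with the largest positive and the 10 with the largest negative change among those called with groups that do not overlap, the 3 members of each gene list with the smallest adjusted p in each comparison, and every gene that the paper names in its text or tables and that could be tied to a probe. Values in the paper's tables had been seen by then. Which of these genes are singled out in the text and in the plot was picked after their values were seen. Of 40 gene lists written beforehand, 34 had a named probe and 8 had at least 5; the set test laid down for them was not run, because Table S1 is a selection made on the same samples, and lists serve only as counts and medians. The genes of Table 1 (72 distinct accessions), Table S2 (70) and Table S3 (19 names) could be tied to 27, 20 and 5 tested probes.

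Alternatives covered the scaling (median, quantile), the background (normexp), the filter on dim probes, the thresholds, the arrays in a fit, the methods' t-test, ANOVA with Tukey's test, slide and replicate number as blocks, the deposited value table, each array left out in turn, and 2 alternatives added after the data were seen. The paper names ANOVA, while its adjusted p under 0.01 and Tukey's test at 0.05 were chosen for this re-analysis. The closing section gives the effect of the alternatives. The fit was tested on simulated data in which 200 of 23834 probes changed. With an equal spread in all groups, false calls made up 9.4% of the calls between GL2 and Control and 0.0% to 5.6% of those of the other comparisons; with each group's own spread (relative to the mean 0.73 in Control, 1.45 in GL2, 0.69 in LL3 and 0.94 in LL4) they made up 31.3% between GL2 and Control, 12.2% between GL2 and LL3, 42.4% between GL2 and LL4 and 0.0% in the other comparisons. The limits of this test were changed after its first results had been seen. With 3 arrays in a group, the number of arrays limits the precision. Values of photosynthesis, metabolites, hormones and qRT-PCR were not analysed here.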

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

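The test of slide for the larger number of probes in LL4 than in GL2 was chosen after the result was seen; the other tests reported here were set out before their results were seen, though after the arrays had been compared. A result is given here because its change against Control differed between GL2 and LL4; with 3 arrays in a group, no search for single arrays far from their group was made.

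Against Control, 65 probes were called in opposite directions in GL2 and LL4, 28 of them higher in GL2 and lower in LL4, and 37 the reverse, and 15 have a product name. Scaling of the arrays could move probes of all kinds up or down together, but the count was 1.20 times as large with quantile normalization, which argues against scaling as the whole cause. With slide as a block 100.0% of these probes kept opposite signs, which argues against slide as the whole cause of the LL4 side alone, since GL2 and Control each have 1 array on every slide and the block cannot change that comparison, and the probes were chosen by their calls on the same arrays. The count was 12 with the normexp background and 21 with no filter on dim probes, and without 1 array it was 24, 21 and 15 (Control replicates 1, 3 and 4), 134, 324 and 29 (GL2 replicates 1, 4 and 3) and 34 and 34 (LL4 replicates 1 and 2). The light level during the cold, which the design names, may underlie opposite responses; the age and temperature of Control enter both comparisons alike and stay untested.

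Among the named probes, the difference GL2 minus LL4 was -8.28 for the glutaredoxin-C10-like gene (adjusted p = 1.4e-06, and -3.35 at GL2 and 4.94 at LL4 against Control). For ferredoxin-nitrite reductase (A_92_P023933), which supplies ammonium from nitrite, it was -5.52 (adjusted p = 0.00011, -1.91 and 3.62, and -5.59 with slide as a block); its call at GL2 held only without Control replicate 1 or LL4 replicate 3, and its value there ranged from -2.35 to -1.11, the smallest without Control replicate 3. For the CBL-interacting kinase it was -5.14 (adjusted p = 5.1e-06, -1.68 and 3.46, and -5.12 with slide as a block). Adenine phosphoribosyltransferase1 (A_92_P041115) differed by -3.90 (adjusted p = 2.4e-05, and -1.91 and 1.99). Protein LOL4 (A_92_P030714) differed by -3.67 (adjusted p = 3.5e-05, and -1.75 and 1.92). Threonine synthase differed by -3.33 (adjusted p = 2.7e-05, and -0.93 and 2.40), with a call at GL2 that was lost with slide as a block, held among the fits without 1 array only without GL2 replicate 4 or LL4 replicate 3, and a range there from -1.10 to -0.77. bZip112 differed by -3.23 (adjusted p = 2.7e-05, and -2.13 and 1.11). The ATPase inhibitor (A_92_P022485) differed by -2.93 (adjusted p = 7.2e-05, and -1.25 and 1.68). Plastid-specific 30S ribosomal protein 1 (A_92_P000394) differed by -2.46 (adjusted p = 0.00026, and -1.56 and 0.90), with a call at LL4 lost with slide as a block, with quantile normalization, median scaling or the normexp background, and without any 1 Control array, LL3 replicate 2 or LL4 replicate 1 or 2 (range 0.74 to 1.14). The alpha/beta-hydrolase of probe A_92_P039808 differed by -1.98 (adjusted p = 0.00023, and -1.19 and 0.80), with a call at LL4 lost without Control replicate 1 or 3 or LL4 replicate 1 or 2 (range 0.72 to 0.86). A chlorophyll a-b binding protein (A_92_P019685), of the light-harvesting antenna, differed by -1.90 (adjusted p = 0.00057, and -1.14 and 0.76); its call at GL2 was lost without Control replicate 3 or 4 or GL2 replicate 3 (range -1.30 to -0.86), and that at LL4 with slide as a block, with quantile normalization or the normexp background, and without any 1 array of Control, LL3 or LL4 (range 0.68 to 0.86). Bentazon resistance1 (A_92_P041289) differed by 1.98 (adjusted p = 0.00084, and 1.06 and -0.93). A putative protein kinase (A_92_P038863) differed by 2.76 (adjusted p = 0.00013, and 1.29 and -1.47), with a call at GL2 lost without Control replicate 1 or 4 or GL2 replicate 3 (range 1.11 to 1.51). Salicylate carboxymethyltransferase (A_92_P041718), which makes methyl salicylate, differed by 3.01 (adjusted p = 0.00014, and 1.97 and -1.04), with a call at LL4 lost without Control replicate 1 or 4 or LL4 replicate 2 (range -1.20 to -0.83). AN17 differed by 3.85 (adjusted p = 8e-06, and 1.32 and -2.53).

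GL2 replicate 4 lies closer to the LL3 arrays than to the other GL2 arrays, with correlations of 0.965 to 0.974 against 0.867 and 0.945. The 0.867 was with GL2 replicate 1, which had 0.916 with replicate 3 and 0.883 to 0.905 with the LL3 arrays. GL2 replicate 3 had 0.938 to 0.958 with the LL3 arrays, about as close as to replicate 4 (0.945). Replicate 1 therefore also lay apart, and closeness to LL3 was not particular to replicate 4. Low signal on GL2 replicates 1 and 3 is argued against as the whole cause: among the brightest probes the mean squared difference of replicate 4 from them was still 2.91 times that from the LL3 arrays. A wrong label on GL2 replicate 4 stays open: the departure of GL2 replicates 1 and 3 from LL3 had a mean correlation of 0.05 with that of replicate 4, a difference of -0.45 from the highest LL3 array, which is what a wrong label predicts, but the LL3 arrays themselves spread over 0.54. Plants of GL2 that differed among themselves in the cold could give the same picture and were not tested. No sample was relabelled.

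More probes differed from Control in LL4 (6297) than in GL2 (2718). Slide is argued against as the cause, since with slide as a block the ratio of the counts was 2.55. The larger spread among the GL2 arrays cannot be told apart from a smaller change at GL2: without GL2 replicate 4 the mean squared log2 fold change, less noise, was 1.12 times as large in LL4 as in GL2 (0.75 to 1.24 without a further array, and 1.83 with all arrays). A larger response to low light is a possible explanation that the design names, and a wrong label on GL2 replicate 4 is another.

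Splits of the 6 arrays of a comparison into groups of 3 number 10, too few for a share under 0.05. The real split gave 2718 probes for GL2 and Control, 708 for LL3 and Control, 6297 for LL4 and Control and 3573 for LL3 and LL4, where the highest of the other splits gave 0 each time, and 5267 for GL2 and LL4, where it gave 4; in each of these, 1 split reached the real count, the real split itself. For GL2 and LL3 limma called 0 probes in the real split (2611 at an unadjusted p under 0.05, and 97 higher and 231 lower with the methods' t-test at P under 0.01), so that all 10 splits reached it. The highest other split, of GL2 replicates 1 and 3 with LL3 replicate 4 against the rest, called 248, and the cause was not tested. For the count differing among the 4 groups, 6452, the highest of 100 random splits into 4 groups of 3, the real split included, was 152 apart from the real split, which alone reached its count (1 of 100). That is the smallest share that 100 splits can give, so a split as large by chance is unlikely but not excluded. Splits that mix the groups also raise the spread within groups, which by itself lowers their counts.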

How the results depend on the processing

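The alternatives below were set before the data were examined, except array weights and the fit without GL2 replicates 1 and 3 together, which were chosen after the spread and the low signals of the GL2 arrays were seen. With the authors' value table, and with only the probes well above background on all 12 arrays (16340 tested), every count kept within 1.5 times its value, and the correlations and the share of the first component moved by less than their jackknife error. The correlations ranged from 0.637 to 0.776 for GL2 and LL3 and from 0.374 to 0.499 for GL2 and LL4 when each array was left out in turn, and the share of the first component from 31.8% to 44.1% (jackknife standard errors 0.128, 0.127 and 9.8). Over 163 named genes and 6 comparisons, 569 of 978 pairs of gene and comparison were called; 424 kept call and direction without any 1 array, 145 lost the call without at least 1, 484 kept it with slide as a block, and 0 turned direction. The median of the MYB transcription factors changed sign with only the probes well above background on all 12 arrays, to 0.04 for GL2 minus LL4 and 0.80 for LL3 minus LL4. The main values were -0.57 and -0.60. Each probe keeps its fold change in that setting, so the medians moved because members of the list were left out. For the counts that moved by over 1.5 times, the cause was not tested, except that stricter thresholds give fewer calls by construction. Signal over background limits what could be tested: between 44.7% and 66.2% of the probes stood well above it on an array, fewest on GL2 replicate 3, and a change of a probe near background is not measured. The median log2 fold change of all tested probes was -0.10 for GL2, 0.03 for LL3 and -0.07 for LL4 against Control and 0.00 for GL2 minus LL4; it was -0.20, -0.01, 0.05 and -0.23 with arrays scaled to their median, and 0.27, 0.11, 0.06 and 0.35 with no filter on dim probes.

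With each array left out in turn and the same probes tested, the counts higher and lower ranged, in that order, over 271 to 3573 and 452 to 4468 for GL2 against Control, 73 to 714 and 72 to 757 for LL3 against Control, 2187 to 4275 (lower) for LL4 against Control, 0 to 1217 and 0 to 1012 for GL2 against LL3, 1167 to 4337 and 1852 to 4923 for GL2 against LL4, 912 to 2582 and 1014 to 2466 for LL3 against LL4, 159 to 909 and 309 to 1710 for GL2 and LL4 together against Control and 70 to 477 and 64 to 556 for GL2 and LL3 together against Control. The count differing among the 4 groups ranged over 4120 to 11777, and that of opposite directions over 15 to 324.

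With arrays scaled to their median, the counts higher and lower were 213 (higher) for LL3 against Control, 1368 (higher) for GL2 against LL4, 1011 (higher) for LL3 against LL4 and 168 (higher) for GL2 and LL3 together against Control. With quantile normalization, 1 probe was lower in GL2 than in LL3. With the normexp background, the counts higher and lower were 366 and 793 for GL2 against Control, 64 (higher) for LL3 against Control, 1923 and 1687 for LL4 against Control, 663 and 1635 for GL2 against LL4, 536 (higher) for LL3 against LL4, 156 and 535 for GL2 and LL4 together against Control and 48 (higher) for GL2 and LL3 together against Control. There, 3399 probes differed among the 4 groups and 12 differed from Control in opposite directions in GL2 and LL4. With no filter on dim probes (42034 probes tested), the counts higher and lower were 552 and 691 for GL2 against Control, 130 and 131 for LL3 against Control, 1160 (higher) for LL3 against LL4, 254 and 425 for GL2 and LL4 together against Control and 101 and 101 for GL2 and LL3 together against Control. There, 21 probes differed from Control in opposite directions in GL2 and LL4. With slide as a block, the counts higher and lower were 170 (lower) for LL3 against Control, 1 (higher) for GL2 against LL3, 1444 and 2003 for GL2 against LL4, 861 and 596 for LL3 against LL4 and 149 (lower) for GL2 and LL3 together against Control. Without GL2 replicates 1 and 3 together, which leaves 1 GL2 array that is assumed to vary like the other groups, the counts higher and lower were 408 and 330 for GL2 against Control, 914 and 1016 for LL3 against Control, 5 and 1 for GL2 against LL3, 1347 and 1210 for GL2 against LL4, 3017 and 2767 for LL3 against LL4 and 249 and 268 for GL2 and LL4 together against Control. There, the first principal component held 51.1% of the variance. With array weights, which lowered GL2 replicate 1 to 0.15, GL2 replicate 4 to 0.21 and LL4 replicate 3 to 0.25 and raised LL4 replicate 1 to 3.87, the counts higher and lower were 3756 and 5852 for GL2 against Control, 2174 and 2524 for LL3 against Control, 5549 and 6976 for LL4 against Control, 1570 and 2494 for GL2 against LL3, 5536 and 6730 for GL2 against LL4, 5542 and 4505 for LL3 against LL4, 1401 and 3007 for GL2 and LL4 together against Control and 1110 and 2050 for GL2 and LL3 together against Control. There, 17352 probes differed among the 4 groups, 1025 differed from Control in opposite directions in GL2 and LL4 and the correlation of cold responses at GL2 and LL4 was 0.317. At an unadjusted p under 0.01 and 2-fold, the counts higher and lower were 579 (higher) for LL3 against Control and 132 and 189 for GL2 against LL3. At an unadjusted p under 0.01 and a log2 fold change over 2, the counts higher and lower were 237 and 181 for GL2 against Control, 110 and 89 for LL3 against Control, 801 and 560 for LL4 against Control, 30 and 10 for GL2 against LL3, 502 and 527 for GL2 against LL4 and 394 and 379 for LL3 against LL4. At an adjusted p under 0.01 and 2-fold, the counts higher and lower were 189 and 345 for GL2 against Control, 71 and 75 for LL3 against Control, 1710 and 1587 for LL4 against Control, 786 and 1342 for GL2 against LL4 and 759 and 801 for LL3 against LL4. With only the 6 arrays of the compared groups in the fit, the counts higher and lower were 211 and 276 for GL2 against Control, 1258 and 1357 for LL3 against Control and 644 and 957 for GL2 against LL4. With the methods' t-test at P under 0.01, the counts higher and lower were 502 and 952 for GL2 against Control, 1191 and 1287 for LL3 against Control, 97 and 231 for GL2 against LL3 and 738 and 1095 for GL2 against LL4. With that test after Benjamini-Hochberg, the counts higher and lower were 1 and 1 for GL2 against Control and 31 and 61 for GL2 against LL4. With ANOVA followed by Tukey's test, the counts higher and lower were 384 and 732 for GL2 against Control, 877 and 961 for LL4 against Control, 57 and 228 for GL2 against LL3, 690 and 906 for GL2 against LL4 and 803 and 849 for LL3 against LL4. There, 2013 probes differed among the 4 groups.

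The replicate numbers were tested as a pairing of samples across groups. Over 13 pairs of arrays with the same number in different groups, the correlation of their departures from the group means was between -0.37 and 0.39, with a median of 0.05 and 5 over 0.1, and 2 of 12 arrays correlated best with their own number, so the numbers do not pair the samples. With the number entered as a block all the same, the counts higher and lower were 501 and 789 for GL2 against Control, 112 and 71 for LL3 against Control, 2159 (lower) for LL4 against Control, 1147 and 2014 for GL2 against LL4, 1139 (higher) for LL3 against LL4, 277 and 474 for GL2 and LL4 together against Control and 105 and 65 for GL2 and LL3 together against Control. There, 3935 probes differed among the 4 groups and 28 differed from Control in opposite directions in GL2 and LL4. A block of this kind takes up degrees of freedom, and a call lost there is not evidence of a smaller change. The camera test of gene lists, with its preset or an estimated correlation, was not run, since the lists could be filled only from genes that the study had selected on these samples; the other choices of a probe for a gene were not run for lists either.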

Differences from the paper's values

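For its counts of probes the paper states P under 0.01 and a log2 fold change over 2; the values set beside them use an adjusted p under 0.05 and no threshold on the fold change. At the paper's stated thresholds limma gave 418 probes between GL2 and Control, 199 between LL3 and Control, 1361 between LL4 and Control, 40 between GL2 and LL3, 1029 between GL2 and LL4 and 773 between LL3 and LL4. The paper gives 677 probes between Control and GL2, against 2718 here; within 1.5 times of the paper's count were 534 at an adjusted p under 0.01 and 2-fold, 487 with only the 6 arrays of the compared groups, and 876, 816 and 1000 without Control replicate 1, Control replicate 4 and GL2 replicate 3, and no other alternative set before the data were examined. Without GL2 replicates 1 and 3 together, chosen after the values were seen, the count was 738, which leaves out 401 of the paper's 675 listed probes; at the settings used here 655 of the 675 were called and 20 were not. The paper gives 467 probes between Control and LL3, against 708; within 1.5 times were 488 with arrays scaled to their median, 356 with the normexp background, 429 with slide as a block, 506 with the methods' t-test after Benjamini-Hochberg, 580 with only probes well above background on all 12 arrays, and 482 and 531 without LL4 replicates 1 and 2, and no other alternative set before the data were examined. The paper gives 1780 probes between Control and LL4, against 6297. Within 1.5 times were 1361 at the paper's thresholds and 1838 with ANOVA followed by Tukey's test, and no other of those alternatives. Between GL2 and LL3 the paper gives 63 probes, against 0 from limma (2611 at an unadjusted p under 0.05); only the 50 without GL2 replicate 1 came within 1.5 times. Between GL2 and LL4 the paper gives 1317 probes, against 5267; within 1.5 times were 1601 with only the 6 arrays of the compared groups, 1029 at the paper's thresholds, 1596 with ANOVA and Tukey's test and 1833 with the methods' t-test at P under 0.01, and no other. Between LL3 and LL4 the paper gives 1240 probes, against 3573; within 1.5 times were 1560 at an adjusted p under 0.01 and 2-fold, 1858 with the normexp background, 1457 with slide as a block and 1652 with ANOVA and Tukey's test, and no other.

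The sheets of Table S1 are titled with a P of 0.01 and 2-fold, unlike the text. Its complete lists for GL2 and LL3 hold 675 and 466 probes, of which 126 and 66 exceed a log2 fold change of 2 and 544 and 330 exceed 2-fold. The 368 probes that stand in both lists have the same P in each, and the largest corrected P in the part of the table available here is 0.00999, whereas the P-values computed here are separate for each comparison, so that the same threshold on P does not select on the same quantity. The values of Table 1 are signed as the first group minus the second, so that a value for Control vs. GL2 is Control minus GL2; on that scale all 35 entries that could be tied to a probe differ from those computed here by at most 0.006.

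The paper states that histones were repressed at GL2 and not by LL4 in the cold; both named histones were lower than Control at LL4 too, with H2B.3 at -2.02 and H4 at -1.28, while both were also lower at GL2 (-1.29 and -1.65). It states that bHLH and bZIP proteins, among others, were lowered by cold at GL2 and raised by LL4. This held for bZip112 (-2.13 and 1.11). Both helix-loop-helix genes, however, were lower at GL2 (-1.25 and -1.02) and not called at LL4 (-0.42 and 0.48). Both were lower at GL2 than at LL4 (-0.83 and -1.50, in the same order). It states that chlorophyll biosynthesis was repressed by low temperature and by GL2 and raised at LL4. All 8 named genes of tetrapyrrole and chlorophyll biosynthesis come from the list for LL4 alone. Being higher at LL4 and absent from the list for GL2 was the selection. All were lower at GL2 than at LL4, but none was lower at GL2 than in Control (median 0.67). The 2 called higher there were 1 with slide as a block and 0 without any 1 Control array. It states that alpha/beta-hydrolases and alpha-galactosidase 3 were silenced at low temperature and under LL4; a hydrolase (A_92_P010636) was higher at GL2 (2.60) and LL4 (3.84), another was lower at GL2 (-1.19) and higher at LL4 (0.80), and alpha-galactosidase 3 was lower at GL2 (-1.48) and not called at LL4 (0.18). In the part of Table 1 on light, adjacent entries give the same accession and value to alpha-galactosidase 3 and to an alpha-mannosidase, and Table S2 gives that accession to the alpha-mannosidase.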

Other observations

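Several groups of named genes are not described above. Of 6 heat shock proteins and chaperones, 1 was higher and 4 were lower at GL2 than in Control and 1 was higher and 5 were lower at LL4, with medians of -1.06 and -1.39; the count lower at GL2 was 2 and 1 without Control replicates 3 and 4. Of 3 probes for jasmonate biosynthesis, 2 of them named OPR7, which reduces the jasmonate precursor, 3 were lower at GL2 and 3 at LL4 (medians -1.16 and -1.64). Of 4 genes of flavonoid and phenylpropanoid biosynthesis, 1 was higher and 3 were lower at GL2 and at LL4 (medians -1.23 and -1.94, and with slide as a block 1 and 2 at GL2 and 0 and 3 at LL4); the count lower at GL2 was 1 without Control replicate 1 or 4 or GL2 replicate 3, and the count higher at LL4 was 0 without any 1 Control array, LL3 replicate 1 or LL4 replicate 1 or 3. Of 3 terpene synthases and a kaurene oxidase, which acts after kaurene synthase, 3 were higher and 1 was lower at GL2 than at LL4 (median 1.53, and 2 and 1 with slide as a block). The call of alpha-humulene synthase (A_92_P035144, adjusted p = 0.043) among them was lost with slide or replicate as a block, with no filter on dim probes, with the low-signal arrays left out and without any 1 array of Control or GL2 or LL4 replicate 1 or 2. Of 5 MYB transcription factors, 1 was higher and 4 were lower at GL2 than in Control (1 and 3 with slide as a block); 2 were lower without Control replicate 3 or 4 or GL2 replicate 3. Of 2 carotenoid genes, 1 was higher and 1 lower at GL2 and at LL4, the lower at LL4 being lost without Control replicate 4, and both genes of senescence and proteolysis were lower at GL2 and LL4 (medians -1.46 and -1.98). The study selected all of these genes on these samples, so that the counts are not independent evidence.

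Alternative oxidase 1 (A_92_P021448), which takes electrons from the ubiquinone pool in mitochondria, was higher at GL2 than at LL4 by 2.67 (standard error 0.38, adjusted p = 0.00072, and 2.90 with slide as a block) and at LL3 by 2.97 (adjusted p = 0.00046, and 3.43 with slide as a block). The urea-proton symporter DUR3 was higher at GL2 than at LL4 by 1.87 (adjusted p = 0.00093) and at LL3 by 2.83 (adjusted p = 0.00011). These genes were picked after their values were seen, and no explanation was tested for them.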
